# A direct role for a mitochondrial targeting sequence in signaling stress

**DOI:** 10.1038/s41586-025-09834-x

**Published:** 2025-12-10

**Authors:** Zixuan Yuan, Megan Balzarini, Marina Volpe, Madeleine Goldstein, Tony Shengzhe Peng, Elizabeth Hui, Nancy Neng Fang, Waleed S Albihlal, Melika Hajimohammadi, Kevin Wei, Calvin K. Yip, Folkert J van Werven, Thibault Mayor, Hilla Weidberg

## Abstract

Mitochondrial protein import is required for maintaining organellar function^1^. Perturbations in this process are associated with various physiological and disease conditions^2^. Several stress responses, including the mitoCPR, combat damage caused by mitochondrial protein import defects^2^. However, how this defect is sensed remains largely unknown. Here, we reveal that the conserved mitochondrial Hsp70 co-chaperone, Mge1, acts as a stress messenger in budding yeast. During mitochondrial stress, unimported Mge1 entered the nucleus and triggered the transcription of mitoCPR target genes. This was mediated by Mge1's interaction with the transcription factor Pdr3 on DNA regulatory elements. Mge1's mitochondrial targeting sequence was both sufficient and essential for mitoCPR induction, demonstrating that in addition to their roles in mitochondrial protein import, targeting sequences can also function as signaling molecules. As protein import defects are a common consequence of various types of mitochondrial damage^3,4^, these findings suggest a novel function for Mge1's targeting sequence as an indicator of mitochondrial health.

Mitochondria are essential organelles and hubs for cellular metabolism and signaling ^5^. Their proteome includes over 1,000 proteins, most of which are synthesized on cytosolic ribosomes and post-translationally translocated into the organelle^1^. The majority of these precursor proteins contain a 15-55-residue N-terminal mitochondrial targeting sequence (MTS, or presequence)^1,6,7^. These presequences mediate protein translocation through the mitochondrial outer and inner membrane translocases, TOM and TIM, and are cleaved upon entry into the matrix^1^. Complete import of precursors requires an ATP-dependent Hsp70 motor composed of TIM subunits, mitochondrial Hsp70, and its cochaperones^1,8^.

Inefficient protein import not only depletes mitochondria of essential factors, but also leads to the accumulation of precursors in other parts of the cell, compromising both mitochondrial and cellular homeostasis^1,2,9,10^. As such, protein import defects were shown to impact various diseases, including neurodegenerative and bioenergetic disorders^2,5,10^. Cells counteract protein import stress through transcriptional programs that limit cytosolic translation and enhance protein quality control, or through mitochondria-specific pathways such as the unfolded protein response (UPR^mt^)^2–4,9,11–22^. While the mechanisms of UPR^mt^ activation are well characterized, how other mitochondrial stresses are communicated to the nucleus remains unclear.

It was recently demonstrated that impaired mitochondrial protein import can lead to the stalling of precursor proteins within TOM^11,21,23–27^. This defect can be repaired by the ATPases Cdc48/p97 and Msp1/ATAD1, which extract stalled polypeptides and clear the translocase^21,25,27^. In budding yeast, efficient recruitment of Msp1 to clogged translocases requires the stress-induced adaptor, *CIS1*^21^. This gene is a target of the mitochondrial compromised protein import response (mitoCPR), a surveillance pathway controlled by the transcription factor Pdr3^21^. How a mitochondrial stress signal is transmitted to activate Pdr3 remains unknown.

Here, we identify the mitochondrial Hsp70 co-chaperone Mge1/GrpEL as a central regulator of the mitoCPR. When protein import is compromised, the precursor of Mge1 translocates to the nucleus to activate Pdr3. This function is mediated by Mge1's N-terminal presequence. Our work revealed that mitochondrial targeting peptides can act as transmitters of mitochondrial stress in addition to their traditional role in protein targeting and import.

## Overexpressed Mge1 activates the mitoCPR

We previously demonstrated that defects in mitochondrial protein import trigger the mitoCPR via activation of the transcription factor Pdr3^21^. However, the signal that induces Pdr3-mediated transcription remains unknown. Past work demonstrated that Pdr3 and its paralog, Pdr1, constitutively reside in the nucleus and bind DNA regulatory motifs of target genes^28,29^. Indeed, GFP-Pdr3 localized to the nucleus under basal conditions (Fig. 1a and Extended Data Fig. 1a). Overexpression of Psd1, which impairs mitochondrial protein import and activates the mitoCPR, did not affect the nuclear localization of Pdr3 (Fig. 1a and Extended Data Fig. 1a-b)^21^. Moreover, chromatin immunoprecipitation (ChIP) demonstrated that Pdr3 was bound to the promoter of the mitoCPR target gene *CIS1* in both control and *PSD1*-overexpressing cells (Fig. 1b and Extended Data Fig. 1c). These results suggest that Pdr3 does not directly sense mitochondrial defects but instead responds to a signal transmitted to the nucleus when protein import is impaired.

How does Pdr3 sense damage that originates in a different cellular compartment? To address this, we performed a genome-wide overexpression screen for genes that activate the mitoCPR. We used a reporter in which the *LEU2* gene was placed under the promoter of the mitoCPR target, *CIS1*^21^, allowing cells with induced mitoCPR to grow without leucine. The top hits of the screen were enriched for mitochondrial ORFs (8 out of 20) (Fig. 1c and Supplementary Table 1). QPCR analysis confirmed that overexpression of these mitochondrial ORFs upregulated *CIS1*, except for the false-positive genes *AIM33* (Extended Data Fig. 1d-e).

When protein import is impaired, mitochondrial precursors can accumulate in various cellular compartments, including the nucleus^9,16,18^. Overexpression of mitochondrial proteins could result in a similar effect by exceeding the import capacity, leading to some accumulation of overexpressed precursors outside the mitochondria. We hypothesized that one or more of the mitochondrial hits can signal protein import defects to the nucleus. However, overexpression can also indirectly induce the mitoCPR by perturbing mitochondrial functions, as shown previously for proteins containing a bipartite signal, such as Psd1. *TIM21, JID1*, and *INA22*, which are likely to fall into the bipartite category, were therefore excluded from secondary analyses^21,30,31^. To eliminate additional indirect activators, we inserted N-terminal tandem V5 tags upstream of each candidate's MTS. As previously shown for Psd1, these tags mask the MTS and block translocation, thereby preventing mitochondrial damage^13,21^. Unlike their untagged equivalents, the overexpression of most N-terminally tagged ORFs did not trigger *CIS1* upregulation (Extended Data Fig. 1f-g). This result demonstrated that the presence of these proteins outside the mitochondria is not sufficient for Pdr3 activation. We conclude that the over-abundance of these proteins at mitochondria led to organellar defects, including impaired protein import, and thus indirect activation of the mitoCPR. Importantly, overexpression of V5-Mge1 induced *CIS1* expression to a similar level as untagged Mge1, suggesting a direct role in Pdr3 activation (Fig. 1d and Extended Data Fig. 1f-h). Mge1 is a matrix co-chaperone homologous to bacterial GrpE^32^. This co-chaperone mediates nucleotide release from the mitochondrial Hsp70, and thus contributes to protein translocation into the matrix as well as protein folding^32^. To confirm that Mge1 and V5-Mge1 overexpression induced *CIS1* upregulation via the canonical mitoCPR, we validated that this induction was Pdr3-dependent (Fig. 1d and Extended Data Fig. 1h). Additional Pdr3 target genes, including the ABC transporters *PDR5* and *PDR15* were also induced by Mge1 overexpression (Extended Data Fig. 1i).

Overexpressed Mge1-mCherry co-localized with mitochondria, however, unlike the control mitochondrial protein, Mss116, Mge1 was also detected inside nuclei (Fig. 1e and Extended Data Fig. 2a-b). To confirm that overexpressed Mge1 can localize to the nucleus, we used a split-GFP system in which GFP^1-10^ was fused to a nuclear protein and GFP^11^ was fused to Mge1 or Mss116. While no GFP signal was detected in cells expressing the nuclear GFP^1-10^ alone or together with Mss116-GFP^11^, its co-expression with Mge1-GFP^11^ resulted a fluorescent signal in approximately 65% of the cells (Fig. 1f and Extended Data Fig. 2c). These data support the notion that not all Mge1 precursors are imported into the mitochondria upon overexpression, and more importantly that unimported Mge1 may translocate to the nucleus.

A recent study identified a group of mitochondrial precursors that localize to the nucleus under protein import stress conditions^18^. We overexpressed representative proteins from this group to test whether they induce the mitoCPR. These proteins did not trigger *CIS1* upregulation (Extended Data Fig. 2d), suggesting that not all nuclear-localized mitochondrial precursors can activate Pdr3 when overexpressed.

## Mge1 enters the nucleus and binds Pdr3

Our data showed that overexpressed Mge1 can translocate to the nucleus and induce the mitoCPR. Yet, whether endogenous Mge1 has a similar function under conditions of impaired mitochondrial protein import remained unclear. We previously demonstrated that transient overexpression of the mitochondrial protein Psd1 does not affect membrane polarization but leads to the accumulation of mitochondrial precursors, suggesting that it inhibits protein import^21^. This inhibition was confirmed *in vitro* using isolated mitochondria, where *PSD1* overexpression (*PSD1^OE^*) led to a reduced import rate of Zim17 and Mge1 (Extended Data Fig. 3a-b).

We used the *PSD1^OE^* system to impair protein import and monitored the localization of the Mge1 precursor in cells. A FLAG tag was fused to the C-terminus of Mge1 at its endogenous locus, which did not affect the protein's import rate (Extended Data Fig. 3c). In control cells, only a single form of Mge1-FLAG was detected, corresponding to the size of the mature cleaved protein (Fig. 2a). As expected, *PSD1^OE^* led to the accumulation of Mge1-FLAG precursor (Fig. 2a and Extended Data Fig. 3d). To confirm that this precursor did not accumulate inside mitochondria, we performed cellular fractionation. In contrast to the mature form of Mge1, its precursor was not detected in the mitochondrial-enriched fraction (Extended Data Fig. 3e). Notably, the precursor, but not mature form of Mge1-FLAG was detected in nuclei isolated from *PSD1^OE^* cells (Fig. 2b). To exclude the possibility that the FLAG tag altered Mge1 localization, we repeated the analysis using untagged Mge1, which yielded similar results (Extended Data Fig. 3f). These findings suggest that the precursor of Mge1 can translocate into the nucleus when its mitochondrial import is impaired.

No canonical nuclear localization signal (NLS) was identified in Mge1 using established prediction tools^33^. We therefore tested whether the N-terminal MTS that targets Mge1 to the mitochondria is also required for its nuclear localization. Interestingly, unlike full-length Mge1, ΔMTS-Mge1-FLAG was absent from the nuclei of *PSD1^OE^* cells and detected in the non-nuclear fraction (Fig. 2c), suggesting that Mge1's MTS might be involved in facilitating its nuclear translocation. To further investigate how the Mge1 precursor translocates into the nucleus, we deleted several non-essential importin β genes. Importin β receptors, which mediate the import of most nuclear proteins, exhibit some redundancy in their cargo but also possess distinct cargo specificity^34^. While *PSD1^OE^* led to upregulation of *CIS1* in cells lacking *KAP114, KAP122, KAP104*, or *NMD5*, no upregulation was observed in *kap123*Δ cells (Fig. 2d and Extended Data Fig. 3g). Importantly, the precursor of Mge1 was barely detectable in the nuclei of *kap123*Δ cells (Fig. 2e), suggesting that Kap123 is required for the nuclear localization of Mge1 precursor.

The nuclear localization of Mge1 suggested that it directly impacts the mitoCPR transcription regulator Pdr3. Co-immunoprecipitation revealed an interaction between V5-Pdr3 and the precursor, but not the mature form, of both FLAG-tagged and untagged Mge1 under protein import stress (Fig. 2f and Extended Data Fig. 4a-b). Notably, no interaction was observed with the paralog of Pdr3, Pdr1, which is dispensable for mitoCPR induction (Extended Data Fig. 4c)^21^. To investigate whether Mge1 can interact with DNA-bound Pdr3, we performed a ChIP assay by pulling down Mge1-FLAG. Mge1 associated with the *CIS1* promoter only under conditions of defective mitochondrial protein import (Fig. 2g and Extended Data Fig. 4d). Notably, this association was not detected in *pdr3*Δ cells, suggesting that Mge1's chromatin binding depends on its interaction with this transcription factor (Fig. 2g).

These findings were validated in an alternative yeast model with impaired mitochondrial protein import. Mutants with partially or fully deleted mitochondrial DNA (i.e., *rho^-^* or *rho^0^*) are respiration-deficient and exhibit reduced mitochondrial membrane potential and protein import defects (Extended Data Fig. 4e)^35^. As previously shown, the mitoCPR was constitutively activated in *rho*^-^ cells in a Pdr3-dependent manner (Extended Data Fig. 4f)^21,36^. *In organello* import assays confirmed reduced import efficiency for *rho^-^* mitochondria, including impaired import of Mge1 (Extended Data Fig. 4g). Consistently, both FLAG-tagged and untagged Mge1 precursors were detected in *rho^-^* but not wild-type cells (Extended Data Fig. 4h). Similarly to the *PSD1^OE^* system, Mge1 precursor was detected in isolated nuclei from *rho^-^* cells and co-immunoprecipitated with Pdr3 (Fig. 2h-i). Thus, Mge1 interacts with Pdr3 in both acute and chronic models with mitochondrial protein import defects.

We next used the *rho^-^* model to investigate whether Pdr3 binding stabilizes the Mge1 precursor. In *PDR3* expressing cells, Mge1 and Mge1-FLAG precursors exhibited a half-life of ~22–25 minutes (Extended Data Fig. 4i-j). The observed decline in precursor levels over time could result from either proteasomal degradation or mitochondrial import followed by presequence cleavage. To distinguish between these possibilities, we used the proteasome inhibitor MG132, which led to a twofold increase in precursor half-life (Extended Data Fig. 4k). This result suggests that at least a portion of the precursor population is targeted to proteasomal degradation Interestingly, in *PDR3-*deleted cells, Mge1 precursors were destabilized, exhibiting half-lives of less than 9 minutes (Extended Data Fig. 4i-j). These results suggest that binding to Pdr3 protects Mge1 from degradation. Together, our data show that Mge1 can enter the nucleus during mitochondrial stress and interact with Pdr3 on DNA regulatory elements.

## Mge1 is essential for Pdr3 activation

Our results demonstrate that unimported Mge1 binds Pdr3, however they do not exclude the possibility that Mge1 is one of several precursors that act redundantly to induce the mitoCPR. To address this, we tested whether Mge1 is required for mitoCPR activation under protein import stress conditions. Since *MGE1* is an essential gene (Extended Data Fig. 5a)^32^, we utilized the auxin-inducible degron (AID) system. Under basal conditions, only the mature form of endogenously expressed Mge1-AID was detected, whereas inhibition of protein import resulted in accumulation of its precursor (Fig. 3a and Extended Data Fig. 5b). Auxin treatment eliminated most of the Mge1-AID precursor, similar to the unrelated Ubx2-AID control protein (Fig. 3a and Extended Data Fig. 5c). Mature Mge1-AID remained detectable following this treatment, consistent with the fact that proteasomal degradation does not occur inside mitochondria and therefore affects only precursors on their way to the organelles (Fig. 3a). Importantly, depletion of Mge1 significantly impaired *CIS1* upregulation in response to protein import stress (Fig. 3b and Extended Data Fig. 5b). A similar defect in mitoCPR activation was observed when the Mge1 precursor was sequestered at the plasma membrane using the anchor-away system (Extended Data Fig. 5d). To further test whether nuclear localization of Mge1 is essential for mitoCPR activation, we fused a nuclear export signal (NES) to Mge1, which prevented its nuclear accumulation (Extended Data Fig. 5e). Cells expressing this non-nuclear variant failed to induce *CIS1* transcription upon *PSD1^OE^* (Fig. 3c and Extended Data Fig. 5f).

To examine whether other mitochondrial precursors bind Pdr3, we characterized its interactome by mass spectrometry following immunoprecipitation. Stress-specific interactors were identified by comparing Pdr3-containing complexes from basal and protein import stress conditions. Mge1 was the only stress-specific interactor significantly enriched in these complexes, with an increase of more than twofold (Fig. 3d and Supplementary Table 2). Enrichment just below the cutoff was observed for proteins encoded by Pdr3-target genes, likely reflecting their increased abundance in whole-cell lysates (Fig. 3d and Supplementary Table 2). Psd1, which was overexpressed to induce mitochondrial damage, was also detected, although its enrichment did not reach the significance threshold. This analysis suggests that Mge1, but not other mitochondrial precursors, specifically interacts with Pdr3.

Finally, we used the galactose-inducible *PSD1^OE^* system to monitor Mge1 precursor during recovery from stress. Upon glucose addition, which terminated *PSD1* overexpression (Extended Data Fig. 5g), we observed a gradual decrease in both Mge1 precursor and *CIS1* mRNA levels within 6 hours (Fig. 3e-f). This result indicates that the *PSD1^OE^*-induced accumulation of Mge1 precursor is reversible.

## Mge1's MTS signals mitochondrial stress

Next, we asked which region of Mge1 is responsible for activating Pdr3. The Mge1 precursor includes both the presequence peptide, which mediates mitochondrial import, and the mature protein which functions as an Hsp70 co-chaperone^32^. We first tested the ability of Mge1 mutants to activate the mitoCPR via overexpression. To determine whether the region corresponding to the mature Mge1 is responsible for Pdr3 activation, we overexpressed a ΔMTS-Mge1 truncated mutant. Unlike overexpression of full-length Mge1, which was sufficient to induce the mitoCPR, ΔMTS-Mge1 overexpression did not trigger this response (Fig. 4a and Extended Data Fig. 6a).

Consistent with the lack of nuclear accumulation observed for endogenously expressed ΔMTS-Mge1 (Fig. 2c), the overexpressed mutant displayed a diffuse cytoplasmic pattern rather than distinct nuclear localization (Extended Data Fig. 6b). To verify that ΔMTS-Mge1's inability to induce the mitoCPR did not stem from insufficient nuclear accumulation, we fused this mutant to a nuclear localization signal (NLS-ΔMTS-Mge1). The NLS restored nuclear localization but not *CIS1* induction, suggesting that Mge1's co-chaperone activity is not sufficient for mitoCPR signaling (Fig. 4a and Extended Data Fig. 6a-b). Interestingly, overexpression of the MTS of Mge1 alone (residues 1-44) fused to mCherry, but not that of Mss116 (residues 1-53), induced *CIS1* expression (Fig. 4a and Extended Data Fig. 6a).

To fully characterize the response triggered by the Mge1 presequence, we analyzed the transcriptome of cells overexpressing MTS^Mge1^-mCherry. To identify genes specifically affected by this MTS, we compared the transcriptomes of cells overexpressing MTS^Mge1^-mCherry and the control MTS^Mss116^-mCherry. 

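RNA was sequenced from 5 groups of cells, with 3 replicates in each. Wild-type and *pdr3*Δ cells overexpressed either MTS Mge1-mCherry (residues 1 to 44 of Mge1) or Psd1 (*PSD1 OE*), and wild-type cells overexpressed MTS Mss116-mCherry (residues 1 to 53 of Mss116). Each construct was under a galactose-inducible promoter and was induced with 1% galactose for 4 hours. The paper's methods describe synthetic drop-out medium with raffinose for such inductions, whereas the sample labels name YPR medium. Stranded mRNA libraries were sequenced as paired reads of 59 bp. The authors aligned the reads to the R64-1-1 yeast genome with the DRAGEN RNA app and counted them on genes with featureCounts. They deposited these gene-level counts without normalization. The table holds 7127 genes, of which 6047 have an identifier in the RefSeq annotation of the R64 assembly. Between 9128344 and 15953662 reads per library were counted on genes. The median total was 12440413 for MTS Mge1-mCherry, 12045139 for MTS Mge1-mCherry in *pdr3*Δ cells, 10525012 for *PSD1 OE*, 12181171 for *PSD1 OE* in *pdr3*Δ cells and 12625886 for MTS Mss116-mCherry. The 10 genes with the most reads held between 9.08% and 10.4% of the counts of a library. Libraries of the same group differed by more than counting error, with a chi-square per degree of freedom between 8.77 and 127 over the 15 pairs of replicates.
Each pair of groups was compared with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts, with Benjamini-Hochberg adjustment over the genes tested. Genes were called upregulated or downregulated with the thresholds of Fig. 4b, a log2 fold change of at least 1 in size and an adjusted p-value of 0.05 or less. Levels are given as CPM, the counts scaled to the TMM-normalized library sizes. The replicates are numbered from 1 to 3 in every group. After each group's mean was subtracted, libraries with the same number were on average more alike than libraries with different numbers. The mean Pearson's r across genes was 0.328 for the former and -0.164 for the latter, 2 values that the subtraction ties to each other. Single pairs overlapped, from -0.104 to 0.689 for the same number and from -0.686 to 0.315 for different numbers. The same-number mean was lowest for replicate 1, at 0.123. Genes are not independent replicates. Each comparison was also fitted with the replicate number as a block.
The targeted genes matched the labels in every library. *PDR3* (YBL005W) had 0 to 1 counts in each *pdr3*Δ library. It had 2679, 3939 and 4469 counts in wild-type cells overexpressing MTS Mge1-mCherry, and 2190, 2322 and 3524 in wild-type *PSD1 OE* cells. Set against a floor of 3 counts, *PDR3* was at least 980.2-fold higher in wild-type than in *pdr3*Δ cells under MTS Mge1-mCherry, and at least 833-fold higher under *PSD1 OE*. The floor covers counting error only. *MGE1* (YOR232W) stood at 7516 ± 429 CPM (SD, n = 3) in wild-type cells overexpressing MTS Mge1-mCherry, because the construct holds part of this gene, and at 276 ± 26.7 CPM (SD, n = 3) under MTS Mss116-mCherry. *MSS116* (YDR194C) stood at 7174 ± 630 CPM (SD, n = 3) under MTS Mss116-mCherry and at 525 ± 47.6 CPM (SD, n = 3) under MTS Mge1-mCherry. *PSD1* (YNL169C) reached 16438 ± 972 CPM (SD, n = 3) in wild-type *PSD1 OE* cells and 16822 ± 1313 CPM (SD, n = 3) in *pdr3*Δ *PSD1 OE* cells. It was between 211 and 230.1 CPM on average in the other groups. *HIS3* (YOR202W) was higher in the *pdr3*Δ cells than in the wild-type cells of the same construct, at 120.4 ± 6.40 CPM against 44.2 ± 1.17 CPM under MTS Mge1-mCherry and at 92.3 ± 4.75 CPM against 30.9 ± 0.228 CPM under *PSD1 OE* (SD, n = 3). *URA3* (YEL021W) averaged 7840 CPM in wild-type and 9423 CPM in *pdr3*Δ cells under *PSD1 OE*. Its averages were 14493 and 15559 CPM under MTS Mge1-mCherry, and 18299 CPM under MTS Mss116-mCherry.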

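Overexpression of MTS Mge1-mCherry was compared with the MTS Mss116-mCherry control over 6184 genes, of which 30 were called upregulated and 2 downregulated. Of the 30 genes, 28 are listed in Fig. 4b: *YGR035C*, *CIS1*, *PDR5*, *PDR15*, *GRE2*, *YMR102C*, *YHR140W*, *ARI1*, *ICT1*, *RSB1*, *YOR1*, *PDR3*, *ATG40*, *SCS7*, *MIG2*, *PDR16*, *IMA5*, *YCR061W*, *IML2*, *YKL071W*, *VHR1*, *SNQ2*, *PGA3*, *ARE2*, *LAC1*, *YPL088W*, *YHI9* and *IMA2*. The other 2 were *MGE1*, part of which is in the construct (log2 fold change 4.78), and YOL150C (log2 fold change 5.43), which is absent from the RefSeq annotation. By its legend, Fig. 4b leaves out *MGE1* and dubious ORFs. YOL150C had only 10 to 24 counts under MTS Mge1-mCherry and 0 to 1 under MTS Mss116-mCherry. Its call was lost with the replicate block (adjusted p = 0.0596 from edgeR). The downregulated genes were *MSS116*, whose sequence is in the control construct (log2 fold change -3.76), and YOR050C (log2 fold change -1.20), which is also absent from RefSeq and had at most 212 counts in any library. The other 7 genes of Fig. 4b were also more than 2-fold higher but had adjusted p-values above 0.05: *BDH2* (log2 fold change 2.12), *SNZ1* (1.90), *RTS3* (1.57), *PUG1* (1.55), *ICY1* (1.33), *VID24* (1.10) and *GPP2* (1.10). Over all 35 genes of Fig. 4b, the log2 fold change ran from 1.04 for *IMA2* to 7.22 for *YGR035C*. When the p-values were adjusted over these 35 genes alone, all 35 were at 0.05 or less, but the genes had been selected by the paper on the same data. Under the replicate block, 34 genes were upregulated and 31 of the genes of Fig. 4b were among them, where same-numbered libraries of the 2 groups had a mean r of 0.302. The pair of replicate 1 went against this, with an r of -0.104. Replicate 1 of MTS Mge1-mCherry had an r of 0.315 with replicate 2 of MTS Mss116-mCherry. Of the alternatives tried, a test against a 2-fold change moved the count most, to 15 upregulated genes.
*CIS1* (YLR346C), on chromosome XII from 822287 to 822592 in R64, rose from 1.19 ± 0.433 CPM (SD, n = 3) under MTS Mss116-mCherry to 138 ± 11.4 CPM (SD, n = 3) under MTS Mge1-mCherry. Its log2 fold change was 6.87 (standard error 0.223, adjusted p = 1.90e-05 from edgeR). *PDR5* (YOR153W), on chromosome XV from 619840 to 624375, rose from 182 ± 12.3 CPM (SD, n = 3) to 4809 ± 319 CPM (SD, n = 3), with a log2 fold change of 4.74 (standard error 0.128, adjusted p = 1.23e-05 from edgeR). YGR035C, on chromosome VII from 557072 to 557422, had the largest change in Fig. 4b, with a standard error of 0.199 and an adjusted p of 1.23e-05 from edgeR. *PDR3*, on chromosome II from 217470 to 220400, rose from 72.0 ± 5.20 CPM (SD, n = 3) to 295 ± 12.5 CPM (SD, n = 3), with a log2 fold change of 2.05 (adjusted p = 9.70e-05 from edgeR). *PDR1*, the paralog of *PDR3*, had a log2 fold change of 0.32 (adjusted p = 0.287 from edgeR). *GAL1*, which galactose induces in both groups, had a log2 fold change of 0.09 (adjusted p = 0.935 from edgeR). The changes of *GAL2*, *GAL7* and *GAL10* were 0.18, 0.23 and 0.23 (adjusted p = 0.912, 0.869 and 0.826 from edgeR).

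**Figure D1:**
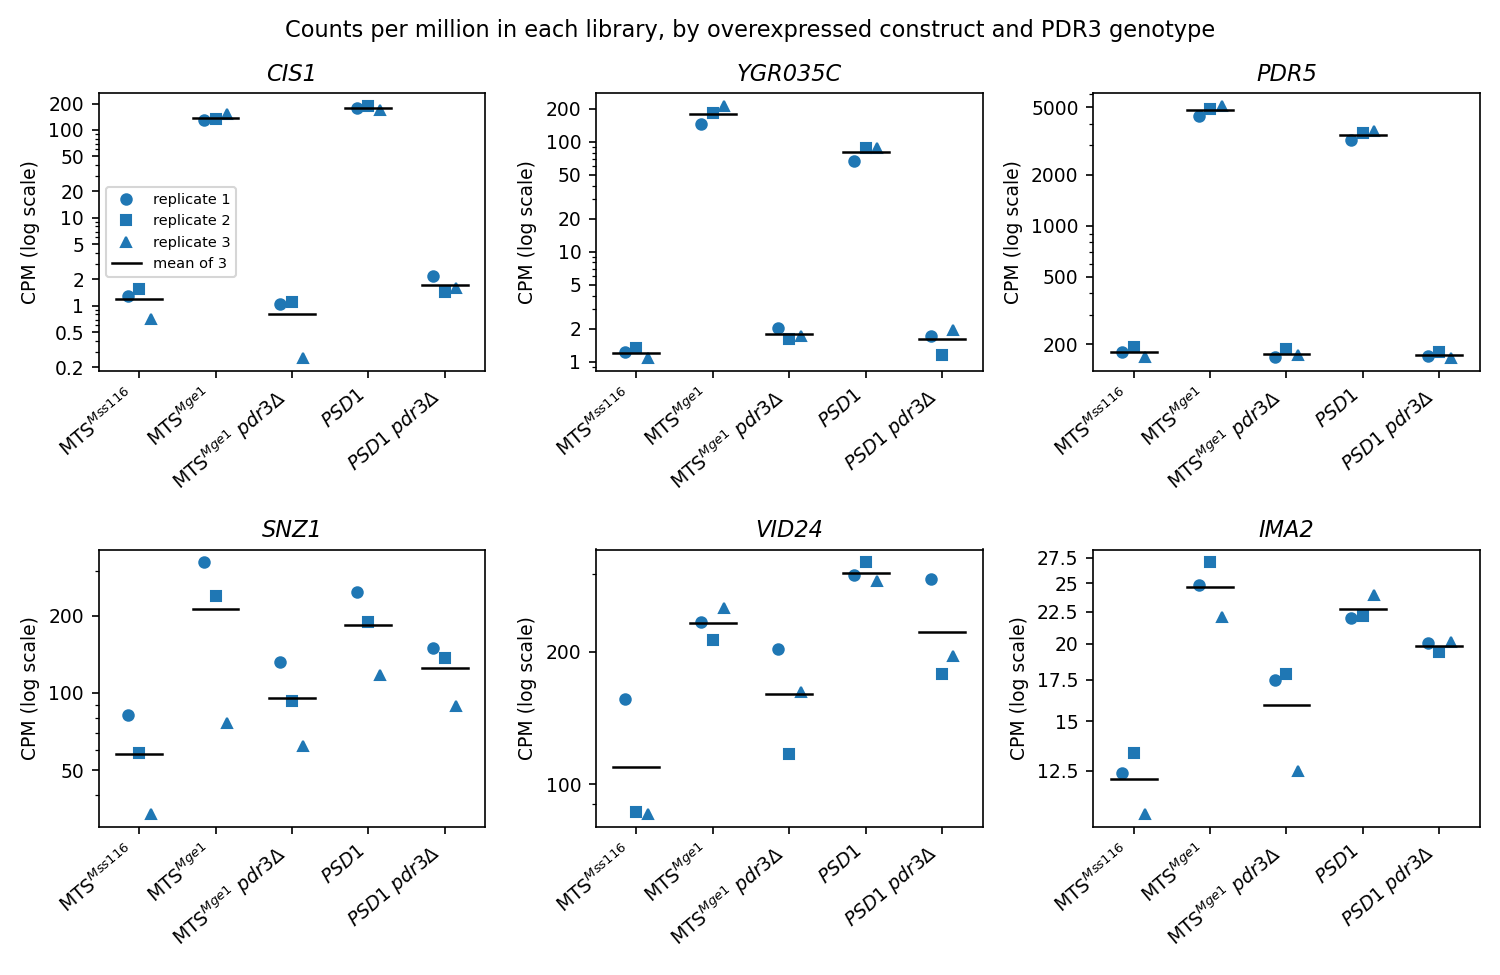
CPM (log scale) of 6 genes in each library of the 5 groups, with a marker for each replicate number and a line at the mean of 3. In the MTS Mss116-mCherry and *pdr3*Δ groups, *CIS1* and *YGR035C* average at most 1.78 CPM and *PDR5* at most 182 CPM, and all 3 are higher in both other groups, whereas the replicates of *SNZ1* spread from 76.3 to 324 CPM within wild-type cells overexpressing MTS Mge1-mCherry.

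The dependence on *PDR3* was read from wild-type against *pdr3*Δ cells, both overexpressing MTS Mge1-mCherry, over 6184 genes. In this comparison 33 genes were upregulated in wild-type cells and 2 downregulated. All 35 genes of Fig. 4b were higher in wild-type cells. The increase had an adjusted p-value of 0.05 or less for 31 of them, was at least 2-fold for 30, and met both thresholds for 29. Adjusted over the 35 genes alone, 34 were significant. The paper had selected these genes for high levels in the same wild-type libraries overexpressing MTS Mge1-mCherry, which favours an increase in this comparison too. The 4 without a significant change were *SNZ1* (log2 fold change 1.16, adjusted p = 0.862 from edgeR), *IMA2* (0.63, adjusted p = 0.475), *VID24* (0.54, adjusted p = 0.833) and *GPP2* (0.53, adjusted p = 0.245). For *IMA2*, 53.4% of the stretches as long as a read also occur elsewhere in the genome, so reads from other genes can be among its counts. With the replicate block all 35 genes were significantly higher and 30 upregulated, where the mean r of same-numbered libraries was 0.367. The 4 genes upregulated outside Fig. 4b were *YAT1* (log2 fold change 1.30), *PCK1* (1.13), YGR161W-C (1.10) and *SFT2*. The downregulated genes were *HIS3* (-1.44) and YOR050C (-1.37). *CIS1* fell to 0.805 ± 0.477 CPM (SD, n = 3) in *pdr3*Δ cells, a log2 fold change of 7.43 between the genotypes (standard error 0.279, adjusted p = 1.70e-05 from edgeR). *PDR5* was at 177 ± 9.63 CPM (SD, n = 3) in *pdr3*Δ cells, a log2 fold change of 4.77 (standard error 0.128, adjusted p = 3.64e-06 from edgeR).
In *pdr3*Δ cells overexpressing MTS Mge1-mCherry, none of the 35 genes was upregulated relative to wild-type cells overexpressing MTS Mss116-mCherry, a comparison in which construct and genotype both differ. Before adjustment, 2 of them had a p-value under 0.05 (*PDR3* itself and *RSB1*), of which 1 was higher. Without *PDR3*, the log2 fold changes of the remaining 34 genes ran from -0.56 for *CIS1* to 0.74 for *SNZ1*, with a median of 0.09. *SNZ1*, *VID24* and *GPP2* were significantly higher in *pdr3*Δ cells under the replicate block, though less than 2-fold, where the mean r of same-numbered libraries was 0.478.

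**Figure D2:**
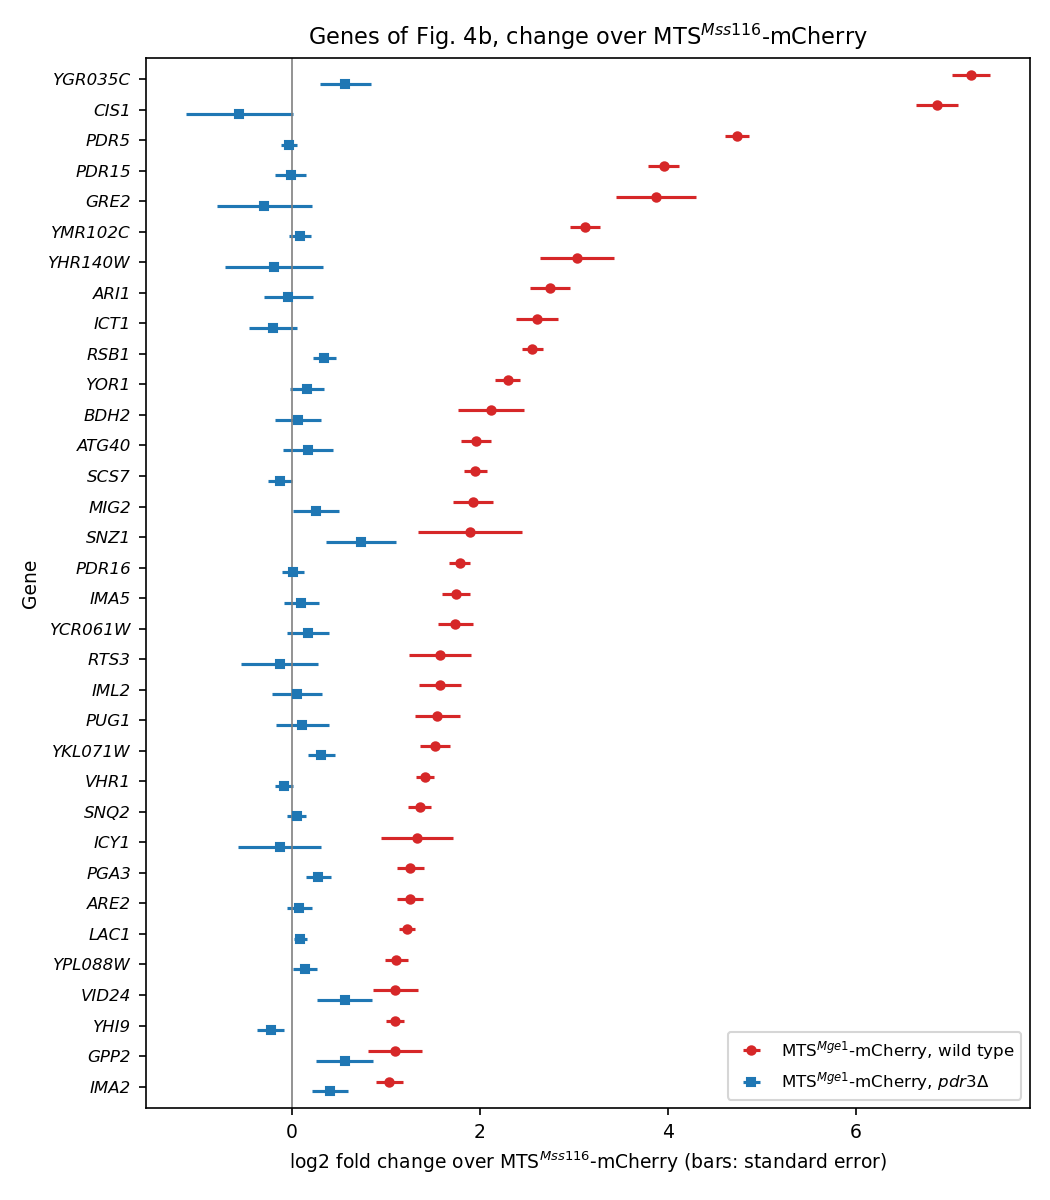
Log2 fold change over MTS Mss116-mCherry of 34 genes of Fig. 4b (all but *PDR3*) in wild-type (circles) and *pdr3*Δ cells (squares) overexpressing MTS Mge1-mCherry, with bars for the standard error. The changes in wild-type cells run from 1.04 to 7.22, and those in *pdr3*Δ cells from -0.56 to 0.74.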

A total of 35 genes were differentially upregulated by at least twofold in response to MTS^Mge1^-mCherry overexpression, all in a Pdr3-dependent manner, suggesting that Pdr3 is the primary transcriptional activator affected by this presequence (Fig. 4b and Supplementary Table 3-4). A comparison of the Pdr3-dependent transcriptional responses triggered by overexpression of MTS^Mge1^-mCherry and Psd1 showed a strong correlation across both conditions (Extended Data Fig. 6c and Supplementary Tables 4-5). Thus, MTS^Mge1^-mCherry is sufficient to induce the full repertoire of mitoCPR target genes.

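Wild-type and *pdr3*Δ cells overexpressing Psd1 were compared over 6150 genes, of which 21 were upregulated in wild-type cells and 1, *HIS3*, was downregulated (log2 fold change -1.57). Of the 21 genes, 20 are in Fig. 4b. The other was *YGP1* (log2 fold change 1.14, adjusted p = 0.0220 from edgeR), which had a log2 fold change of 1.54 under MTS Mge1-mCherry (adjusted p = 0.453 from edgeR). All 35 genes of Fig. 4b were higher in wild-type cells, 26 of them with an adjusted p-value of 0.05 or less. With the replicate block, 33 genes were upregulated and 34 of the genes of Fig. 4b were significantly higher, where the mean r of same-numbered libraries was 0.307. *CIS1* was at 177 ± 10.0 CPM (SD, n = 3) in wild-type cells and 1.74 ± 0.380 CPM (SD, n = 3) in *pdr3*Δ cells, a log2 fold change of 6.68 (standard error 0.129, adjusted p = 3.65e-08 from edgeR). *PDR5* was at 3454 ± 231 CPM (SD, n = 3) and 172 ± 7.31 CPM (SD, n = 3), a log2 fold change of 4.33 (standard error 0.0917, adjusted p = 4.02e-08 from edgeR).
The 2 sets of Pdr3-dependent changes were set against each other over the 56 genes that were significant in at least one of them, with *PDR3* removed. Across these genes, Pearson's r was 0.967 and Spearman's rho 0.929. No p-value is given, since genes are not independent replicates. The change had the same sign under both constructs for 54 of the 56 genes, and the slope of the *PSD1 OE* changes on the MTS Mge1-mCherry changes was 0.81. The correlation also rests on a few large changes. Without the 10 genes that changed most under MTS Mge1-mCherry, r was 0.896. Among the alternatives that change one choice, taking all 6122 genes tested in both moved r most, to 0.658. Under the replicate block, 783 genes were significant in at least one comparison and r was 0.887, and over the 598 of them significant in one comparison alone it was 0.605.
Whether the change of a gene differs between the constructs was tested with the interaction of construct and *PDR3* genotype over 6238 genes. A single gene, *SFT2* (YBL102W, chromosome II from 24098 to 24745), had an adjusted p-value of 0.05 or less, and 181 genes had an unadjusted p-value under 0.05. Its Pdr3-dependent log2 fold change was 1.07 under MTS Mge1-mCherry and 0.47 under *PSD1 OE*, a difference of 0.60 (standard error 0.0784, adjusted p = 0.0453 from edgeR). This call was lost with total library size as the only scaling. It was also lost when any single library was left out, except replicate 2 of MTS Mge1-mCherry in *pdr3*Δ cells. Without that library, 4 genes passed. With the main settings, the next smallest adjusted p-values were those of *SCS7* (difference 0.78, adjusted p = 0.220 from edgeR), YIR042C (difference -0.72), *IMA5* (difference 0.95) and *YHI9* (difference 0.85). With the replicate block, 8 genes differed, each with the larger change under MTS Mge1-mCherry. With DESeq2, 12 differed, of which 10 had the larger and 2 the smaller change under MTS Mge1-mCherry.

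**Figure D3:**
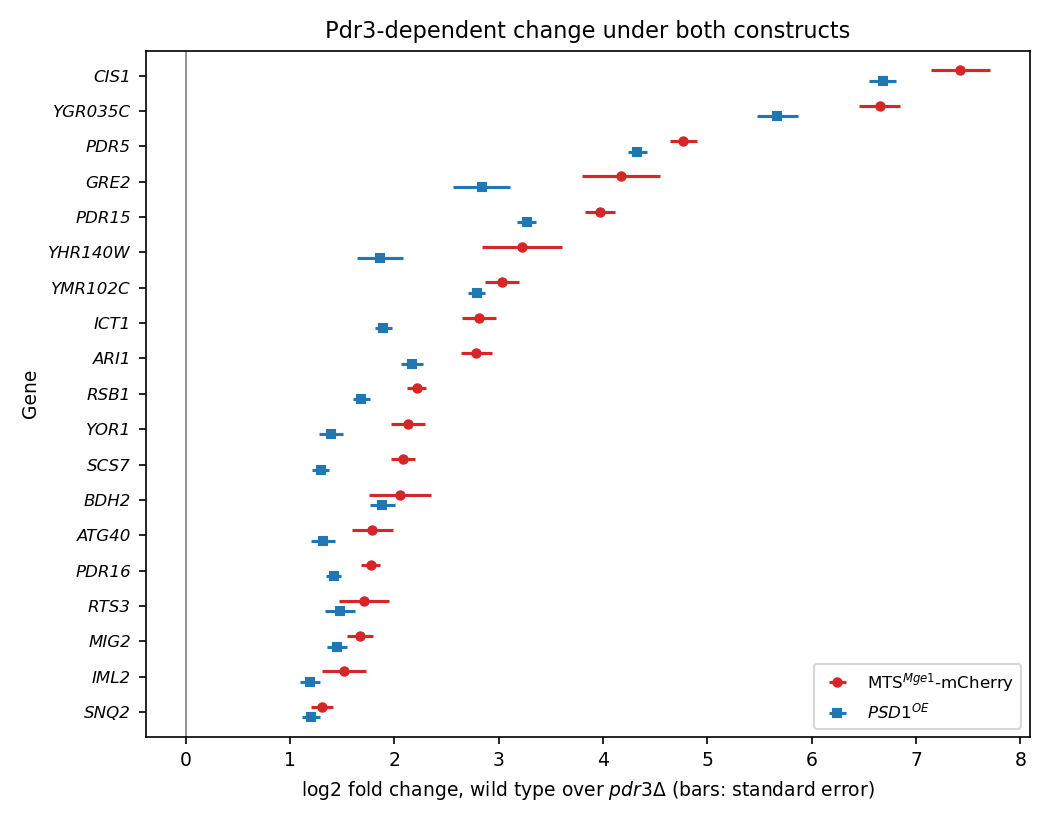
Log2 fold change of wild-type over *pdr3*Δ cells under MTS Mge1-mCherry (circles) and *PSD1 OE* (squares) for the 19 genes of Fig. 4b other than *PDR3* that were upregulated in wild-type *PSD1 OE* cells, with bars for the standard error. The change is larger under MTS Mge1-mCherry for all 19 genes. In the main fit none of them passed the test of the difference between the constructs, whereas *ICT1*, *SCS7*, *YOR1*, *PDR15* and *GRE2* did with the replicate block. Within the cells with *PDR3*, 16 of the 19 were lower under *PSD1 OE*, and *CIS1*, *RTS3* and *SNQ2* were higher.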

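With *PDR3* left out, 32 genes were upregulated in a Pdr3-dependent manner under MTS Mge1-mCherry and 20 under *PSD1 OE*, and 19 of these genes were shared. *YGP1* was the gene called only under *PSD1 OE*. The 13 genes called only under MTS Mge1-mCherry were *YAT1*, *PCK1*, YGR161W-C, *SFT2*, *ICY1*, *ARE2*, *IMA5*, *YKL071W*, *LAC1*, *PUG1*, *YHI9*, *VHR1* and *YCR061W*. All 13 were also higher in wild-type than in *pdr3*Δ cells under *PSD1 OE*, 7 of them with an adjusted p-value of 0.05 or less. Of these 13, *SFT2* alone passed the test of the difference between the constructs, joined by *YHI9* under the replicate block. Over the 20 genes upregulated under *PSD1 OE*, the median log2 fold change was 2.17 under MTS Mge1-mCherry and 1.77 under *PSD1 OE*. Under the replicate block, 49 genes were upregulated under MTS Mge1-mCherry and 32 under *PSD1 OE*, with 26 shared. *YGP1* was then among the shared genes. The 6 genes called only under *PSD1 OE* in that fit were *FMP16*, *CTT1*, *YJR154W*, *AAD10*, *PAU13* and *ULI1*. The paper reasons from the genes upregulated by MTS Mge1-mCherry and their dependence on *PDR3*, and proposes that Pdr3 is the main activator on which this presequence acts. From the correlation of the Pdr3-dependent responses to MTS Mge1-mCherry and Psd1, it concludes that MTS Mge1-mCherry is enough to induce all targets of the mitoCPR.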

To further investigate whether Mge1's MTS is indispensable for mitoCPR activation, we eliminated this peptide from the yeast genome. As Mge1's activity in the mitochondria is essential^32^, the import of this protein is required for cell viability. To preserve Mge1's mitochondrial targeting, we replaced its MTS with either the MTS of: 1. *Neurospora crassa* ATP-synthase subunit 9 (Su9), or 2. Ilv2, a mitochondrial protein reported to localize to the nucleus when not imported^18^. These chimera strains exhibited growth kinetics comparable to wild-type yeast (Extended Data Fig. 6d). Upon *PSD1^OE^*, the MTS^Ilv2^-Mge1 precursor accumulated, whereas the MTS^Su9^-Mge1 precursor did not, presumably due to the strong import efficiency of the Su9 MTS, rapid degradation, or both (Extended Data Fig. 6e)^37^. Thus, the *MTS^Su9^-MGE1* allele is not suitable for testing whether the Mge1 precursor requires its native MTS to bind and activate Pdr3.

To investigate whether MTS^Ilv2^-Mge1 can induce the mitoCPR, we first demonstrated that its precursor was detectable in isolated nuclei, suggesting that the MTS of Ilv2 can direct Mge1 to the nucleus (Fig. 4c). Notably, despite its nuclear localization, MTS^Ilv2^-Mge1 precursor did not interact with Pdr3 and failed to induce *CIS1* expression in response to *PSD1^OE^* (Fig. 4d-e and Extended Data Fig. 6f-g). As expected, *CIS1* upregulation was also blocked in *MTS^Su9^-MGE1* cells (Fig. 4f and Extended Data Fig. 6h). These data demonstrate that both *MTS^Ilv2^-MGE1* and *MTS^Su9^-MGE1* can be used as separation-of-function alleles that preserve cell viability but not Mge1-mediated activation of the mitoCPR. Reintroduction of a wild-type *MGE1* copy into the separation-of-function strains rescued the response to impaired protein import, demonstrating that Pdr3 function remained intact in these backgrounds (Fig. 4e-f and Extended Data Fig. 6g-h). In contrast, addbacks of *MGE1-NES* or plasma membrane-anchored *MGE1* failed to trigger the mitoCPR under stress conditions (Fig. 4e and Extended Data Fig. 6g and 6i).

Finally, we validated the role of Mge1's MTS in stress signaling by employing the *MTS^Ilv2^-MGE1* allele across multiple yeast models of impaired mitochondrial protein import. In addition to *rho-* cells, we used a deletion of *TAM41*, which encodes a CDP-diacylglycerol synthase required for cardiolipin biosynthesis and proper function of the *TIM23* translocase^38–40^. Reduced membrane potential and protein import rate are features of *tam41*Δ cells particularly at elevated temperatures^39,41^. We also included a model with inducible expression of the pathogenic *AAC2/ANT1* allele *aac2*^A128P, A137D^, a mutant of a mitochondrial carrier protein that arrests in TOM and inhibits protein import^23^. We detected the precursor form of Mge1 in all three models (Extended Data Fig. 6j). The mitoCPR has been previously found to be constitutively active in *rho^-^* and *tam41*Δ cells^21,36^. Indeed, *CIS1* mRNA levels were elevated in these models compared to wild-type cells as well as upon expression of *aac2*^A128P, A137D^ (Fig. 4g-i). However, mitoCPR activation was abolished in the *MTS^Ilv2^-MGE1* background in these three models, despite the presence of the MTS^Ilv2^-Mge1 precursor (Fig. 4g-i and Extended Data Fig. 6j). Altogether, these data indicate that the MTS^Mge1^ peptide is essential for mitochondria-to-nucleus signaling in response to both acute and chronic mitochondrial protein import defects.

## Defining essential features of MTS^Mge1^

A conservation analysis revealed that, unlike the well-conserved mature protein, the presequence of Mge1 is poorly conserved even within *Saccharomyces* species (Fig. 5a and Extended Data Fig. 7a). Yet, a sliding-window analysis (five–amino acid window) identified higher homology across the first 25 residues of the MTS, suggesting a key functional role for this region (Fig. 5a and Extended Data Fig. 7a). Indeed, overexpression of Mge1's 20 N-terminal residues (*MTS^Mge1(1-20)^-mCherry*) induced *CIS1* expression to a similar extent as the full-length MTS (Fig. 5b and Extended Data Fig. 7b). While this 20-mer peptide was sufficient to induce the mitoCPR, it did not impair mitochondrial protein import (Extended Data Fig. 7c). This enabled us to assess the consequences of mitoCPR activation in the context of functional protein import. Overexpression of MTS^Mge1(1-20)^-mCherry reduced cellular fitness, a phenotype rescued by *PDR3* deletion (Extended Data Fig. 7d-e). These findings suggest that inappropriate activation of the mitoCPR can negatively affect cellular fitness.

To test whether Mge1's presequence alone can restore mitoCPR signaling, we reintroduced *MTS^Mge1^-mCherry* expressed from the native *MGE1* promoter into a separation-of-function strain. Expression of MTS^Mge1^-mCherry fully rescued *PSD1*-induced *CIS1* upregulation (Fig. 5c and Extended Data Fig. 7f). Moreover, expression of only the first 20 amino acids (*MTS^Mge1(1-20)^-mCherry*) partially restored *CIS1* induction, confirming that this peptide contributes to mitoCPR activation (Fig. 5c and Extended Data Fig. 7f). Together, our data indicate that the Mge1 presequence is both necessary and sufficient for triggering the mitoCPR.

AlphaFold3 structural modeling suggested that the Mge1 N-terminus potentially interacts with Pdr3^42^. The N-terminal 17 residues of Mge1 were predicted to form a short helix that binds a negatively charged pocket within Pdr3's regulatory middle homology region (MHR)(Fig. 5d and Extended Data Fig. 7g)^42,43^. In contrast, models of previously reported nuclear-localized mitochondrial precursors had low confidence ipTM values (<0.6) (Extended Data Table 1)^18^. Arginine residues at positions 2 and 10 of MTS^Mge1^ were predicted to form ionic interactions with Pdr3, while phenylalanine 4 aligned with a cavity in Pdr3's pocket, which could potentially contribute to binding specificity (Fig. 5d). Complementary sequence analysis of all yeast mitochondrial presequences (residues 1–20) revealed that arginines commonly occupy positions 3 and 4, but are rarely found at position 2 (Extended Data Fig. 7h). This observation, which is consistent with previous studies^6,7^, suggests that R2 may be a unique feature of MTS^Mge1^. A similar enrichment was observed among the mitochondrial precursors previously detected in the nucleus, with R2, R10 and F4 uniquely present in Mge1's presequence (Extended Data Fig. 7i)^7,18^. Given that presequences often form amphipathic α-helices^6^, the positioning of arginine within the helix may be critical for aligning with the proper negatively charged regions on Pdr3.

To test the functional relevance of residues R2, R10, and F4, we introduced point mutations into full-length *MGE1* and expressed the resulting mutants from the native *MGE1* promoter. Upon *PSD1^OE^*, the precursor forms of Mge1^R2Q^, Mge1^R10Q^, and Mge1^F4A^ accumulated and localized to nuclei (Fig. 5e and Extended Data Fig. 7j-k). However, unlike wild-type Mge1, none of these mutants restored mitoCPR activation in the *MTS^Su9^-MGE1* separation-of-function background (Fig. 5f and Extended Data Fig. 7k). Since a reduced abundance of Mge1^F4A^ was observed in total cell lysates, presumably due to instability, the possibility that its protein level was insufficient to activate the mitoCPR cannot be excluded (Extended Data Fig. 7j). Together, these results suggest that the Mge1 presequence contains a distinctive combination of features that are required for mitoCPR signaling.

## Discussion

Our work reveal a dual function for the mitochondrial Hsp70 co-chaperone, Mge1: inside mitochondria, mature Mge1 mediates protein import and folding^1,32^, whereas inefficient import allows its precursor to enter the nucleus and transmit a stress signal. This signaling role depends on Mge1's MTS, which activates Pdr3 (Fig. 5g). Since many mitochondrial defects impair protein import, we propose a novel function for this targeting sequence as mitochondrial health indicator^2–4,9^.

Previous studies identified the ribosome-associated co-chaperone Zuo1 as an activator of Pdr1, but not Pdr3^44^. A short hydrophobic peptide at Zuo1's C-terminus is sufficient for Pdr1 activation^44^, suggesting that changes in ribosome state could lead to release and nuclear translocation of Zuo1. Thus, both Pdr1 and Pdr3 are regulated by small peptides within specific co-chaperones that translocate to the nucleus under distinct stresses: Mge1 reflects mitochondrial damage, while Zuo1 presumably acts as a protein translation sensor^44^. Although Pdr1 and Pdr3 have overlapping target genes^28,45^, it is unclear whether their resulting transcriptional profiles are identical upon activation by Zuo1 or Mge1.

Pdr1 is central to multidrug resistance, and both Pdr1 and Pdr3 regulate ABC transporter expression^28,45^. Direct binding of xenobiotics to Pdr1/Pdr3's xenobiotic-binding domains (XBDs) was suggested to induce transcription^46^. It is plausible that while xenobiotics activate Pdr1/Pdr3 via an extrinsic pathway, Zuo1 and Mge1 act through intrinsic pathways, which respond to intracellular damage. Our *in-silico* analysis predicts that Pdr3's MHR domain mediates interaction with Mge1. Future studies could provide experimental validation for this region and the XBD in Mge1 binding.

Our findings suggest that Mge1's nuclear localization depends on its presequence. However, a canonical NLS could not be identified within the presequence or other regions of Mge1^33^. As presequences are typically rich in positively charged residues, MTS^Mge1^ might contain a cryptic NLS that can be exposed upon helix formation or through interaction with factors such as Kap123. Yet, the mechanism that prevents such exposure and prevents the nuclear import of Mge1 under non-stress condition remains unclear.

General accumulation of unimported mitochondrial precursors in the cytosol signals mitochondrial dysfunction and contributes to retrograde signaling^4,9,15,19,47^. Specific stress sensors such as ATFS-1, DELE1, and PINK1 directly induce stress responses when protein import is impaired^4,12,14,48–51^. While this is the first report linking Mge1 to nuclear stress signaling, the mitochondrial activity of Mge1 and its human orthologs (GrpELs) is known to be stress-responsive. The co-chaperone activity of Mge1/GrpEL is regulated by oxidation, enabling a dynamic control of protein import under conditions of elevated reactive oxygen species (ROS)^52,53^. Since ROS mediate inter-organellar communication and cytosolic quality control of mitochondrial precursors, they may also modulate unimported Mge1 and GrpELs during stress^19,54,55^.

It remains unclear why Mge1 is the only mitochondrial precursor that activates the mitoCPR. Such activation requires a combination of features, including stability outside mitochondrial, nuclear import, and ability to interact with Pdr3, that together may be unique to Mge1. Mge1 import may be also particularly responsive to mitochondrial dysfunction. A similar mechanism was shown for ATFS-1, whose “weak” MTS confers high sensitivity to import defects^50,51^.

Interestingly, arginine at position 2, found in MTS^Mge1^, is thought to decrease protein import efficiency^6^. However, several computational tools predict this MTS to be relatively strong^37,56^. Thus, careful experimental comparison is needed to define the strength of MTS^Mge1^. If revealed to be “strong”, one interpretation is that the mitoCPR is reserved for severe mitochondrial import disruptions. Alternatively, Mge1 nuclear import may be regulated by additional factors that can override its otherwise “strong” mitochondrial targeting.

Unlike the high conservation of Mge1 from bacteria to vertebrates^32,57^, Pdr3 has no identifiable sequence homolog in mammals. Whether functional homologs of Pdr3 exist in mammalian cells and how they respond to mitochondrial stress remain unclear. If such homologs exist, their lack of sequence homology to Pdr3 predicts that they would bind to unique peptides different from MTS^Mge1^. This is consistent with the fact that like other mitochondrial presequences, MTS^Mge1^ is poorly conserved between orthologs^58^. Regardless of whether an equivalent Pdr3/Mge1-dependent pathway exists in mammals, the function of unimported MTSs in stress signaling may be conserved. Genetic variants were identified within human mitochondrial presequences, which until now, could only be considered to alter import efficiency^59^. Our work raises the possibility that some variants could also affect cells’ ability to respond to mitochondrial dysfunction. Revealing how human MTSs regulate transcriptional programs will be the scope of future studies.

## Methods

### Yeast strains and growth conditions

All strains are derivatives of W303 (HW505) and are listed in Supplementary Table 6. Cells were grown overnight in YPD (1% yeast extract, 2% bactopeptone, 2% glucose) at 30°C to saturation, then diluted in fresh YPD (OD_600_ = 0.1) and grown until they reached logarithmic phase. To induce the *GAL1-10* promoter, cells were grown overnight at 30°C in synthetic drop-out (SD) medium (0.17% Yeast nitrogen base without amino acids (BD, 291940), 0.2% amino acid mix) containing 2% raffinose. Cells were then diluted to OD=0.2 in the same medium and recovered for 1.5 hours. Galactose was added to the recovered cultures to a final concentration of 1%. Cultures were harvested during logarithmic phase (OD=0.8-1).

Acute mitochondrial protein import stress, induced by *PSD1* overexpression was achieved using 2μ plasmid containing *P_GAL1-10_-PSD1*, while empty vector was used as a non-stress control. The mitochondrial ribosomal subunit *MRPL16* was deleted to obtain *rho-* cells, which were inviable on medium lacking a fermentable carbon source^60^. The *rho-* genotypes were confirmed by measuring the mRNA levels of *COX1*, a mitochondrial DNA encoded gene (Supplementary Fig. 1c)^61^. In addition, the inability of the *rho-* strains to grow on medium lacking a fermentable carbon source following mating with an *MRPL16 rho0* strain was confirmed.

For split-GFP experiments, the nuclear protein Pus1 tagged with mCherry and the N-terminal fragments of GFP (GFP^1-10^) was expressed from a centromeric plasmid under control of the *NOP1* promoter^62^. Mge1 or Mss116, fused to the complementary C-terminal β-strand of GFP (GFP^11^) were expressed from a 2μ plasmid driven by the *GAL1–10* promoter.

Amino acids 1-44 of Mge1 were excluded from the *ΔMTS-MGE1* truncated mutants^63^. The *MTS^Ilv2^-MGE1* and the *MTS^Su9^-MGE1* constructs were generated by fusing either the N-terminal 38 amino acids of Ilv2^7^ or the N-terminal 69 amino acids of *Neurospora crassa* ATP-synthase subunit 9 (Su9) to residues 45-228 of Mge1. *MTS^Su9^* is a commonly used targeting signal of the *Neurospora crassa* ATP-synthase subunit 9^64^. To generate strains carrying these separation-of-function *MGE1* alleles, a diploid strain heterozygous for *MGE1* deletion (*MGE1/mge1*Δ) was first constructed. Tetrad dissection confirmed that the *mge1*Δ haploid cells were not viable (Extended Data Figure 5a). Single-copy integration plasmids carrying *P_MGE1_-MTS^Ilv2^-MGE1* or *P_MGE1_-MTS^Su9^-MGE1* were inserted at the *HIS3* locus of the *MGE1/mge1*Δ diploid. Viable *mge1*Δ haploid spores expressing the respective MTS-fusion constructs were obtained by tetrad dissection. The *MGE1-NES* construct was generated by fusing the nuclear export signal of mammalian protein kinase inhibitor α (PKIA) to the C-terminus of *MGE1*^65^. The *NLS-ΔMTS-MGE1* construct was generated by fusing the nuclear localization signal of SV40 to the N terminus of *ΔMTS-MGE1* (residues 45-228).

Proteasomal degradation was inhibited using 40uM of MG132 (Sigma-Aldrich, 474790). This treatment was done in a strain background deleted of *PDR5* and *ERG6* to increase the drug's potency. Cycloheximide was added to a final concentration of 0.5mg/mL following 1-hour incubation with MG132.

### Yeast strain construction

All yeast genetic manipulations, including gene deletions and tagging were obtained accordingly: a wild-type strain was transformed with PCR-amplified cassettes containing gene-specific homology arms and selectable markers. Transformants were selected on appropriate selective media, and positive colonies were genotyped to confirm correct integration at the intended genomic locus. To generate strains with multiple modified alleles, validated single-mutant strains were crossed, followed by sporulation and tetrad dissection using micromanipulation. Spores were screened via replica plating on selective media to isolate haploid strains with the desired combination of genetic modifications. Gene deletions verifications are presented in Supplementary Figure 1.

### Auxin inducible-degradation assay

The auxin-inducible degron (AID) system was used to degrade the precursor of Mge1. Since the proteasome is absent from mitochondria, this system affects only precursors on their way to the organelles^66,67^. *MGE1* and *UBX2* were C-terminally tagged with Myc-AID at their endogenous loci in yeast strains expressing *OsTIR1* integrated at the *HIS3* locus^68,69^. For auxin-induced degradation of Mge1, cells were first subjected to a one-hour 1mM indole-3-acetic acid (IAA; Sigma-Aldrich, I5148) treatment, followed by *PSD1 overexpression* for 4 hours in the presence of IAA. For Ubx2 degradation, log-phase cultures were treated with 1 mM IAA for 1 hour. Protein depletion was assessed by immunoblotting using anti-Myc antibody.

### Anchor-away assay

The anchor-away system was used to sequester Mge1. This system enables rapamycin-induced heterodimerization of human *FKBP12* with proteins fused to the FRB domain of human *mTOR*^70,71^. Anchor-away experiments were done using yeast strains harboring the *tor1-1* mutation and deleted of *FPR1* in the presence or absence of the plasma membrane anchor Pil1-mCherry-*FKBP*^70^. In addition, *MGE1* was C-terminally tagged with FRB domain of human *mTOR* at the endogenous locus^70^. Galactose was added to induce *PSD1* overexpression simultaneously with either vehicle (DMSO) or 50 nM rapamycin (Sigma-Aldrich, R0395) treatment, and cells were harvested after 4 hours.

### Yeast whole genome screening

The screen was conducted using strains isogenic to BY4741, BY4742 or BY4743. Query strain, carrying the *P_CIS1_-LEU2* reporter (*LEU2* gene under the promoter of the mitoCPR target, *CIS1*) and the hygromycin B resistance cassette at the *CIS1* locus, was mated with the MATa *P_GAL_-ORF-HA* collection. This collection contains 5,100 yeast ORFs that were constructed into a *URA3* 2μ plasmid under the inducible *GAL1-10* promoter^72^. Heterozygous diploids were selected on a synthetic medium (0.17% Yeast nitrogen base without amino acids and Ammonium Sulfate (BD, 233520), 0.1% Glutamic acid, 2% glucose, 0.2% amino acid mix) lacking uracil and supplemented with hygromycin B (100 μg/ml, Roche, 10843555001). Since ammonium sulfate impedes the function of hygromycin B, synthetic medium containing this antibiotic was prepared with monosodium glutamic acid (MSG, Sigma, G1626) as a nitrogen source. A resulting array of heterozygous diploids was then transferred to galactose containing plates to induce overexpression (synthetic complete (SC) medium supplemented with 2% raffinose and 1% galactose). Expression of the *P_CIS1_-LEU2* reporter was assessed by measuring colony growth on galactose medium lacking leucin. The same array was grown on galactose medium in the presence of leucin to control for the effect of *GAL1*-induced overexpression on growth. The plates were scanned using a flatbed scanner (B11B231201, EPSON) at a resolution of 300 dpi.

### Screen data analysis

The “BALONY” automated computer-based scoring system was used to analyze digital images of colonies to generate an estimate of the relative growth rate based on pixel density^73^. To eliminate dead and sick colonies, strains with colony size smaller than 20 pixels on leucin-containing medium were excluded. To account for the variability of the average size from plate to plate, the obtained colony size values from each plate were normalized to a grand average of all the plates from the same treatment group. After normalization, mean Z-scores were calculated for each gene with colony size grown on the medium lacking leucin and the value obtained on leucin-containing medium. Finally, the mean Z score difference between the two-treatment group were calculated. The hit list was determined by sorting the mean Z-score difference from high to low among the strains that have a q-value lower than 0.05^74^.

### Immunoblot analysis

For immunoblot analyses, approximately 1.2 *OD_600_* units of cells were harvested and treated with 5% trichloroacetic acid overnight at 4°C. The TCA was removed by washing with 100% acetone, and the resulting cell pellet was air-dried. The cell pellet was lysed by beads beating in 100 μl of lysis 1xTE (50mM Tris–HCl at pH 7.5, 1 mM EDTA, 2.75 mM DTT). Samples were boiled in 1X SDS sample buffer for 5 min.

Samples were separated by SDS-PAGE containing stain-free dye (TGX Stain-Free FastCast acrylamide kits, BioRad), transferred onto nitrocellulose membranes, and subsequently probed with the following primary antibodies (all at 1:1000 dilution): anti-GFP (Sigma-Aldrich, mouse 11814460001), anti-V5 (Abcam, mouse AB27671), anti-FLAG (Sigma, mouse F1804), anti-mCherry(Abcam, rabbit AB213511), anti-HA (Biolegend, 901513), anti-Pgk1 (Abcam, ab113687). For detection of endogenous Mge1, Mge1 antisera was used (1:200 dilution; gifts from Dr. Nikolaus Pfanner, University of Freiburg). Secondary detection was performed using one of two antibody types: (1) DyLight™ 800 4X PEG-conjugated anti-mouse IgG (H+L) (1:15,000 dilution; NEB 5257) or (2) HRP-conjugated donkey anti-rabbit IgG (1:10,000 dilution; Cytiva NA9341ML). Fluorescent signals and total protein (via stain-free imaging) were detected using the ChemiDoc Imaging System (Bio-Rad). Band intensities were quantified using Image Lab software (Bio-Rad Laboratories) and normalized to total protein staining. All gels and blots are presented in Supplementary Figure 2.

### Mitochondrial isolation and protease protection assay

Cells were grown to logarithmic phase, collected by centrifugation and washed once with water. Wet weight of the pellet was recorded. Cells were then resuspended in DTT buffer (0.1 M Tris pH 9.4, 10 mM DTT) and incubated for 20 min at 30°C. Cell walls were disturbed by incubation in zymolyase buffer (1.2 M sorbitol, 20 mM K_2_HPO_4_ pH 7.4) containing 5 mg of Zymolyase 20T (amsbio, 120491-1) per 1 g cell pellet for 1 hour at 30°C. Dounce homogenization was used to lyse the cells in 0.6 Msorbitol, 10 mM Tris pH 7.4, 1mM EDTA, fatty acid free 0.2% BSA and 1 mM PMSF. Mitochondria were then isolated by differential centrifugation as described previously and resuspended in SEM buffer (0.25 M sucrose, 10 mM MOPS KOH pH 7.2 and 1 mM EDTA)^75^. Proteinase K was added to a final concentration of 25 mg/ml or 50 mg/ml for 5 min at 37°C and the reaction was stopped by the addition of 4 mM PMSF for 15 min on ice.

### *In organello* protein import assay

The coupled Transcription/Translation system (T7 Quick for PCR DNA, Promega) was used to express Mdh1, Zim17, Mge1, and Mge1-FLAG from a PCR template using primers listed in Supplementary Table 6. A *Saccharomyces cerevisiae* codon optimized templet was used for the amplification of *MGE1*. Precursor proteins were synthesized in reticulocyte lysate in the presence of 35S-L-methionine and 35S-L-cysteine (EasyTag EXPRESS^35^S Protein Labeling Mix, Revvity). Import into isolated mitochondria was performed in import buffer (3% (w/v) BSA, 250 mM sucrose, 80 mM KCl, 5 mM methionine, 5 mM MgCl2, 2 mM K_2_HPO_4_, 10 mM MOPS-KOH, pH 7.2, 4 mM NADH, 2 mM ATP, 5 mM creatine phosphate, 0.1 mg/ml creatine kinase) at 25 °C. The import reaction was stopped on ice or by addition of AVO (8 μM antimycin A, 20 μM oligomycin, 1 μM valinomycin). To dissipate Δψ, AVO was added to the mitochondria prior to the incubation with the proteins. Samples were treated with 25 μg/ml proteinase K for 15 min on ice, following by treatment with 2 mM PMSF for 5 min on ice. Mitochondrial were washed twice with SEM buffer and analyzed by electrophoresis on SDS-polyacrylamide gel electrophoresis. Dried gels were exposed to a storage phosphor screen (Cytiva, 28956475), which was then scanned using a Typhoon Trio scanner (Amersham).

### Membrane potential measurement

Mitochondria were resuspended in ice-cold import Buffer (3% (w/v) BSA, 250 mM sucrose, 80 mM KCl, 5 mM methionine, 5 mM MgCl2, 2 mM K_2_HPO_4_, 10 mM MOPS-KOH, pH 7.2) to a final protein concentration of 0.25 mg/mL. For membrane potential measurement, 100 uL of import buffer containing 1 μM of DiSC3(5) was added to a black-wall clear-bottom 96 well plate (Cellvis P96-1.5H-N), and fluorescence was monitored with a Varioskan FLASH plate reader and SkanIt Software (Thermo Scientific). After linear shaking for 5 seconds, fluorescence was measured for 1.5 min at a 5-second interval with excitation at 622 nm and emission at 670 nm. Resuspended mitochondria were then added to reach a final concentration of 0.05 mg/mL. The plate was shaken linearly for 5 seconds, and fluorescence was measured for 3 min with the same setting. Lastly, 2 μM of valinomycin was added to dissipate the membrane potential. After 5 seconds of linear shaking, fluorescence was measured for 1.5 min with the same setting. For each replicate, fluorescence intensity was normalized to the maximum intensity observed within that individual trace. Membrane potential was quantified by averaging the normalized fluorescence signal over the 3-min measurement window following mitochondria addition.

### Nuclei isolation

*PSD1*-overexpressing or *rho-* cells were grown as described above. For input samples, approximately 1.5 *OD_600_* units of cells were harvested and treated with TCA as described above (immunoblot analysis section). The following nuclei isolation procedure were modified from previous studies^18,76^. In brief, 80 *OD_600_* units of cells were collected and spheroplasted as described in the mitochondrial isolation section. Spheroplasts were then placed on ice, and resuspended in 10 ml of freshly prepared, ice-cold resuspension buffer (1.2 M sorbitol, 20 mM piperazine-*N*,*N’*-bis(2-ethanesulfonic acid) (PIPES, pH 6.8) and 1 mM MgCl_2_). Cells were pelleted at 1,300 ×*g* for 5 min at 4°C and resuspended in 5 mL of freshly prepared, ice-cold nucleus isolation buffer (0.25 M sucrose, 60 mM KCl, 14 mM NaCl, 5 mM MgCl_2_, 1 mM CaCl_2_, 15 mM morpholineethanesulfonic acid (MES hydrate, pH 6.6), 1 mM phenylmethylsulfonyl fluoride (PMSF), 0.8% Triton X-100). The re-suspended pellet was incubated on ice for 30 minutes, then pelleted at 1,900×*g* for 10 min at 4°C. A fraction of the supernatant (1%) was collected and incubated with SDS sample buffer at 95 for 5 minutes. The nuclei containing pellet was resuspended in 1 mL of nuclear IP buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1 mM EDTA, 10% glycerol, 1% IGEPAL, 100 mM PMSF (added fresh), and protease inhibitor (cOmplete, Roche, 4693132001)). Intact nuclei were incubated with magnetic agarose beads at 4 for 2 hours for non-specific immobilizaion (Chromotek, bmab), as described previously^18^. Immobilized nuclei were then washed 4 times on ice with nuclear IP buffer by gentle pipetting. Nuclear-enriched extracts were eluted by incubating the beads in 2X SDS sample buffer at 95 for 5 minutes.

### Co-immunoprecipitation

Approximately 40 OD_600_ units of exponentially growing cells were pelleted and resuspended in 200 μl of lysis buffer (50 mM Tris-HCl pH 7.5, 250 mM NaCl, 1 mM EDTA, 5% IGEPAL, and protease inhibitor cocktail (cOmplete, Roche, 4693132001). Cells were mechanically lysed at 4°C with silica beads using a FastPrep-24 homogenizer (MP Biomedicals) for 5 cycles (6.5 m/s for 45 seconds, with 5-minute intervals between cycles). Cell lysate was cleared by centrifugation at 20,000 × g for 10 min at 4°C. Protein concentration was determined using a Bradford assay and 2 mg of total protein from each sample was adjusted to 1.5 mL with lysis buffer. Co-immunoprecipitation were done using either protein G magnetic beads (Fig. 2f and Extended Data Fig.4c) or V5-trap beads (Fig. 2i, 3d and 4d and Extended Data Fig.4b and 6f) as follows: 1. Protein G magnetic beads (Dynabeads, Invitrogen) were incubated with primary antibody for 30 min at room temperature, then mixed with lysates for 2.5 h at 4 °C. Beads were washed 5 times with cold wash buffer (1× PBS with 0.1% Tween-20), and bound proteins were eluted by boiling in 1× SDS sample buffer at 95 °C for 5 min. 2. V5-trap magnetic agarose beads (Chromotek, V5TMA) were pre-equilibrated according to the manufacturer's instructions and incubated with lysates for 1–2 hours at 4 °C. Beads were then washed three times with washing buffer (10 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.05 % IGEPAL, 0.5 mM EDTA). For SDS-PAGE analysis, bound proteins were eluted with 1× SDS sample buffer and boiled at 95 °C for 5 minutes. For mass spectrometry, pulled-down proteins were eluted in simplified sample buffer (50 mM Tris-HCl pH 6.8 with 2% SDS) by incubating on ice for 2 minutes with gentle tapping.

### Sample processing for Mass Spectrometry (MS) analysis

Two independent co-IP experiments were performed in 3 biological replicates. For experiment 1, whole cell lysates (WCL) and co-IP eluates were analyzed: (1) *PSD1* overexpression, untagged Pdr3; (2) *PSD1* overexpression, V5-Pdr3; (3) control, V5-Pdr3. For experiment 2, only co-IP were analyzed for 4 conditions: (1) *PSD1* overexpression, untagged Pdr3, wild-type Mge1; (2) *PSD1* overexpression, V5-Pdr3, wild-type Mge1; (3) control, V5-Pdr3, wild-type Mge1; (4): *PSD1* overexpression, V5-Pdr3, MTS^Ilv2^Mge1 (One replicate from samples 2 and 3 were compromised during processing and removed). WCL (5μg) and the co-IP eluates underwent an SP3 trypsin digestion protocol^77^. Briefly, tris(2-carboxyethyl)phosphine) (TCEP) was added to a final concentration of 3mM and incubated for 20min, followed by the addition of 2-chloroacetamide to a final concentration of 55mM for 30min. All incubations were performed at 25°C on a thermomixer set at 900rpm, unless specified. Thereafter, Sera-Mag SpeedBeads™ Carboxyl Magnetic Beads (Thermofisher, 88817) were added in each sample at a 1:10 protein-to-bead ratio (1μg of proteins was guesstimated per co-IP eluate). 100% ethanol was then added at a 50:50 ratio and incubated for 10min. The supernatants were removed by placing the plate on a 96-well magnetic platform (Permagen Labware, S500) for 2min. The protein-bound beads were washed three times with 200μL of 80% ethanol. 200μL (or 100μL for WCL) 50mM HEPES (pH 8.0) with 1:25 trypsin-to-protein ratio (Promega V5113) was added to beads and incubated overnight (16-18h) at 37°C, 900rpm. For stage tipping, the digested samples were placed on a 96-well magnetic platform for 2min; the supernatants were then transferred into a 96-well PCR plate (Greiner, 652270) and acidified with trifluoroacetic acid (TFA) to a final concentration of 1%. The samples were then purified using AssayMAP C18 cartridge tips (Agilent, 5190-6532) and Stop-and-Go Extraction tipped (StAGE-tipping)^78^ based on the manufacturer's built-in protocol on a Bravo Automated Liquid Handling Platform and eluted with 100μL of 40% acetonitrile (ACN) and 0.1% TFA. The samples were dried in speedVac then reconstituted with 20μL of 0.5% ACN and 0.1% formic acid before MS analysis.

Processed peptides from WCL (100ng) and an estimated 30ng from co-IP samples were analyzed using DIA acquisition mode on an Orbitrap Exploris 480 coupled with Thermo EASY-nLC, an Aurora Series analytical column (25cm x 75μm 1.6μm C18; Ion Opticks) heated to 40°C with an integrated column oven (PRSO-V2, Sonation) and a Nanospray FlexTM ion source operated at 1900 V spray voltage and ion transfer tube was heated to 290°C. MS1 scans were acquired at a resolution of 60,000 over an m/z range of 380–985, with a maximum injection time of 25ms. MS2 scans were acquired at a resolution of 15,000 using 60 DIA windows covering a precursor range of 380–980m/z. Each window had a width of 10 m/z with a 1 m/z overlap and a maximum injection time of 40ms. MS2 scans were collected over an m/z range of 145–1450. The cycle time was set to 3 seconds and one MS1 scan was acquired after every 30 MS2 scans. The mass-to-charge ratio was calibrated based on three selected ions from PierceTM FlexMixTM Calibration Solution and the mass accuracy was typically within 2ppm and is not allowed to exceed 4ppm. The peptides were separated using an 87-min gradient with a 250nl/min flow rate with 1min of 2% Buffer B, followed by 45min gradient to 20%, 15min gradient to 32%, 5min gradient to 50%, 5min gradient to 95% Buffer B, and finished with 8min wash at 95% Buffer B, 2min gradient to 3% and 6min run at 3% Buffer B. The predicted spectral library was first generated in DIA-NN (version 2.0.2) using proteome database of the Saccharomyces cerevisiae strain S288C downloaded from Uniport (S288C-2023.06.26.fasta)^79^. Precursor ions in the library are allowed to contain up to 1 missed cleavage, N-term Methionine excision, and carbamidomethylation on cystine residues and set to have a peptide length of 7-30 amino acids, a precursor charge range of 1-4, and a precursor m/z range of 300-1800. All WCL or co-IP files were first analyzed as unrelated runs to determine optimal mass accuracy, MS1 accuracy, and scan window and batch analysis of all the samples was then performed with the optimized parameters. One replicate of Sample 1 in Experiment 1 was discarded due to apparent sample contamination. To determine candidate interactors of Pdr3, quantifications of peptide fragments was used with Significance Analysis of INTeractome (SAINTq) by comparing sample 1 (control) and sample 2 (bait) of the first co-IP experiment. Briefly, fragment IDs and quantifications generated by DIA-NN were first filtered and formatted for SAINTq analysis using in-house R scripts^80^. Only fragments with peptide Q value below 0.01, protein Q value below 0.05, peptide library Q value (batch) below 0.01, and library protein Q value (batch) below 0.01 were kept. The log_2_ of the maxLGQ intensities of the candidate Pdr3 interactors (BFDR < 0.0025, n=194) were then compared between stress and no stress conditions (samples 2 and 3) using an unpaired t-test using a Holm-Sidak p value correction in PRISM (version 10.3.1). For WCL, protein levels were compared between stress and no stress conditions (samples 2 and 3) for any proteins quantified in 3 replicates of one of the two conditions (n=4247) and missing values were imputed with random values from the bottom 1% data points in the dataset using imputeLCMD package in an in-house R script. Log_2_ of the median-normalized maxLGQ intensities were then compared using an unpaired t-test using a Benjamini and Hochberg FDR correction in PRISM. For the second co-IP, log_2_ of the maxLGQ intensities of Mge1 were compared between samples 2-4 using a one-way ANOVA.

### RNA isolation and quantitative PCR

Total RNA was isolated using the RNAspin Mini kit (Cytiva). RNA (750 ng) was used to generate cDNA using the Iscript Reverse Transcription Supermix (Bio-Rad). Quantitative PCR was performed using the PerfeCTa SYBR Green FastMix (Quantabio) or Supergreen qPCR Mastermix (Wisent Bioproducts, 800-435-QL) and amplified using QuantStudio 3 Real-Time PCR System (ThermoFisher Scientific). Primers sequences are listed in Supplementary Table 6. Raw Ct values were analyzed manually using the 2^−ΔΔCt^ method^81^. Briefly, the mean Ct of technical replicates were calculated for both the target gene and the reference gene (*ACT1*). ΔCt was obtained by subtracting the reference gene Ct from the target gene Ct. ΔΔCt was calculated by comparing the ΔCt of experimental samples to that of the control sample (e.g., ΔCt _*PSD1*-overexpression_ - ΔCt _empty vector_). Fold changes in gene expression were determined as 2^−ΔΔCt^, representing the normalized expression of the target gene in experimental samples relative to the control. Statistical analysis was performed using GraphPad Prism 9. Significant differences between pairs were detected using one-way ANOVA with multiple comparisons using Dunnett's test, unless otherwise specified in the figure legends.

### Gene expression analysis

For RNA expression analysis, Psd1, MTS^Mge1^, and MTS^Mss116^ were overexpressed for 4 hours. Total yeast RNA was isolated using the RNAspin Mini kit (Cytiva). Sample quality control was performed using the Agilent 2100 Bioanalyzer or the Agilent 4200 TapeStation. Qualifying samples were then prepped following the standard protocol for the Illumina Stranded mRNA prep (Illumina). Sequencing was performed on the Illumina NextSeq2000 with Paired End 59bp × 59bp reads. Sequencing data was demultiplexed using Illumina's BCL Convert. De-multiplexed read sequences were then aligned to the Saccharomyces cerevisiae (R64-1-1) reference sequence using DRAGEN RNA app on Basespace Sequence Hub. Gene-level read counts were quantified using the featureCounts function from the Rsubread package (version 2.23.2) in R (version 4.4.1). Differential expression analysis was conducted using DESeq2 (v1.48.1) with default parameters. RNA sequencing data can be accessed via the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE303345

### Fluorescent microscopy

Cells were grown overnight at 30°C in SD medium with 2% raffinose. Overnight cultures were diluted to OD=0.2 in the same medium and grown for 3 hours following addition of galactose (final concentration of 2%). Cultures were then grown for 4 hours to induce the *GAL1-10* promoter. Live-cell fluorescence images were acquired using a Leica THUNDER 3D cell imager (Leica Microsystems) with wide-field imaging. Images were taken with a HCX PLAPO 100X objective (Leica Microsystems) and a Leica K8 camera. Image analysis was performed using ImageJ software (1.54j).

### Chromatin immunoprecipitation

Harvested cells were crosslinked with formaldehyde for 20 min at room temperature and the reaction was quenched by the addition of 100 mM glycine. Cells were washed with FA lysis buffer (50 mM HEPES pH 7.5, 150 mM sodium chloride, 1 mM EDTA pH 7.6, 1% Triton X-100, 0.1% sodium deoxycholate), snap frozen and stored at −80 °C. Cells were lysed in cold FA lysis buffer with cOmplete Mini Protease Inhibitor Cocktail (Roche). Samples were homogenized with zirconia beads (BioSpec) using Mini-Beadbeater-96 (BioSpec). The chromatin fraction was subjected to shearing by 9 cycles of 30 seconds sonication followed by 30 seconds break using a Bioruptor Plus (Diagenode). Tagged proteins were immunoprecipitated using anti-V5 agarose beads (Sigma-Aldrich) or anti-FLAG M2 magnetic beads (Sigma-Aldrich) at room temperature for 2 h with rotation. Subsequently, the beads were washed with FA lysis buffer with 400 mM sodium chloride and a lithium chloride/detergent buffer (10 mM Tris pH 8, 250 mM lithium chloride, 0.5% NP-40, 0.5% sodium deoxycholate, 1 mM EDTA). Samples were reverse crosslinked overnight in TE buffer with 1% SDS at 65 °C, 500 rpm and treated with 80 μg/mL proteinase K (Thermo Scientific) at 37 °C for 2 h. Purified DNA fragments were quantified by quantitative PCR using PowerUp SYBR Green Master Mix (Applied Biosystems, A25742) and an Applied Biosystems 7500 Fast Real-Time PCR System (Thermo Fisher Scientific). ChIP signals were corrected by an input, and subsequently were normalized over the silent mating type cassette *HMR*. Primer sequences are listed in Supplementary Table 6.

### Growth Curve Analysis

Cells were grown to logarithmic phase and 0.02 *OD_600_* units were transferred to 96-well plate wells (Millipore Sigma, M9436). Cell growth was measured throughout 48 hours at 30°C with orbital shaking using BioTek Epoch Microplate Spectrophotometer for 48 hours. Data with appropriate time points were fitted to a linear equation, with exponential growth constants derived from the slopes of the linear equation using *growthcurver* package in R (version 4.4.1)^82^. Statistical analyses were performed using GraphPad Prism 9, with significant differences between groups determined by one-way ANOVA or Student's t-test, as specified in the figure legends.

### Evolutionary analysis

Genomes of different *Saccharomyces* were downloaded from NCBI for analysis of *MGE1* sequence evolution. For species with gene annotations, we blasted the *S. cerevisiae MGE1* (blastn v2.14.0+) to the transcriptome to identify the homolog which we then blasted back to the *S. cerevisiae* (R64) CDS sequences to ensure reciprocal best hit. For species without annotations, we located *MGE1*'s position in the genome by blasting with S. cerevisiae *MGE1*, followed by manual curation of the ORF. We used mafft (v7.505) --localpair --maxiterate 1000 to align the amino acid sequences^83^. Conservation score calculations and alignment visualization from the alignments were carried out with Jalview (v2.11.3.2)^84^.

### MTS sequences analysis

To assess amino acid composition trends within mitochondrial targeting sequences (MTSs), an enrichment analysis was performed across the first 20 amino acids of the MTSs from two protein sets: (1) all annotated yeast mitochondrial proteins^7^ and (2) a subset of nuclear-localized mitochondrial proteins previously reported in the literature^18^. These raw frequencies were then normalized by the genome-wide amino acid usage frequencies following previously described method^85^. Enrichment scores were visualized as heatmaps, with each cell representing the log2-transformed enrichment of a specific amino acid at a given position.

### Statistics and reproducibility

Sample size and replication number (*n*) for each experiment is specified in the figure legends. Statistical analyses were performed using GraphPad Prism 9 and Microsoft Excel. Details of statistical tests and significance thresholds used for data analysis are provided in the Methods or figure legends.

## Extended Data

**Extended Data Fig. 1:**
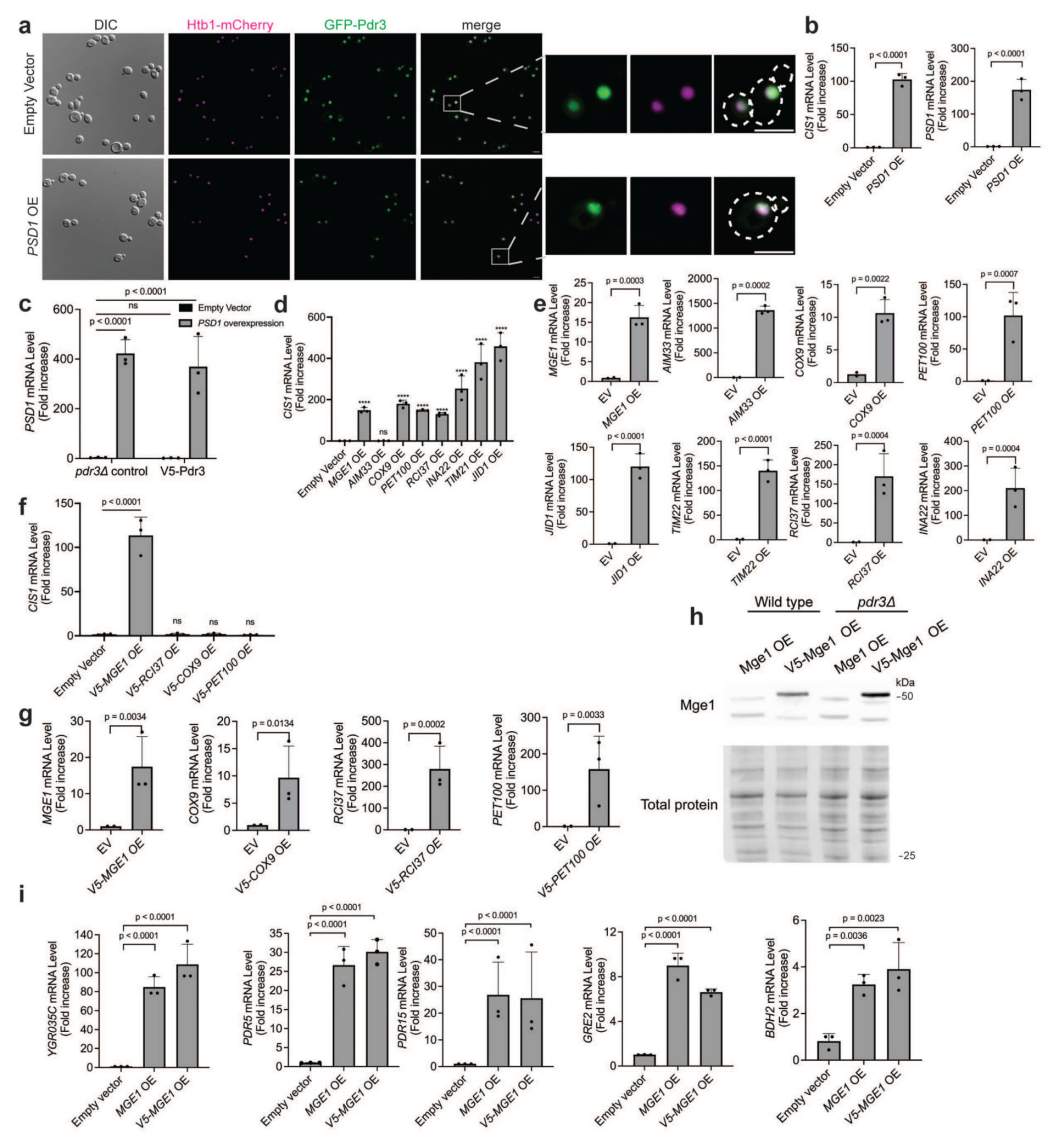
Overexpression of Mge1 leads to upregulation of mitoCPR target genes. **(a)** Live-cell fluorescence imaging of cells expressing *P_TEF2_-GFP-PDR3* and the nuclear marker *HTB1-mCherry* under control (empty vector) and impaired mitochondrial protein import (*PSD1* overexpression) conditions. Zoom-in images of representative cells are shown on the right. Scale bars, 5 μm. OE, overexpression. (**b**) *CIS1* and *PSD1* mRNA level in cells used in (a) and main Figure 1a. n=3 biological replicates; Two-tailed t-test. OE, overexpression. (**c**) *PSD1* mRNA level in cells used for ChIP analysis (Fig. 1b). One-way ANOVA followed by Tukey's test. (**d**) *CIS1* mRNA levels in control cells (empty vector, n=3 biological repeats) and cells overexpressing the indicated mitochondrial genes (n=3 biological repeats). Overexpression was induced by the addition of galactose for 4 hours. One-way ANOVA followed by Dunnett's test; **** P ≤ 0.0001. OE, overexpression. (**e**) mRNA levels of the indicated overexpressed genes (n=3 biological repeats) compared to empty vector control (n=2 biological repeats) following 4-hour galactose induction. Two-tailed t-test. EV, empty vector, OE, overexpression (**f**) Same as (d). The indicated overexpressed mitochondrial genes were tagged with 2XV5 at the N-terminus. (**g**) Same analysis as (e). (**h**) Immunoblot of overexpressed Mge1-HA-ProtA and 2V5-Mge1-HA-ProtA following 4-hour galactose induction in wild-type and *PDR3* deleted cells. OE, overexpression. (**i**) mRNA levels of *YGR035C, PDR5, PDR15, GRE2* and *BDH2* in cells overexpressing *MGE1* and 2V5-*MGE1* for 4 hours. n=3 biological replicates; One-way ANOVA followed by Dunnett's test. OE, overexpression. (**b-g, i**) Data represent mean +/- SD; ns, not significant.

**Extended Data Fig. 2:**
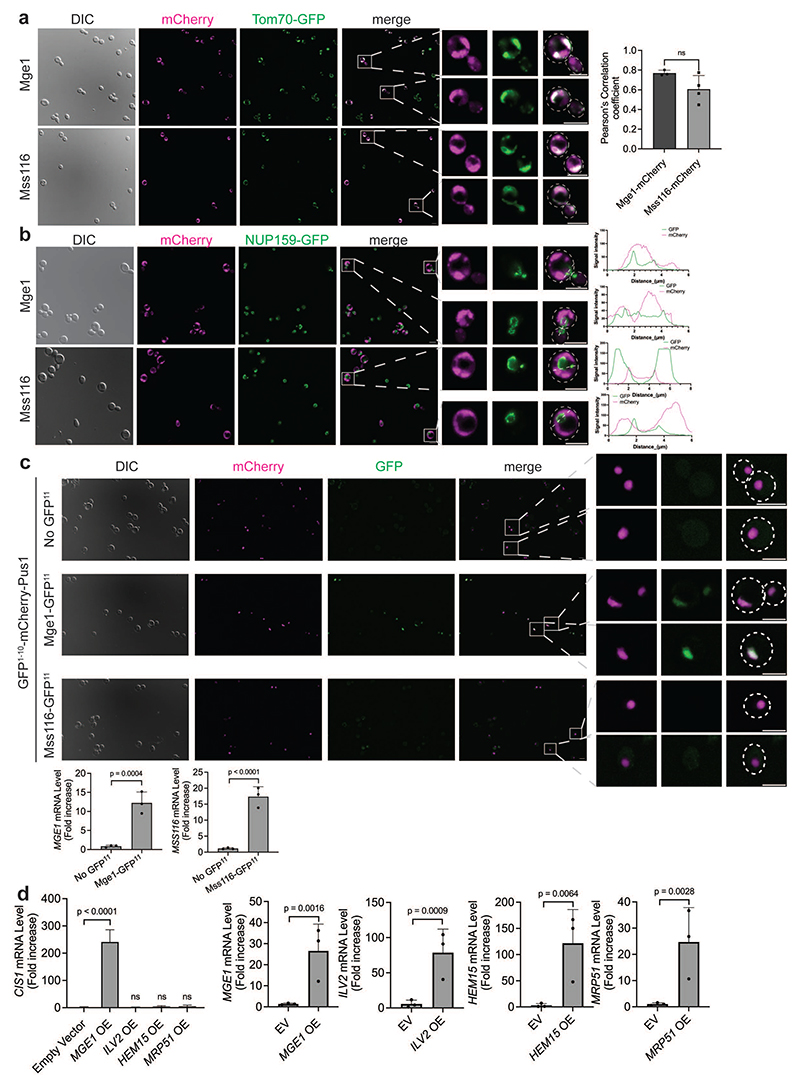
Overexpressed Mge1 localizes to both mitochondria and the nucleus. **(a)** Live-cell fluorescence imaging of cells expressing the mitochondrial marker Tom70-GFP and either Mge1-mCherry (top) or Mss116-mCherry (bottom). Overexpression of *MGE1-mCherry* and *MSS116-mCherry* from the *GAL1-10* promoter was induced by the addition of galactose for 4 hours. Zoom-in images of representative cells are shown on the right. Scale bars, 5 μm. Mean Pearson's correlation coefficients is shown on the right (n=3 independent experiments; in total of 60 cells per strain; Two-tailed t-test). (**b**) Large fields of cells analyzed in Figure 1e, overexpressing Mge1-mCherry (top) or Mss116-mCherry (bottom) as well as the nuclear envelope marker Nup159-GFP. Representative zoom-in images and corresponding fluorescence intensity profiles along the white line are shown on the right. Scale bars, 5 μm. (**c**) Large fields of cells analyzed in Figure 1f, expressing the nuclear protein GFP^1-10^-mCherry-Pus1 alone or with either Mge1-GFP^11^ or Mss116-GFP^11^. Zoom-in images of representative cells are shown on the right. Scale bars, 5 μm. Overexpression of *MGE1-GFP^11^* and *MSS116-GFP^11^* was confirmed by measuring their mRNA levels relative to control cells (bottom panels). n=3 biological replicates; two-tailed t-test. (**d**) *CIS1* mRNA levels in cells overexpressing *MGE1, ILV2, HEM15* or *MRP51* from the *GAL1-10* promoter for 4 hours (left panel; one-way ANOVA followed by Dunnett's test). Overexpression was confirmed by qPCR analysis (right panels; two-tailed t-test). n=3 biological replicates. EV, empty vector; OE, overexpression. (**a, c, d**) Data represent mean +/- SD; ns, not significant.

**Extended Data Fig. 3:**
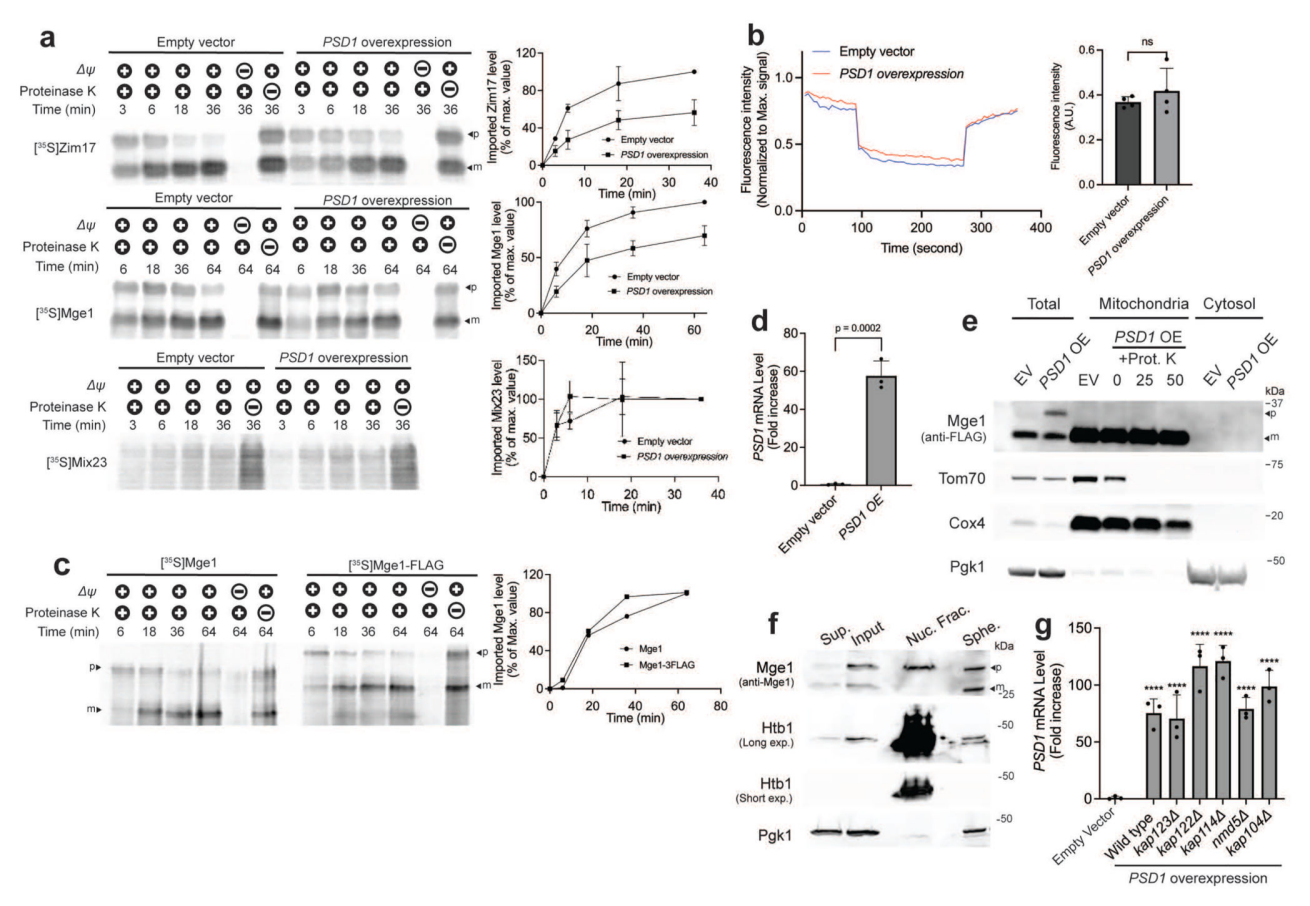
Mge1 precursor accumulates in the nucleus and not inside mitochondria when protein import is impaired. **(a)** *In vitro* protein import assay confirming protein import defects in cells overexpressing *PSD1*. Mitochondria were isolated from control cells (empty vector) or cells overexpressing *PSD1* (4 hours). Mitochondria were incubated with the radiolabeled MTS-containing matrix proteins ^35^S-Zim17 and ^35^S-Mge1 for the indicated durations. Membrane potential (Δψ) was dissipated by preincubation with antimycin A, oligomycin, and valinomycin. Import rate of the intermembrane space protein ^35^S-Mix23, which does not depend on the TIM23 translocase, was used as a control. Quantifications from three biological replicates are shown on the right; protein levels imported into control mitochondria at the final time point was set to 100%. p, precursor; m, mature. **(b)** DiSC3(5) fluorescence measurement of membrane potential in mitochondria isolated from control cells (empty vector) or cells overexpressing *PSD1* (4 hours). Mitochondria and 2 μM of valinomycin were added as indicated. Fluorescent intensity was normalized to the maximal signal for each trace (n = 4 biological replicates; Data are shown as mean). Quantification of mitochondrial membrane potential is shown on the right (Data are shown as mean +/− SD; Two-tailed t-test). ns, not significant. **(c)** *In vitro* protein import assay of radiolabeled ^35^S-Mge1 and ^35^S-Mge1-FLAG into mitochondria isolated from wild-type cells. Membrane potential (Δψ) was dissipated by preincubation with antimycin A, oligomycin, and valinomycin. Quantification of two biological replicates is shown on the right; level of imported ^35^S-Mge1 at the final time point was set to 100%. Data are shown as mean. p, precursor; m, mature. (**d**) Confirmation of *PSD1* overexpression by qPCR analysis for the samples used in Figure 2a. n=3 biological replicates; two-tailed t-test. OE, overexpression. (**e**) Mitochondria were isolated by differential centrifugation from empty vector (EV) control cells or cells overexpressing *PSD1* for 4 hours. Immunoblot analysis was used for detecting the mature and precursor forms of Mge1-FLAG in the mitochondrial and cytosolic fractions. Mitochondria were treated with 25 or 50 μg/ml proteinase K (Prot. K). Tom70-Myc served as an outer membrane control protein, Cox4 as a matrix control protein, and Pgk1 as a cytosolic control protein. OE, overexpression. (**f**) Immunoblot analysis of untagged Mge1 in cellular fractions from cells overexpressing *PSD1* for 4 hours. Htb1-mCherry and Pgk1serve as nuclear and cytosolic markers, respectively. Input and spheroplasts (Sphe.) represent total cell lysates, before and after cell wall digestion. Supernatant (Sup.) =post-nuclear supernatant; Nuc. Frac, nuclear fraction; p, precursor form; m, mature form. (**g**) Confirmation of *PSD1* overexpression by qPCR analysis for the samples used in Figure 2d. n=3 biological replicates; One-way ANOVA followed by Dunnett's test. (**a, d, g**) Data represent mean +/- SD.

**Extended Data Fig. 4:**
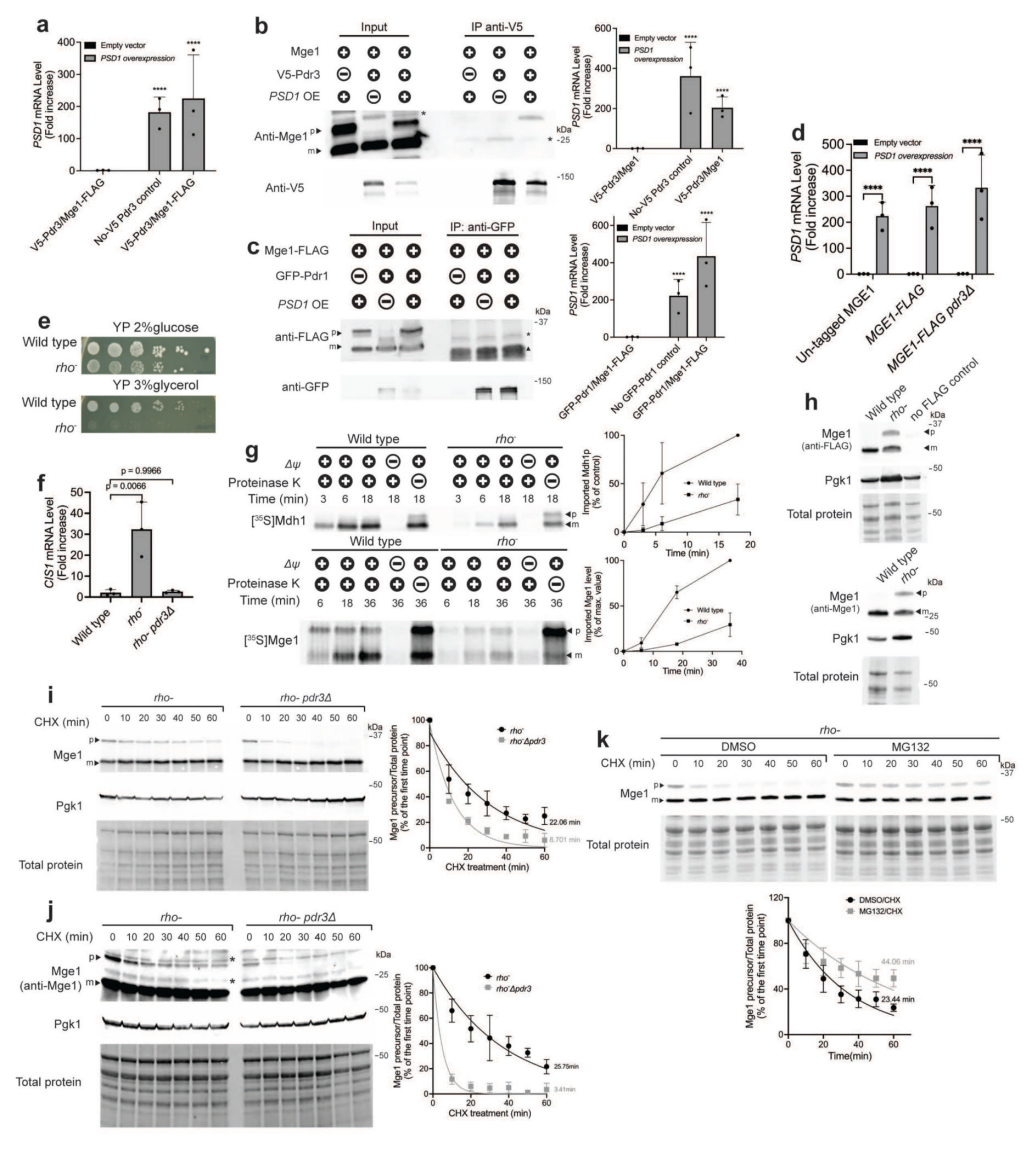
Mge1 precursor accumulates in the nucleus and not inside mitochondria when protein import is impaired. **(a**) Confirmation of *PSD1* overexpression by qPCR analysis for the samples used in Figure 2f. n=3 biological replicates; One-way ANOVA followed by Dunnett's test. (**b**) Cells expressing *P_TEF2_-V5-PDR3* and control no-V5 cells (*P_TEF2_-GFP-PDR3*) were incubated for 4 hours under control or protein import stress conditions (induced by *PSD1* overexpression). V5-Pdr3 was immunoprecipitated using V5-Trap beads. Untagged Mge1 was detected using Mge1 antiserum. The asterisks indicate nonspecific bands. OE, overexpression. p, precursor form. m, mature form. The corresponding *PSD1* mRNA levels are shown on the right panel. n=3 biological replicates; one-way ANOVA followed by Dunnett's test. (**c**) Cells expressing *MGE1-FLAG* and cells expressing *MGE1-FLAG* and *P_TEF2_-GFP-PDR1* were incubated for 4 hours under control or protein import stress conditions. GFP-Pdr1 was immunoprecipitated using anti-GFP antibodies coupled to IgG beads from cells expressing *P_TEF2_-GFP-PDR1*. The asterisk indicates a nonspecific band and ▲ indicates the GFP antibody's light chain. OE, overexpression; p, precursor form; m, mature form. The corresponding *PSD1* mRNA levels are shown on the right panel. n=3 biological replicates; one-way ANOVA followed by Dunnett's test. (**d**) Confirmation of *PSD1* overexpression by qPCR analysis for the samples used in Figure 2g. n=3 biological replicates; one-way ANOVA followed by Tukey's test. Serial dilutions of wild-type and *rho^-^* cells. Cells were grown to logarithmic phase and spotted on YP (1% yeast extract, 2% bactopeptone) plates supplemented by 2% glucose or 3% glycerol. (**f**) *CIS1* mRNA levels in wild-type and *rho^-^* cells in the presence of absence of *PDR3*. n=3 biological replicates; one-way ANOVA followed by Dunnett's test. (**g**) *In vitro* protein import assay using mitochondria isolated from wild-type and *rho-* cells. Mitochondria were incubated with radiolabeled ^35^S-Mdh1 and ^35^S-Mge1 for the indicated durations. Membrane potential (Δψ) was dissipated by preincubation with antimycin A, oligomycin, and valinomycin. Quantifications from three biological replicates are shown on the right; protein levels imported into wild-type mitochondria at the final time point were set to 100%. p, precursor; m, mature. (**h**) Immunoblot analysis of Mge1-FLAG and untagged Mge1 in wild-type and *rho*-cells. Wild-type cells that do not contain a FLAG tag were used as a control for Mge1-FLAG. p, precursor form. m, mature forms. (**i**) Half-life analysis of the Mge1-FLAG precursor in *rho^-^* and *PDR3*-deleted *rho^-^* cells. Cells were treated with cycloheximide (CHX, 0.5 mg/ml) and samples were collected at the indicated time points. Quantification of 4 biological replicates is shown on the right. p, precursor form. m, mature form. (**j**) Same as (i). Half-life analysis of the untagged Mge1 precursor in *rho^-^* and *PDR3* deleted *rho^-^* cells (n = 3 biological replicates). p, precursor form. m, mature form. Asterisks indicate nonspecific bands. (**k**) Same as in (i), *rho^-^* cells were treated with DMSO (vehicle control) or MG132 (40μM) for 1 hour prior to the addition of cycloheximide (n = 3 biological replicates). (**a-d, f, g, i-k**) Data represent mean +/- SD. (**a-d**) **** P ≤ 0.0001.

**Extended Data Fig. 5:**
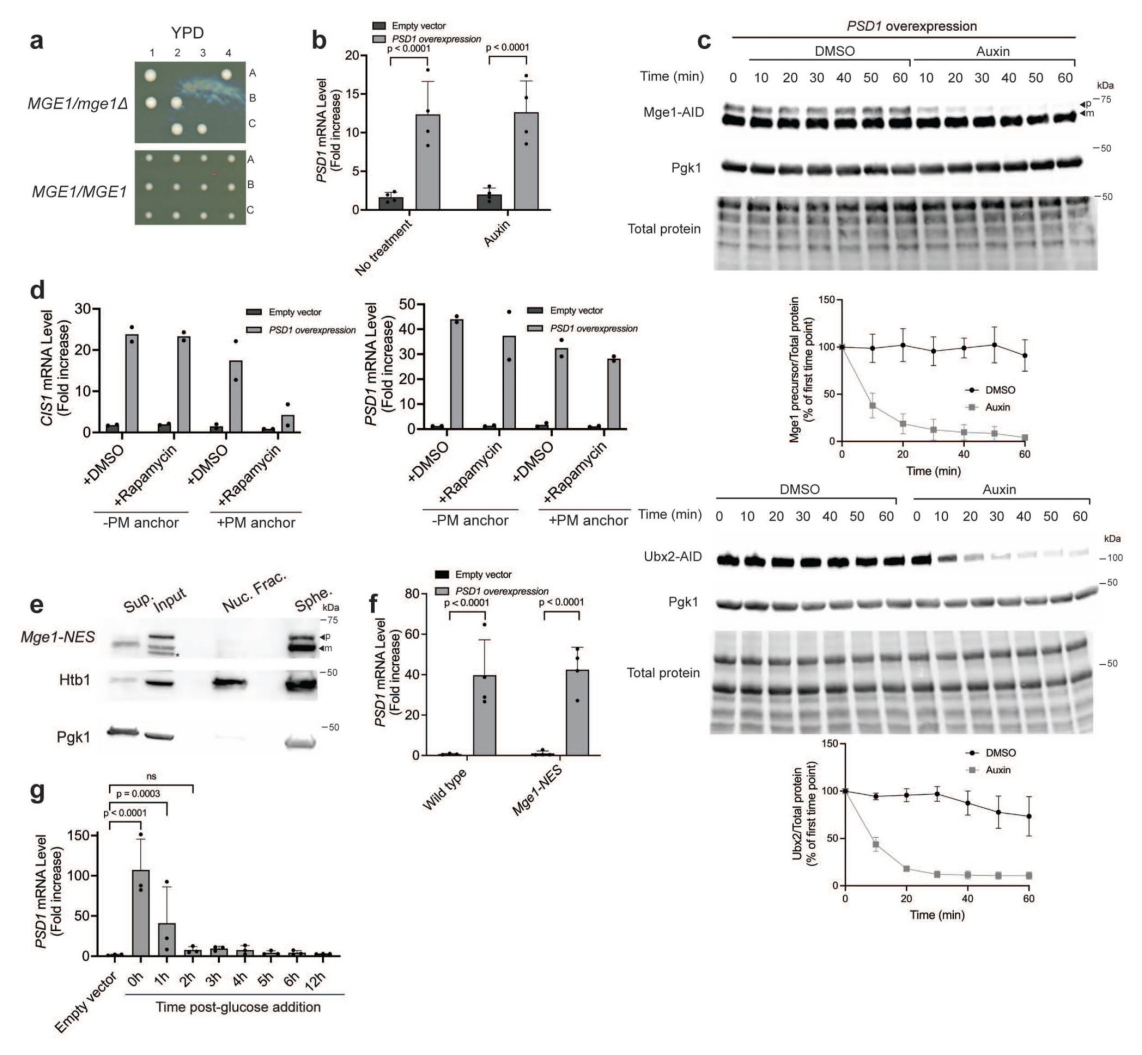
Activation of the mitoCPR requires the presence of Mge1 precursor in the nucleus. (**a**) Tetrad dissection of wild-type and *MGE1/mge1*Δ diploid strains showing that haploid yeast deleted of *MGE1* are inviable. (**b**) Confirmation of *PSD1* overexpression by qPCR analysis for the samples used in Figure 3a-b. n=4 biological replicates; one-way ANOVA followed by Tukey's test. (**c**) Cells expressing Mge1-Myc-AID or Ubx2-Myc-AID were treated with DMSO or auxin (1mM indole-3-acetic acid) following 4 hours induction of *PSD1* overexpression by galactose. Samples were collected at the indicated time points. Levels of the Mge1 precursor as well as Ubx2 were quantified from 3 biological replicates. (**d**) *CIS1* and *PSD1* mRNA levels in cell expressing *MGE1-FRB* with or without the plasma membrane (PM) anchor Pil1-FKBP under control or import stress conditions (*PSD1* overexpression for 4 hours). Anchoring of the Mge1 precursor was induced by adding 50nM rapamycin for the duration of *PSD1* overexpression. n=2 biological replicates; data represent mean; one-way ANOVA followed by Dunnett's test; ns, not significant. (**e**) Immunoblot analysis of Mge1-NES-mCherry in cellular fractions from cells overexpressing *PSD1* for 4 hours. Htb1-mCherry and Pgk1serve as nuclear and cytosolic markers, respectively. Input and spheroplasts (Sphe.) represent total cell lysates, before and after cell wall digestion. Supernatant (Sup.)=post-nuclear supernatant. The asterisk indicates a band likely to be a degradation product. p, precursor form. m, mature form. (**f**) Confirmation of *PSD1* overexpression by qPCR analysis for the samples used in Figure 3c. n=4 biological replicates; one-way ANOVA followed by Tukey's test. (**g**) *PSD1* overexpression was induced by galactose and terminated following 4 hours by glucose addition. *PSD1* mRNA levels were monitored over 12 hours post-glucose addition (same samples as in Fig. 3e). n=3 biological replicates; one-way ANOVA followed by Dunnett's test; ns, not significant. (**b, c, f, g**) Data represent mean +/- SD.

**Extended Data Fig. 6:**
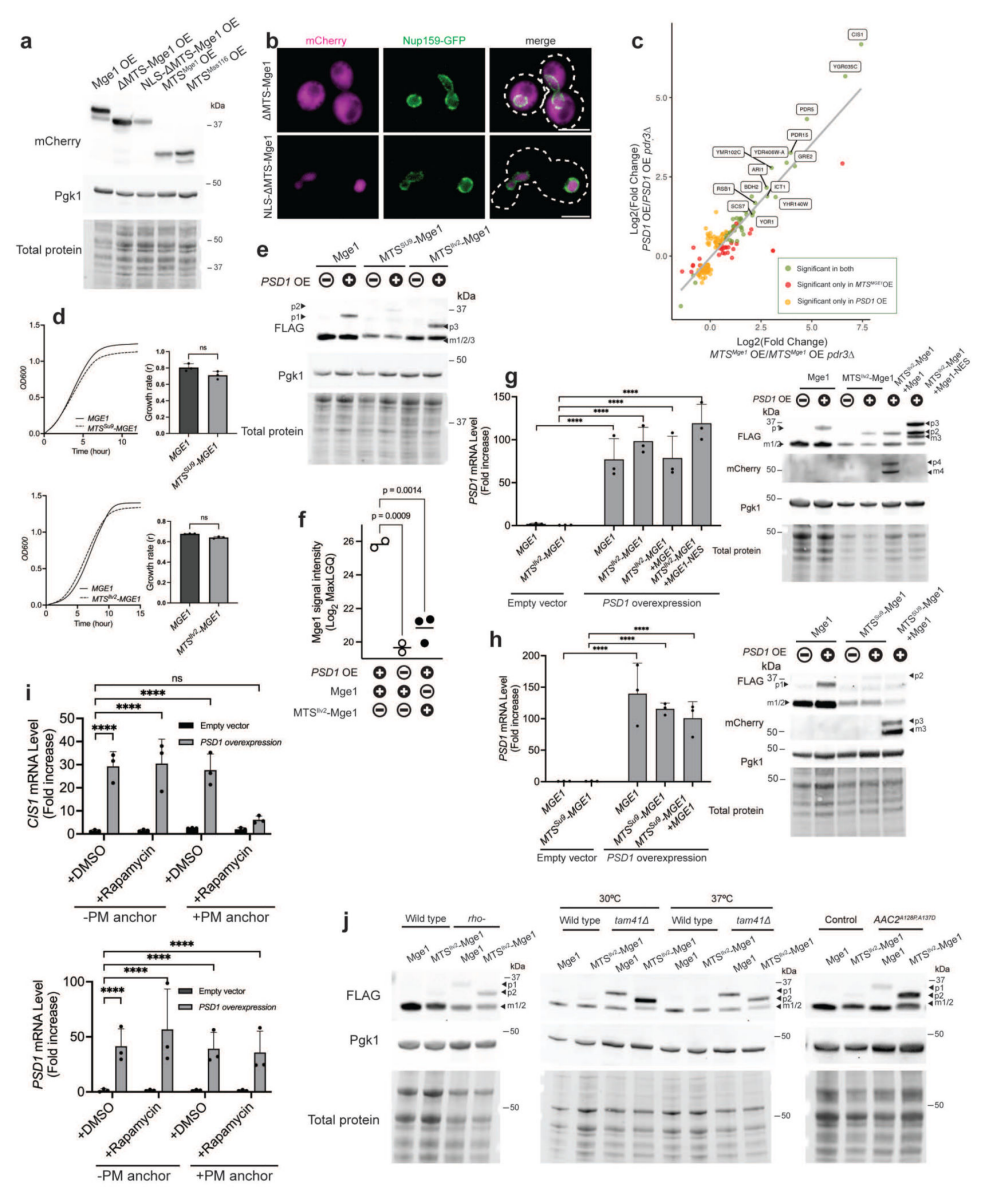
Mge1's presequence is required for inducing the mitoCPR. (**a**) Immunoblot of overexpressed mCherry-tagged Mge1 truncation mutants and the Mss116's MTS (4 hours following galactose induction). OE, overexpression. (**b**) Live-cell fluorescence images of cells expressing the nuclear envelope marker Nup159-GFP and ΔMTS-Mge1-mCherry or NLS-ΔMTS-Mge1-mCherry. Expression of *MGE1* variants from the *GAL1-10* promoter was induced by the addition of galactose for 4 hours. Scale bars, 5 μm. (**c**) Pdr3-dependent upregulated genes were identified by differential gene expression analysis of: 1. wild-type versus *pdr3*Δ cells, both overexpressing *MTS^Mge1^-mCherry*, and 2. wild-type versus *pdr3*Δ cells, both overexpressing *PSD1*. The scatter plot displays genes with an adjusted p value ≤ 0.05 (Wald test in *DESeq2)* in at least one of analyses. *PDR3* was removed from both datasets prior to the correlation analysis. (**d**) Growth curves of wild-type, *MTS^Su9^-MGE1*, and *MTS^Ilv2^-MGE1* cells were plotted on a semilogarithmic scale. Corresponding growth rate (r) was calculated from the growth curves of three biological replicates, each with three technical replicates; two-tailed t-test. ns, not significant. (**e**) Immunoblot of cells expressing Mge1-FLAG, MTS^Su9^-Mge1-FLAG, or MTS^Ilv2^-Mge1-FLAG under control and *PSD1* overexpression conditions. p1, Mge1-FLAG precursor; p2, MTS^Su9^-Mge1-FLAG precursor; p3, MTS^Ilv2^-Mge1-FLAG precursor. m1/2/3, mature form Mge1-FLAG/MTS^Su9^-Mge1-FLAG/MTS^Ilv2^-Mge1-FLAG (**f**) V5-Pdr3 was immunoprecipitated using V5-trap beads from the following: 1. cells under basal conditions (n=2 biological repeats), 2. cells under impaired mitochondrial protein import conditions (*PSD1* overexpression; n=2 biological repeats), or 3. *MTS^Ilv2^-MGE1* cells under impaired mitochondrial protein import conditions (n=3 biological repeats). Mge1 intensities were measured by mass spectrometry analysis. Data are shown as mean; one-way ANOVA followed by Dunnett's test. (**g**) Left- Confirmation of *PSD1* overexpression by qPCR analysis for the samples used in Figure 4e. n=3 biological replicates; one-way ANOVA followed by Tukey's test. Right- Immunoblot of Mge1-FLAG and MTS^Ilv2^-Mge1-FLAG under control or import stress (*PSD1* overexpression for 4 hours) conditions. Addbacks of Mge1-mCherry and Mge1-NES-FLAG into the *MTS^Ilv2^-MGE1* background are also presented. p1, Mge1-FLAG precursor; p2, MTS^Ilv2^-Mge1-FLAG precursor; p3, Mge1-NES-FLAG precursor; p4, Mge1-mCherry precursor; m1/2, mature Mge1-FLAG/MTS^Ilv2^-Mge1-FLAG; m3, mature Mge1-NES-FLAG; m4, mature Mge1-mCherry. OE, overexpression. (**h**) Left- Confirmation of *PSD1* overexpression by qPCR analysis for the samples used in Figure 4f. n=3 biological replicates; one-way ANOVA followed by Tukey's test. Right- Immunoblot of Mge1-FLAG and MTS^Su9^-Mge1-FLAG under control or import stress (*PSD1* overexpression for 4 hours) conditions. Addback of Mge1-mCherry into the *MTS^Su9^-MGE1* background is also presented. p1, Mge1-FLAG precursor; p2, MTS^Su9^-Mge1-FLAG precursor; p3, Mge1-mCherry precursor; m1/2, mature Mge1-FLAG/MTS^Su9^-Mge1-FLAG; m3, mature Mge1-mCherry. OE, overexpression. (**i**) *CIS1* and *PSD1* mRNA levels in cell expressing *MTS^Ilv2^-MGE1-FLAG* and *MGE1-FRB* with or without the plasma membrane (PM) anchor Pil1-FKBP. Cells were grown under control or import stress (*PSD1* overexpression for 4 hours) conditions. Anchoring of the Mge1 precursor was induced by adding 50nM rapamycin for the duration of *PSD1* overexpression. n=3 biological replicates; one-way ANOVA followed by Tukey's test. (**j**) Immunoblot of Mge1-FLAG and MTS^Ilv2^-Mge1-FLAG in wild-type cells, *rho-* cells, *tam41*Δ cells (at both 30°C and 37°C), and cells expressing *aac2^A128P, A137D^* for 4 hours. p1, Mge1-FLAG precursor; p2, MTS^Ilv2^-Mge1-FLAG precursor; m1/2, mature form Mge1-FLAG/MTS^Ilv2^-Mge1-FLAG. (**d, g-i**) Data represent mean +/- SD; ns, not significant; **** P ≤ 0.0001.

**Extended Data Fig. 7:**
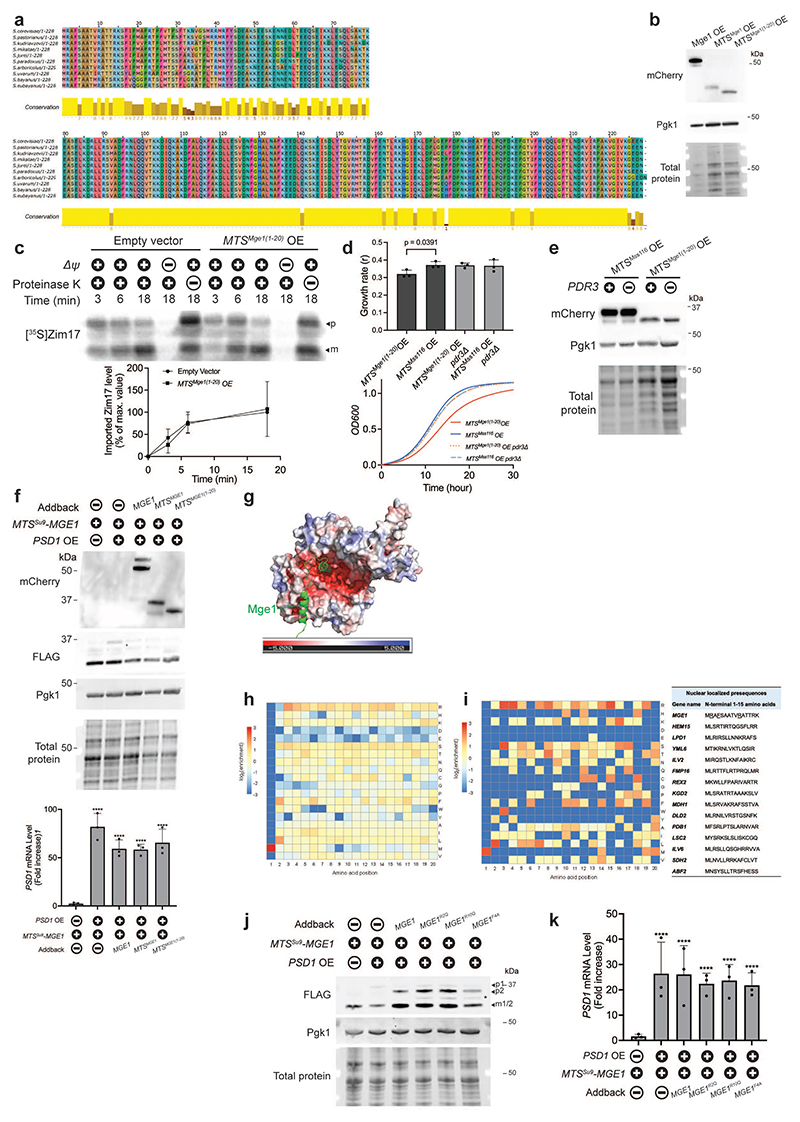
The N-terminus of Mge1 contains critical features for the mitoCPR activation. (**a**) Amino acid alignment and sequence conservation of Mge1 across 10 *Saccharomyces* species. (**b**) Immunoblot of overexpressed full-length and truncated Mge1-mCherry variants (4 hours galactose induction). OE, overexpression. (**c**) *In vitro* protein import assay using mitochondria isolated from control cells (empty vector) and cells overexpressing MTS^Mge1(1-20)^-mCherry for 4 hours. Mitochondria were incubated with radiolabeled ^35^S-Zim17 for the indicated durations. Membrane potential (Δψ) was dissipated by preincubation with antimycin A, oligomycin, and valinomycin. Quantification from three biological replicates is shown in the bottom panel; protein levels imported into control mitochondria at the final time point were set to 100%. p, precursor; m, mature. OE, overexpression. (**d**) Growth curves of cells overexpressing *MTS^116^-mCherry* or *MTS^Mge1(1-20)^-mCherry*, in the presence or absence of *PDR3*, were plotted on a semilogarithmic scale. Corresponding growth rate (r) was calculated from the growth curves of three biological replicates, each with three technical replicates; two-tailed t-test. OE, overexpression. (**e**) Immunoblot of overexpressed MTS^116^-mCherry and MTS^Mge1(1-20)^-mCherry 4 hours following galactose addition. OE, overexpression. (**f**) Upper panel- Immunoblot of the endogenously expressed addbacks (full-length Mge1-mCherry, MTS^Mge1^-mCherry, and MTS^Mge1(1-20)^-mCherry) into the *MTS^SU9^-MGE1-FLAG* background. Lower panel- Confirmation of *PSD1* overexpression by qPCR analysis for the samples used in the upper panel and in Figure 5c. n=3 biological replicates; one-way ANOVA followed by Tukey's test. OE, overexpression. (**g**) The electrostatic surface potential plot shows that the presequence of Mge1(residues 1-60, in green) fits into a negatively charged patch in Pdr3 (residues 86-856). (**h-i**) Heatmap of the amino acid enrichment across the first twenty amino acid of the MTSs from all yeast mitochondrial proteins (h) or previously reported nuclear-localized mitochondrial proteins (i). The enrichment score represents the frequency of a residue at a given position across the set weighted by the genome-wide amino acid frequencies. A table listing the N-terminal twenty amino acids of the mitochondrial presequences used in (i) is shown on the right. (**j**) Immunoblot of FLAG-tagged wild-type and mutants Mge1, expressed from the native *MGE1* promoter, in the *MTS^SU9^-MGE1-FLAG* background. The asterisk indicates a likely degradation product. p1, MTS^Su9^-Mge1-FLAG precursor; p2, Mge1-FLAG variants precursor; m1/2, mature form MTS^Su9^-Mge1-FLAG/Mge1-FLAG variants. OE, overexpression. (**k**) Confirmation of *PSD1* overexpression by qPCR analysis for the samples used in Figure 5f. n=3 biological replicates; one-way ANOVA followed by Tukey's test. OE, overexpression. (**c, d, f, k**) Data represent mean +/- SD; **** P ≤ 0.0001.

**Extended Table 1:** ipTM scores for predicted interactions between Pdr3 and the N-terminal 50 residues of nuclear-localized mitochondrial proteins. The list of mitochondrial protein precursors was obtained from Shakya *et al*., 2021. Only N-terminal MTS-containing proteins are included.

Target	pTM	ipTM
Mge1	0.84	0.61
Rex2	0.84	0.36
Abf2	0.84	0.37
Fmp16	0.84	0.45
Kgd2	0.84	0.35
Mdh1	0.81	0.37
Sdh2	0.83	0.31
Ilv2	0.83	0.34
Lsc2	0.83	0.38
Pdb1	0.84	0.34
Yml6	0.83	0.3
Ilv6	0.83	0.34
Hem15	0.84	0.54
Dld2	0.83	0.31
Lpd1	0.81	0.28

## Supplementary Material

Supplementary Figure 1

Supplementary Figure 2

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

## Figures and Tables

**Fig. 1:**
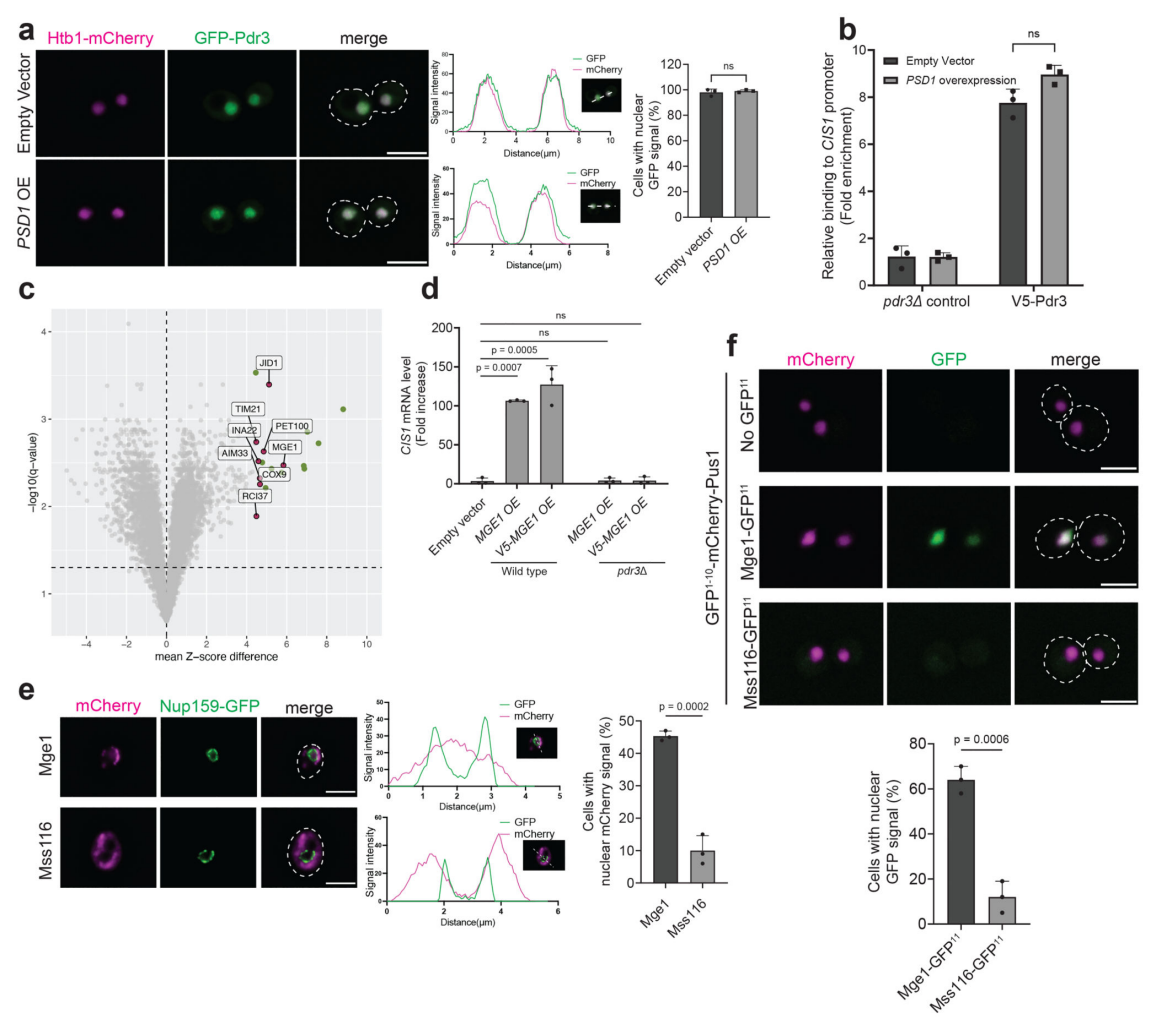
Genetic screen identifies Mge1 as a potential activator of Pdr3. (**a**) Images of cells expressing *P_TEF2_-GFP-PDR3* and the nuclear marker *HTB1-mCherry* under control (empty vector) and impaired mitochondrial protein import (*PSD1^OE^*) conditions. Fluorescence intensity profile along the dashed line is shown. Scale bars, 5 μm. Quantification of cells with nuclear GFP is shown on the right. Images were acquired from three independent experiments (100 cells each); Two-tailed t-test. ns, not significant. OE, overexpression. (**b**) ChIP analysis of *pdr3*Δ cells or cells expressing *P_TEF2_-V5-PDR3* under control (empty vector) and impaired protein import (*PSD1^OE^*) conditions. Pdr3's binding to the promoter of *CIS1* was normalized over *HMR*. n = 3 biological replicates; One-way analysis of Variance (ANOVA) followed by Tukey's test. ns, not significant. (**c**) Volcano plot of the overexpression screen. Positive values of mean Z-score difference indicate increased expression of the mitoCPR reporter. The top 20 ORFs are highlighted: green=non-mitochondrial, magenta=mitochondrial. (**d**) *CIS1* mRNA levels were assessed in control cells (empty vector), or cells overexpressing either *MGE1* or *2V5-MGE1* for 4 hours in the presence or absence of *PDR3*. n=3 biological replicates; One-way ANOVA followed by Dunnett's test. ns, not significant; OE, overexpression. (**e**) Images of cells expressing the nuclear envelope marker Nup159-GFP and either Mge1-mCherry or Mss116-mCherry (Overexpressed from the *GAL1-10* promoter for 4 hours). Fluorescence intensity profile along the dashed line is shown. Scale bars, 5 μm. Quantification of cells with nuclear mCherry from three independent experiments (30 cells each; Two-tailed t-test) is shown on the right. (**f**) Images of cells expressing the nuclear protein GFP^1-10^-mCherry-Pus1 alone or with either Mge1-GFP^11^ or Mss116-GFP^11^ (Overexpressed from the *GAL1-10* promoter for 4 hours). Scale bars, 5 μm. Quantification are from three independent experiments (50 cells each; Two-tailed t-test). (**a,b,d,e,f**) Data represent mean +/- SD.

**Fig. 2:**
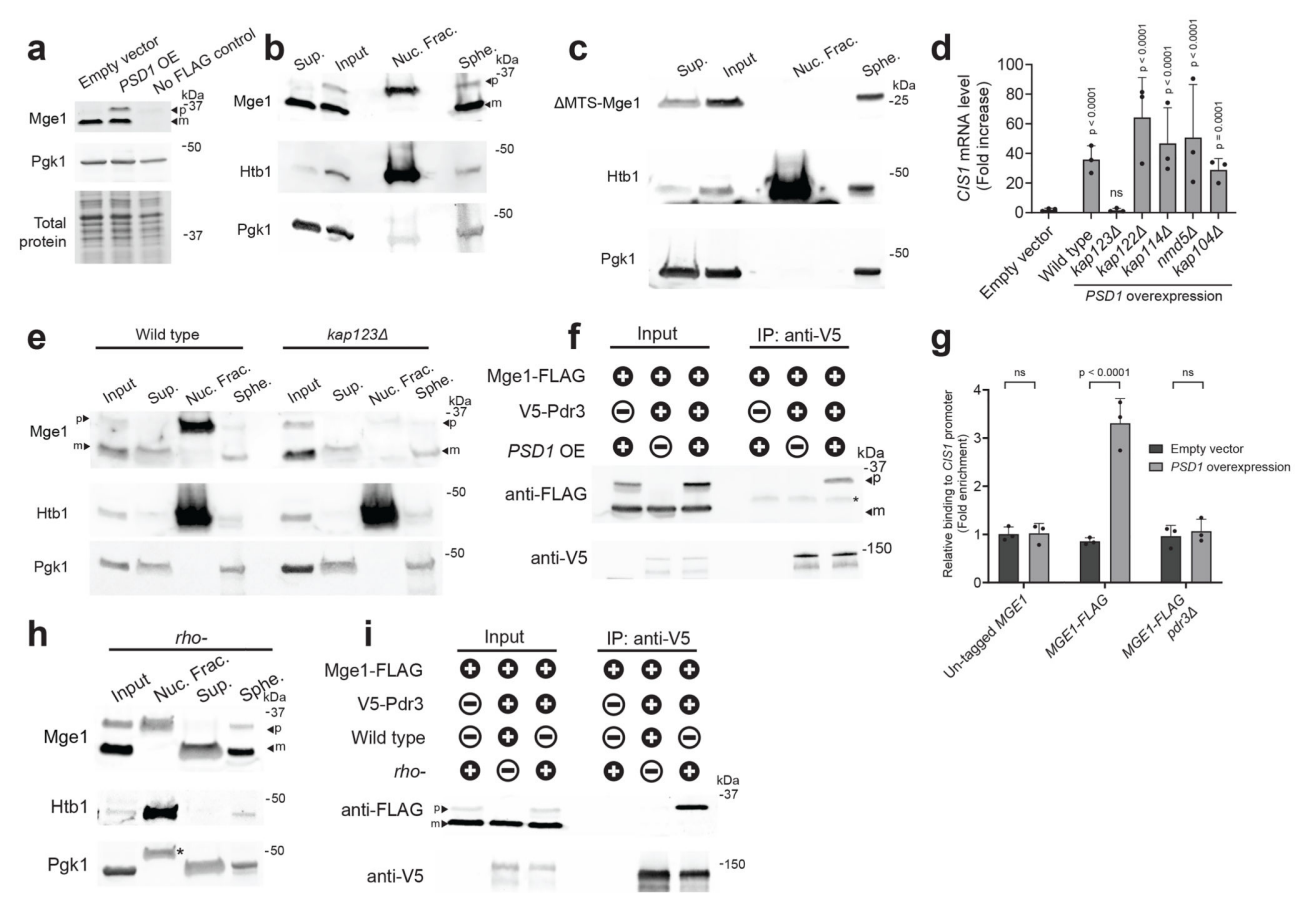
The endogenous Mge1 precursor translocates to the nucleus and binds pdr3. **(a)** Immunoblot of Mge1-FLAG in empty vector and *PSD1^OE^* cells. Cells with no FLAG tag served as a control. p, precursor; m, mature; OE, overexpression. (**b,c**) Immunoblot of Mge1-FLAG (b) and ΔMTS-Mge1-FLAG (c) in cellular fractions from *PSD1^OE^* cells (4 hours). Htb1-mCherry and Pgk1serve as nuclear and cytosolic markers, respectively. Input and spheroplasts (Sphe.) represent total cell lysates, before and after cell wall digestion. Supernatant (Sup.) =post-nuclear supernatant; Nuc. Frac, nuclear fraction; p, precursor; m, mature. (**d**) *CIS1* mRNA levels in wild-type and importin β-deletion strains under conditions with impaired protein import (*PSD1^OE^* for 4 hours). Wild-type strain under control (empty vector) conditions is included. n=3 biological replicates; One-way ANOVA followed by Dunnett's test. (**e**) same as in (b); untagged Mge1 was detected using Mge1 antiserum in wild-type and *kap123*Δ cells. (**f**) V5-Pdr3 immunoprecipitation from cells expressing *MGE1-FLAG* under control or protein import stress conditions (*PSD1^OE^*). The asterisk indicates a nonspecific band. OE, overexpression; p, precursor form; m, mature form. (**g**) ChIP analysis of cells expressing *MGE1* or *MGE1-FLAG* under control (empty vector) and protein import stress (*PSD1^OE^*) conditions. Mge1's association with the *CIS1* promoter was normalized over the *HMR* locus. n = 3 biological replicates; two-way ANOVA followed by Šídák's test. (**h**) Immunoblot of Mge1-FLAG in cellular fractions from *rho-* cells. Htb1-HA-turboID and Pgk1 serve as nuclear and cytosolic markers, respectively. Input and spheroplasts (Sphe.) represent total cell lysates, before and after cell wall digestion. Supernatant (Sup.) =post-nuclear supernatant; Nuc. Frac, nuclear fraction; p, precursor; m, mature. The asterisk indicates Htb1-HA signal residue on the Pgk1 blot. (**i**) Same as in (f). V5-Pdr3 was immunoprecipitated from wild-type and *rho-* cells. (**d, g**) Data represent mean +/- SD; ns, not significant.

**Fig. 3:**
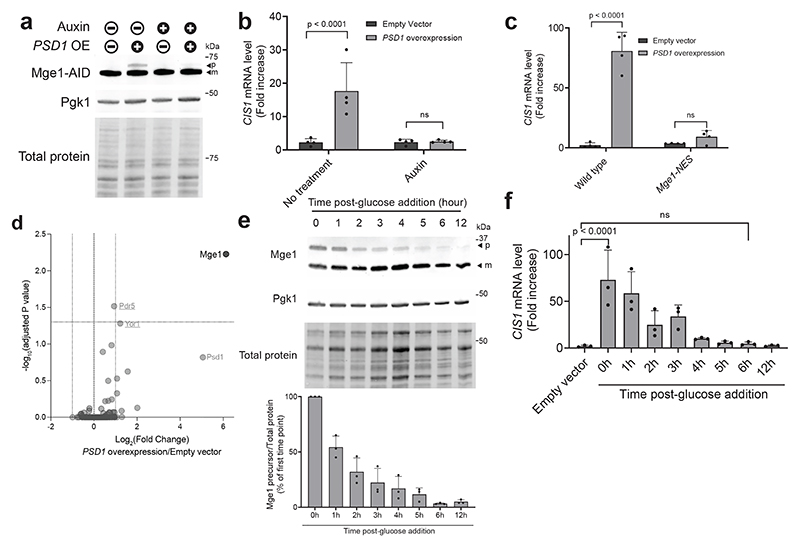
Mge1 is essential for mitoCPR activation. **(a)** Immunoblot of Mge1-Myc-AID under control (empty vector) and protein import stress (*PSD1^OE^*) conditions. Degradation of Mge1 was induced by auxin treatment (1mM indole-3-acetic acid) for one hour followed by 4 hours of *PSD1^OE^* in the presence of auxin. p, precursor. m, mature. OE, overexpression. (**b**) Analysis of *CIS1* mRNA levels in the same strains and conditions as in (a). n=4 biological replicates; one-way ANOVA followed by Tukey's test. (**c**) Analysis of *CIS1* mRNA levels in cells expressing Mge1-FLAG or Mge1-NES-FLAG under control (empty vector) and protein import stress conditions (*PSD1^OE^* for 4 hours). n=4 biological replicates; one-way ANOVA followed by Tukey's test. (**d**) V5-Pdr3 was immunoprecipitated using V5-Trap beads and the samples were analyzed by mass spectrometry. The volcano plot displays high-confidence Pdr3 candidate interactors, comparing stressed (*PSD1^OE^*) and non-stressed control (empty vector) conditions. Two-tailed t-test followed by Šidák test. Pdr3-targets which are close to the cutoff values are underlined. (**e,f**) *PSD1* overexpression was induced by galactose and terminated following 4 hours by glucose addition. Mge1-FLAG precursor (e) and *CIS1* mRNA levels (f; One-way ANOVA followed by Dunnett's test) were monitored over 12 hours post-glucose addition. n=3 biological replicates. OE, overexpression; p, precursor; m, mature. (**b, c, e, f**) Data represent mean +/- SD; ns, not significant.

**Fig. 4:**
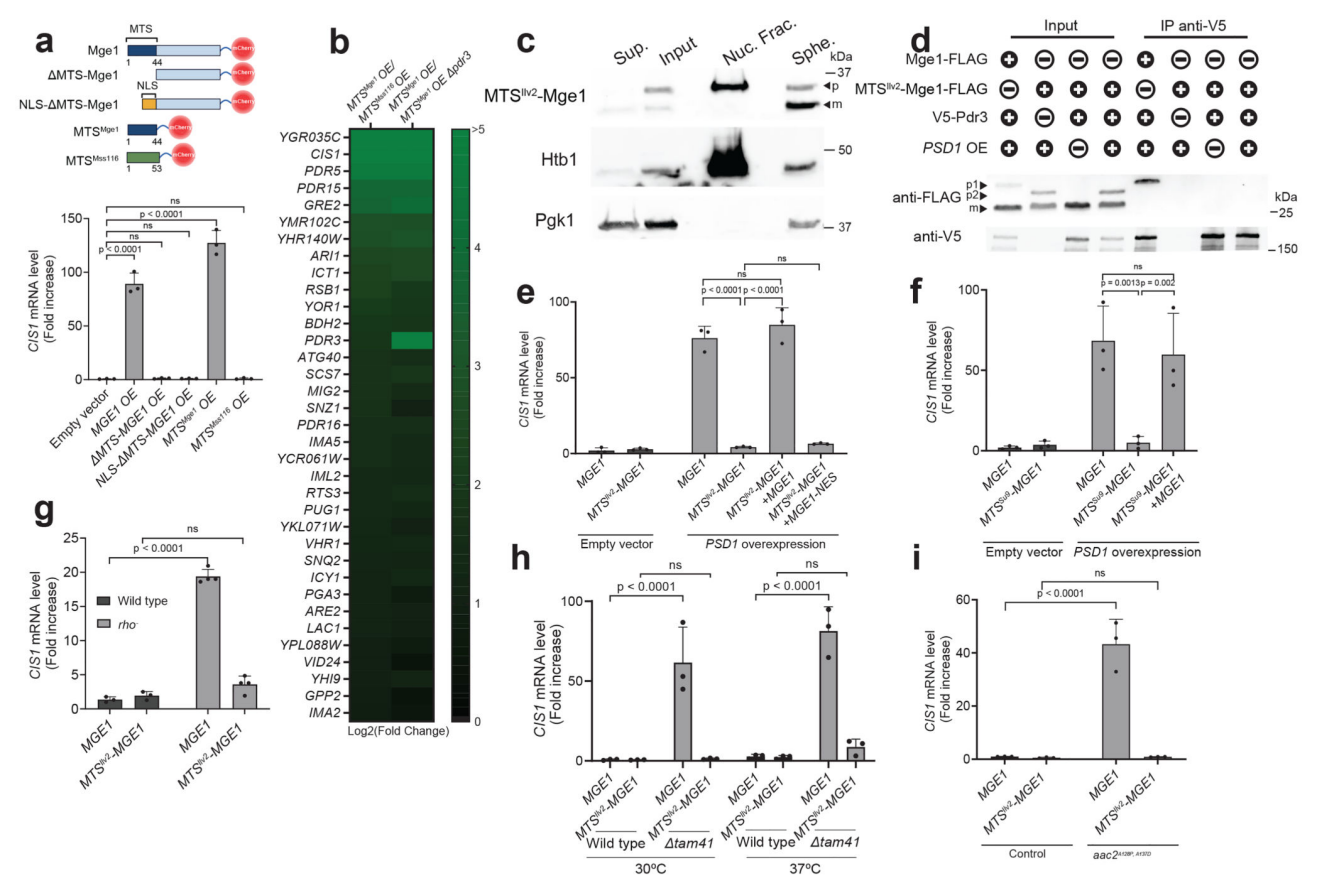
The presequence of Mge1 functions in mitochondria-to-nucleus signaling. (**a**) *CIS1* mRNA levels in empty vector cells and in cells overexpressing Mge1 truncation mutants or the MTS^Mss116^ (4 hours). n=3 biological replicates; one-way ANOVA followed by Dunnett's test. OE, overexpression. (**b**) Heatmap of genes upregulated (log2 fold change ≥ 1, adjusted p value ≤ 0.05; Wald test in *DESeq2*) in cells overexpressing *MTS^Mge1^-mCherry* compared to *MTS^Mss116^-mCherry*. The differential expression of these genes in wild-type versus *pdr3*Δ backgrounds overexpressing *MTS^Mge1^-mCherry* is shown on the right. Dubious ORFs and *MGE1* were excluded from the analysis. OE, overexpression. (**c**) Immunoblot analysis of MTS^Ilv2^-Mge1-FLAG in cellular fractions from *PSD1^OE^* cells. Htb1-mCherry and Pgk1serve as nuclear and cytosolic markers, respectively. Input and spheroplasts (Sphe.) represent total cell lysates, before and after cell wall digestion. Supernatant (Sup.) =post-nuclear supernatant; Nuc. Frac, nuclear fraction; p, precursor; m, mature. (**d**) V5-Pdr3 immunoprecipitation from cells expressing either *MGE1-FLAG* or *MTS^Ilv2^-MGE1-FLAG* grown under control and *PSD1^OE^* (4 hours) conditions. p1, Mge1-FLAG precursor. p2, MTS^Ilv2^-Mge1-FLAG precursor. m, mature. (**e**) *CIS1* mRNA levels in cells expressing wild-type *MGE1* and *MTS^Ilv2^-MGE1*, under control (empty vector) and *PSD1^OE^* (4 hours) conditions. *MTS^Ilv2^-MGE1* cells were reintroduced with wild-type *MGE1-mCherry* (*MTS^Ilv2^-MGE1*+*MGE1*) or *MGE1-NES-FLAG* (*MTS^Ilv2^-MGE1*+*MGE1-NES*). n=3 biological replicates; one-way ANOVA followed by Tukey's test. (**f**) same as (e) in *MTS^SU9^-MGE1* cells. (**g,h**) *CIS1* mRNA levels in *MGE1* or *MTS^Ilv2^-MGE1* cells in wild-type, *rho^-^* (g), or *tam41*Δ (h) backgrounds (analyzed at 30°C or 37°C for *tam41*Δ). n=3 biological replicates; one-way ANOVA followed by Tukey's test. (**i**) *CIS1* mRNA levels in *MGE1* or *MTS^Ilv2^-MGE1* cells carrying an empty vector or expressing the *aac2^A128P, A137D^* mutant (4 hours). n=3 biological replicates; one-way ANOVA followed by Tukey's test. (**a, e-i**) Data represent mean +/- SD; ns, not significant.

**Fig. 5:**
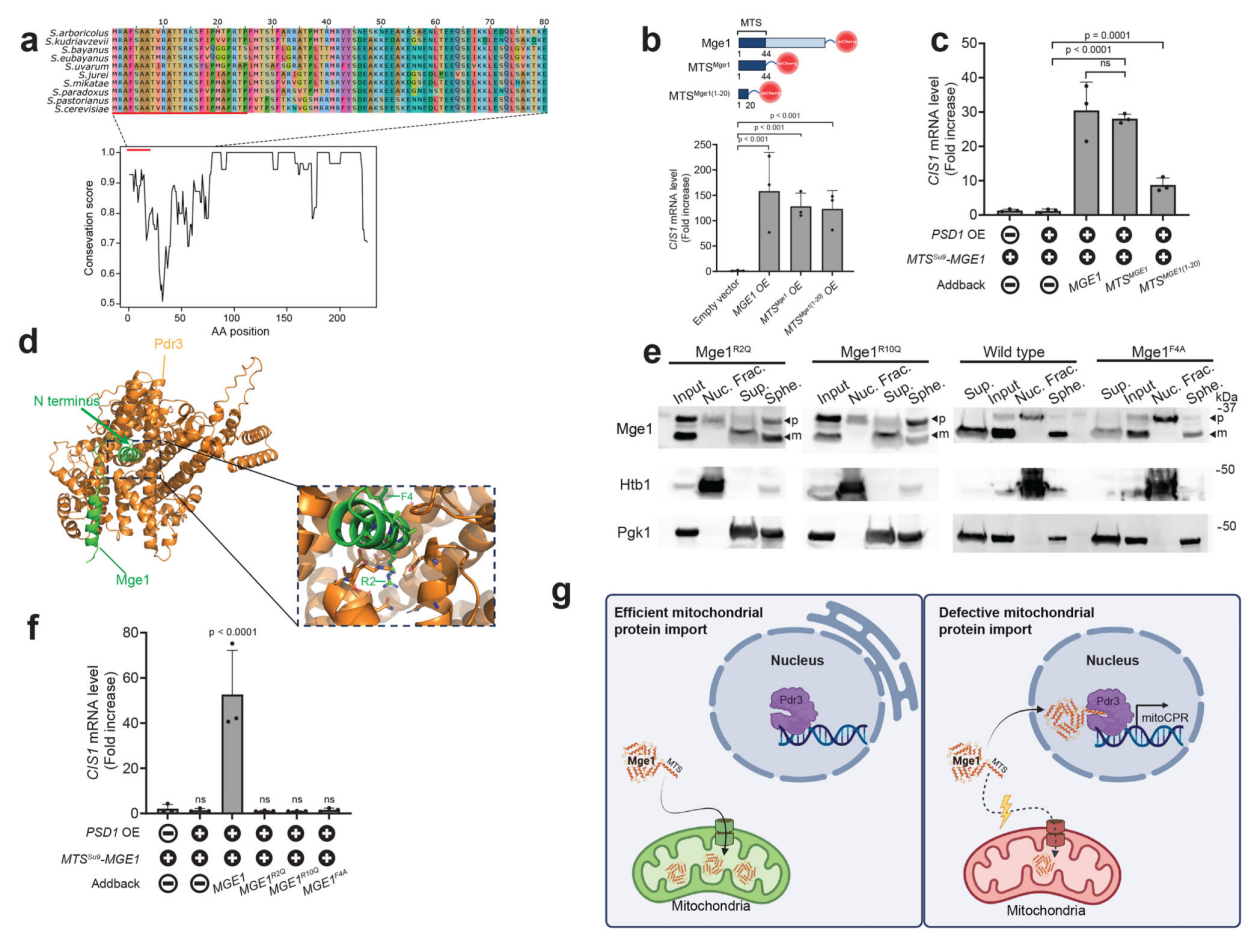
Specific residues in the Mge1's presequence are critical for mitoCPR activation. (**a**) Sequence conservation of Mge1 in *Saccharomyces* species. Bottom- Sliding window (5 amino acids) conservation score for full-length Mge1. Top- Amino acid alignment of the first 80 amino acids (AA). The red line represents the conserved N-terminus. (**b**) *CIS1* mRNA levels in empty vector cells or cells overexpressing *MGE1-mCherry, MTS^Mge1^-mCherry*, or *MTS^Mge1(1-20)^-mCherry* (4 hours). n=3 biological replicates; one-way ANOVA followed by Dunnett's test; OE, overexpression. (**c**) *CIS1* mRNA levels in *MTS^SU9^-MGE1-FLAG* cells under control (empty vector) or *PSD1^OE^* (4 hours) conditions, in the presence or absence of *MGE1-mCherry, MTS^Mge1^-mCherry*, or *MTS^Mge1(1-20)^-mCherry* (under the native *MGE1* promoter). n=3 biological replicates; one-way ANOVA followed by Tukey's test; OE, overexpression. (**d**) AlphaFold3 modeling of the interaction between Pdr3 (residues 86-856, in orange) and the N-terminus of Mge1 (residues 1-60, in green). (**e**) Wild-type and mutants Mge1 in cellular fractions from *PSD1^OE^* cells (4 hours). The *MGE1* genes were expressed from their native promoter in *MTS^Ilv2^-MGE1-mCherry* cells. Htb1-mCherry and Pgk1 serve as nuclear and cytosolic markers, respectively. Input and spheroplasts (Sphe.) represent total cell lysates, before and after cell wall digestion. Supernatant (Sup.) =post-nuclear supernatant; Nuc. Frac, nuclear fraction; p, precursor; m, mature. (**f**) No addback or addback of wild-type or mutant *MGE1-FLAG* (expressed from the *MGE1* promoter) were introduced into *MTS^SU9^-MGE1-FLAG* cells. *CIS1* mRNA levels were analyzed in empty vector and *PSD1^OE^* (4 hours) cells. n=3 biological replicates; one-way ANOVA followed by Dunnett's test; OE, overexpression. (**g**) A model for mitoCPR activation mechanism. Under basal conditions, the mitochondrial targeting sequence (MTS) of Mge1 mediates its import into the mitochondria. Under conditions with impaired import stress, Mge1 is translocated into the nucleus, where its MTS binds and activates Pdr3. (**b, c, f**) Data represent mean +/- SD; ns, not significant.

## Data Availability

All data supporting the findings of this study are available within the paper and its Supplementary Information. Supplementary Figure 1 contains verification of yeast strains described in the Methods section (“Yeast strain construction”). Full version of all gels and blots is provided in Supplementary Figure 2. Source data for the overexpression screen are provided in Supplementary Table 1. Mass spectrometry (associated with Fig. 3d and Extended Data Fig. 6f) have been deposited to the ProteomeXchange Consortium via the PRIDE^86^ with the dataset identifier PXD066688 (publicly available through: https://www.ebi.ac.uk/pride/archive/projects/PXD066688). Source data for the mass spectrometry are also provided in Supplementary Table 2. RNA sequencing data (associated with Fig. 4b and Extended Data Fig. 6c) can be accessed via the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE303345. Source data for these RNA-seq analysis are also provided in Supplementary Table 3-5. Source data behind all graphs are provided. There are no restrictions on data availability.

# Supplementary material for: A direct role for a mitochondrial targeting sequence in signaling stress
**Source:** Nature. Author manuscript; Available in PMC 2026 Feb 4.
**Supplement:** Supplementary Figure 1

---

## Supplementary information

---

# A direct role for a mitochondrial targeting sequence in signalling stress

---

In the format provided by the  
authors and unedited

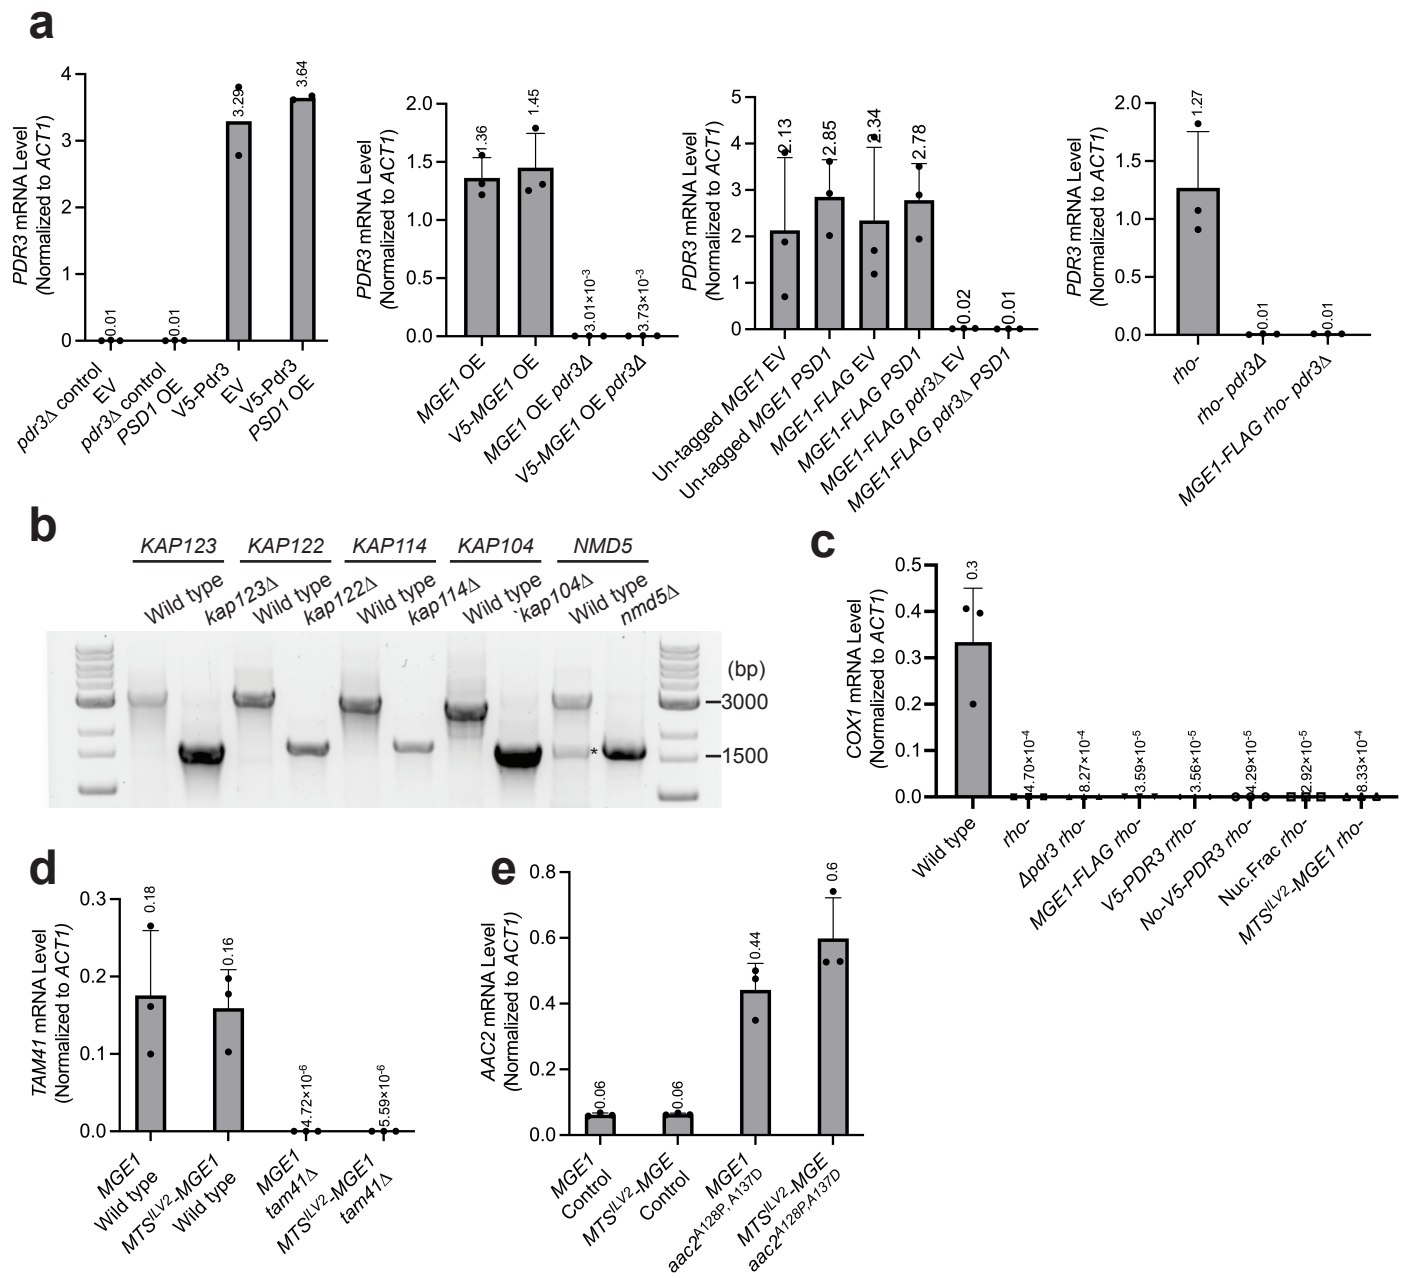

**Supplementary Fig. 1 | Verification of yeast strains. (a)** QPCR analyses of *PDR3* mRNA levels in the *PDR3* deletion strains used in this study (Fig.1b, Fig.1d, Fig. 2g, Extended Data Fig. 1c, Extended Data Fig. 1h, Extended Data Fig. 4d and Extended Data Fig. 4f). Absolute mRNA levels of *PDR3* and the reference gene *ACT1* were calculated based on a standard curve. At least 2 biological replicates were tested for strains used in Fig. 1b and Extended Data Fig. 1c. For other strains, n = 3 biological replicates. **(b)** DNA was extracted from wild-type yeast and from strains carrying deletions of importin- $\beta$  genes used in this study (n= 1 biological replicate; Fig 2d-e and Extended Data Fig. 3g). Open reading frames (ORFs) of the various importin- $\beta$  genes were PCR-amplified and analyzed by gel electrophoresis (primer sequences are details in Supplementary Table 8). The size of the amplified product distinguished between the wild-type gene ORF and the *KanMX* deletion cassette, which was integrated by homologous recombination to replace the corresponding gene (*KanMX* deletion cassette-1560 bp, *KAP123*-3342 bp, *KAP122*-3246 bp, *KAP114*-3015 bp, *KAP104*-2757 bp, *NMD5*-3144 bp). The asterisk indicates a non-specific PCR product. **(c)** The mRNA levels of *COX1*, a mitochondrial DNA-encoded gene, were analyzed by qPCR to verify the genotype of the *rho*- strains used in this study (Fig. 2h, 2i, Fig. 4g, Extended Data Fig. 3e-k, Extended Data Fig. 6j). Absolute mRNA levels of *COX1* and the reference gene *ACT1* were calculated based on a standard curve. n=3 biological replicates. **(d)** Same as (a) showing *TAM41* mRNA level relative to *ACT1* in wild type cells and *tam41* $\Delta$  cells (Fig. 4h and Extended Data Fig. 6j). **(e)** *AAC2* mRNA level in cells expressing *aac2*<sup>A128P, A137D</sup> and control cells. Absolute mRNA level of *AAC2* and reference gene *ACT1* were calculated based on a standard curve. n=3 biological replicates. (Fig. 4i and Extended Data Fig. 6j). **(a, c-e)** Data are shown as mean  $\pm$  SD.

# Supplementary material for: A direct role for a mitochondrial targeting sequence in signaling stress
**Source:** Nature. Author manuscript; Available in PMC 2026 Feb 4.

Figure 2a

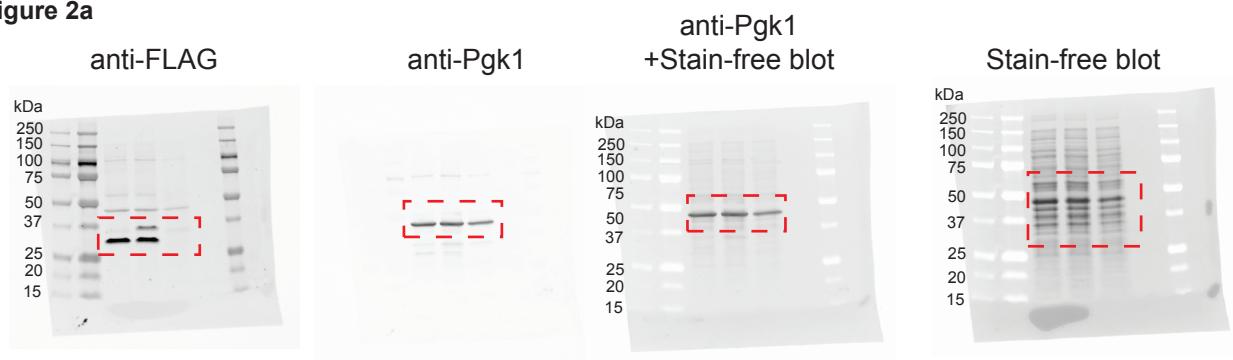

Figure 2b

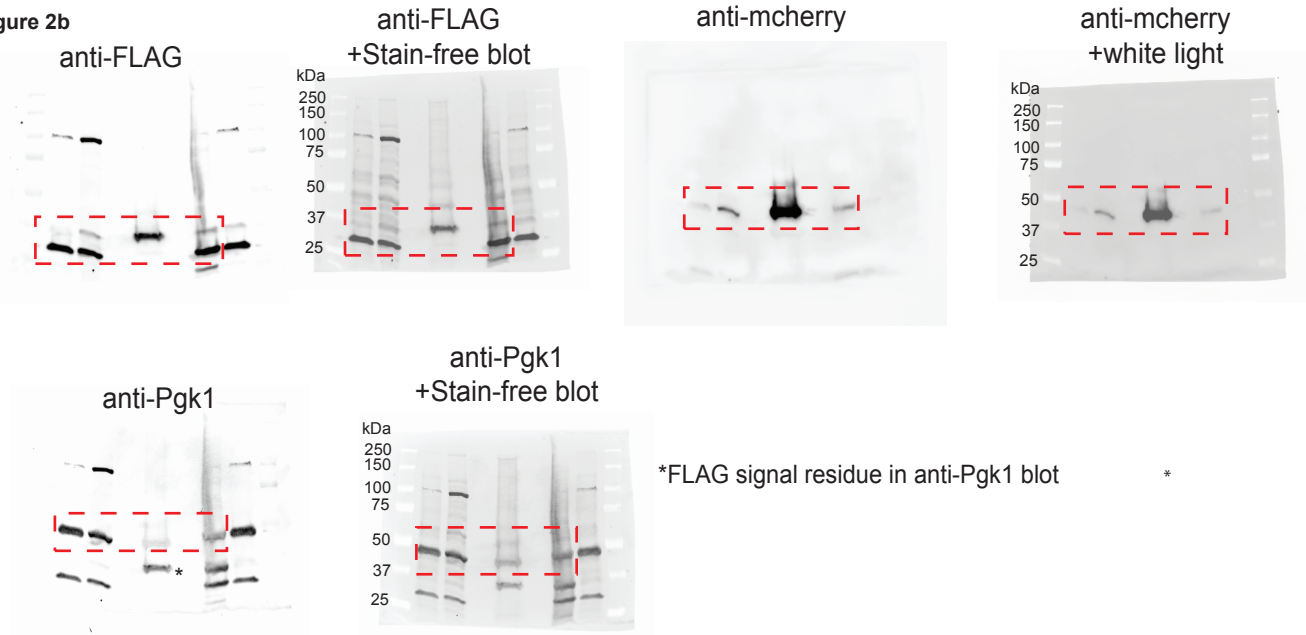

Figure 2c

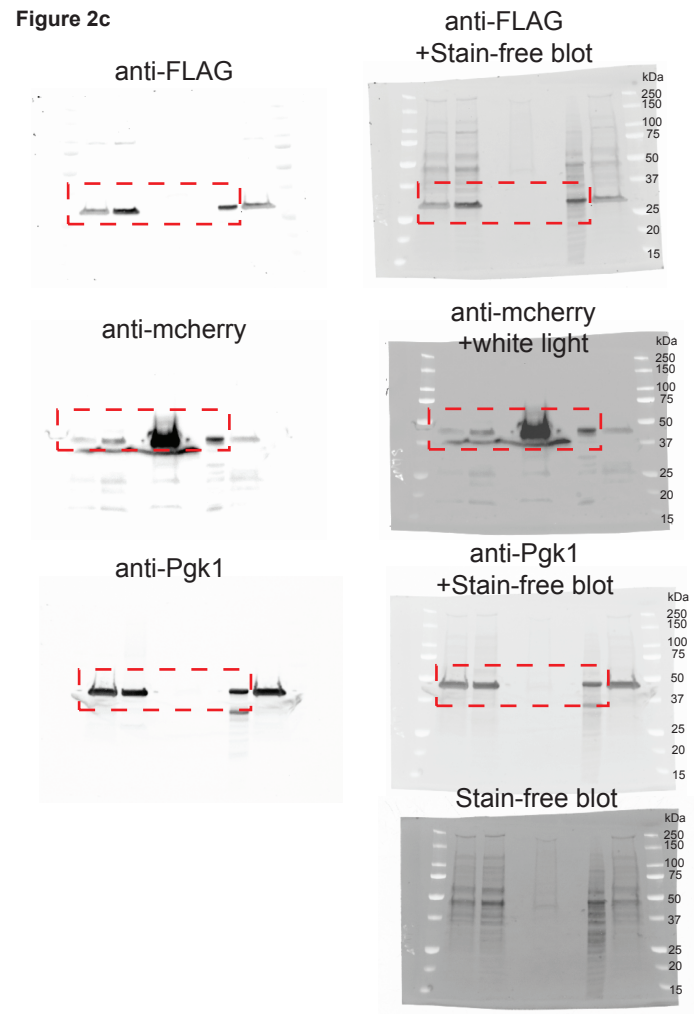

Figure 2e

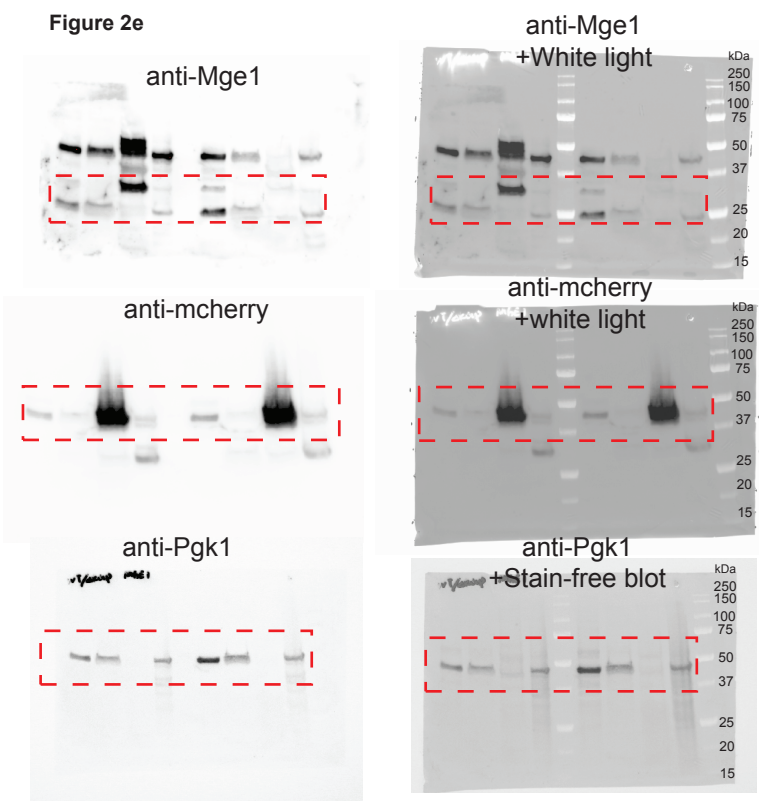

Figure 2f

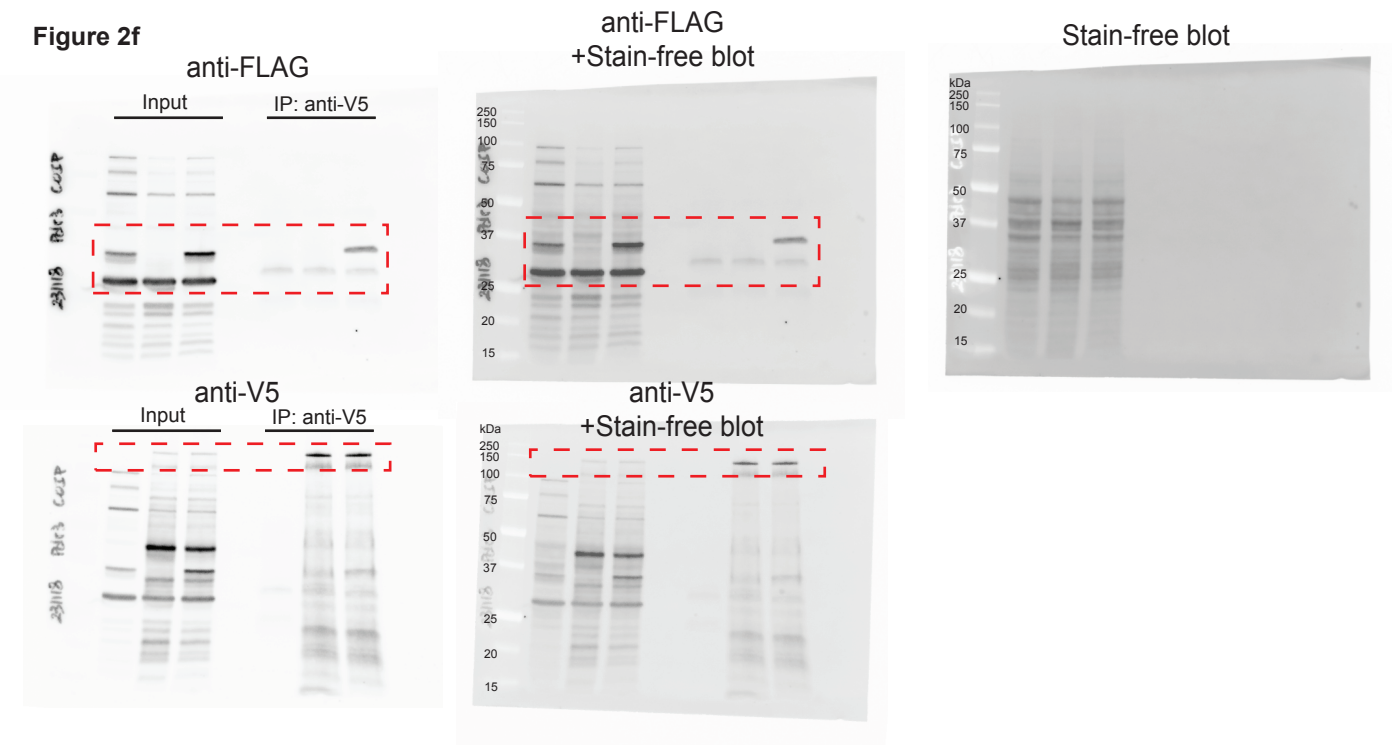

Figure 2h

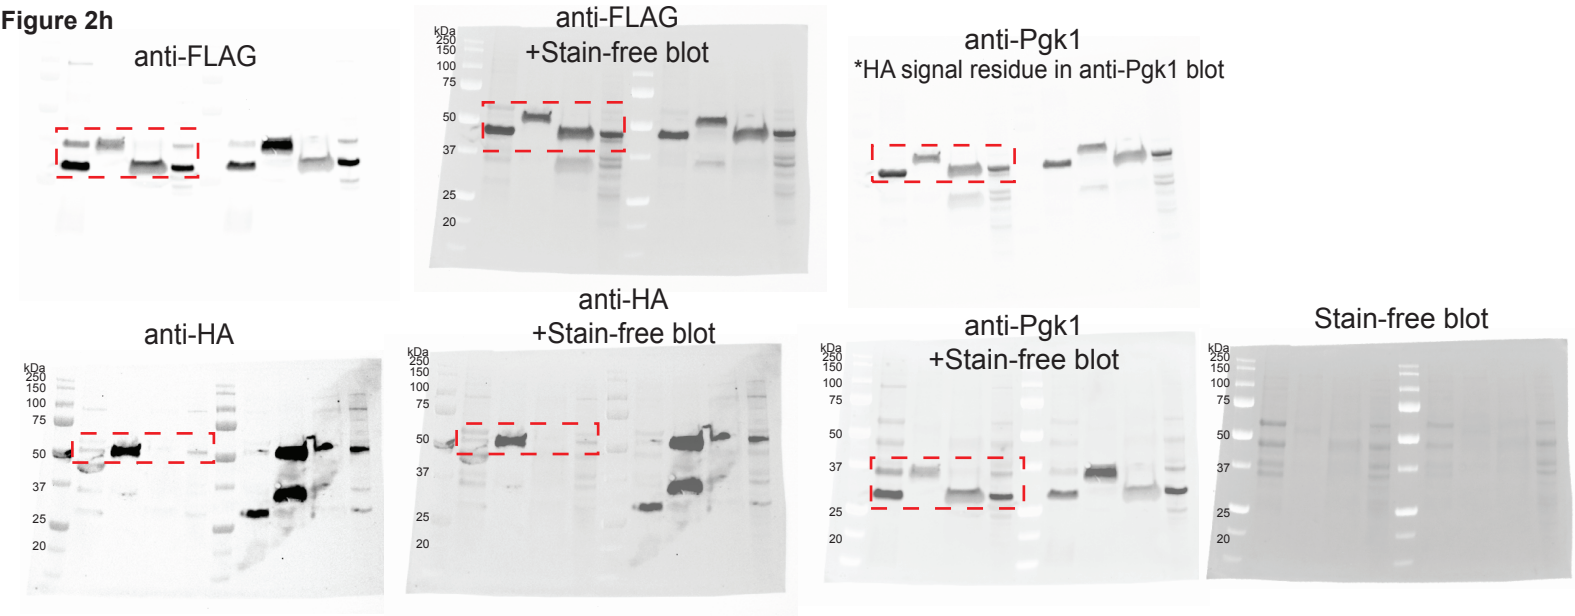

Figure 2i

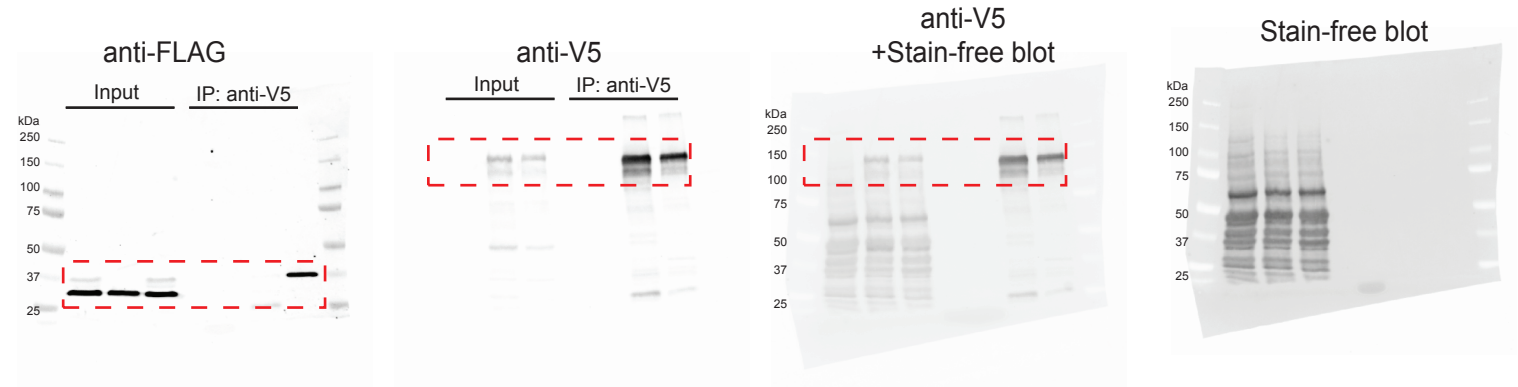

Figure 3a

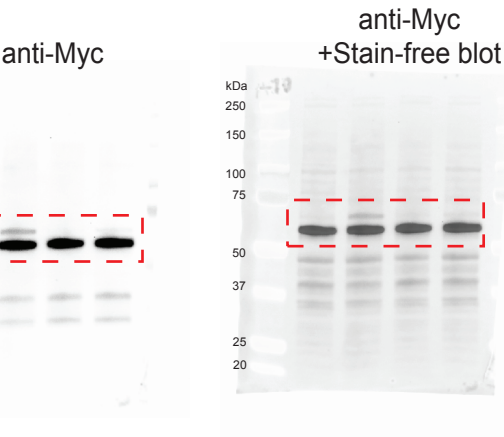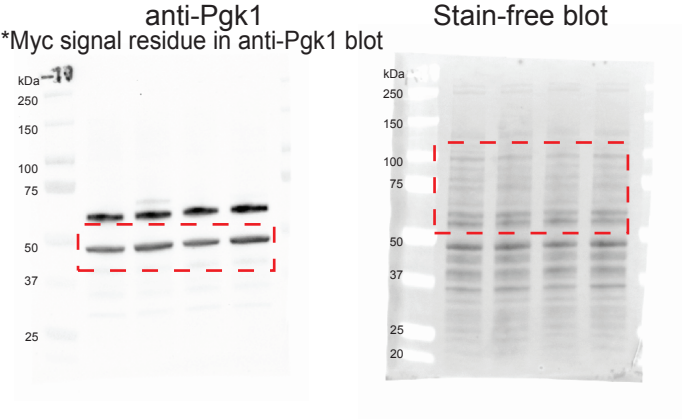

Figure 3e

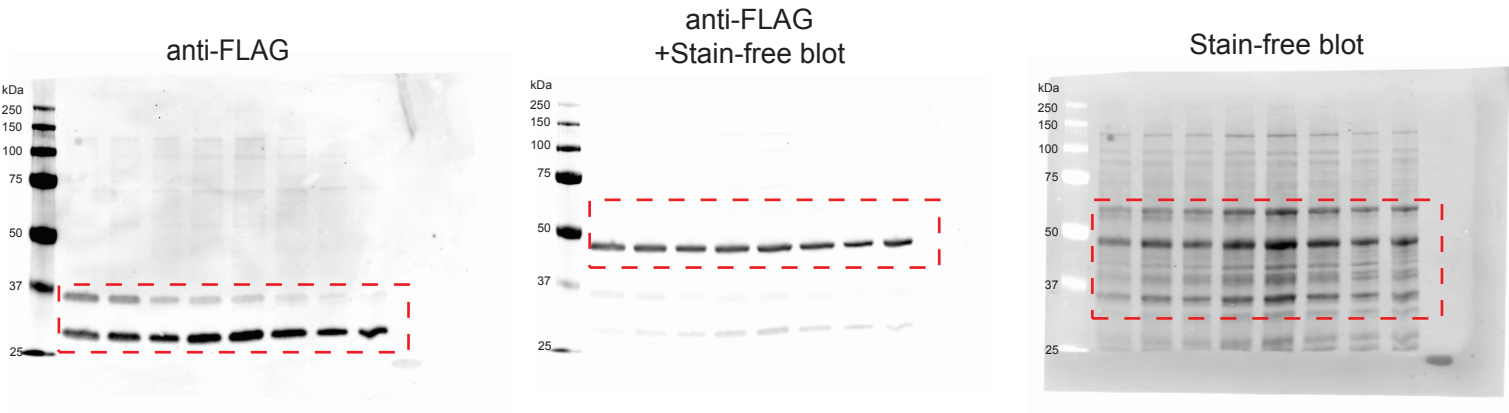

**Figure 4c**

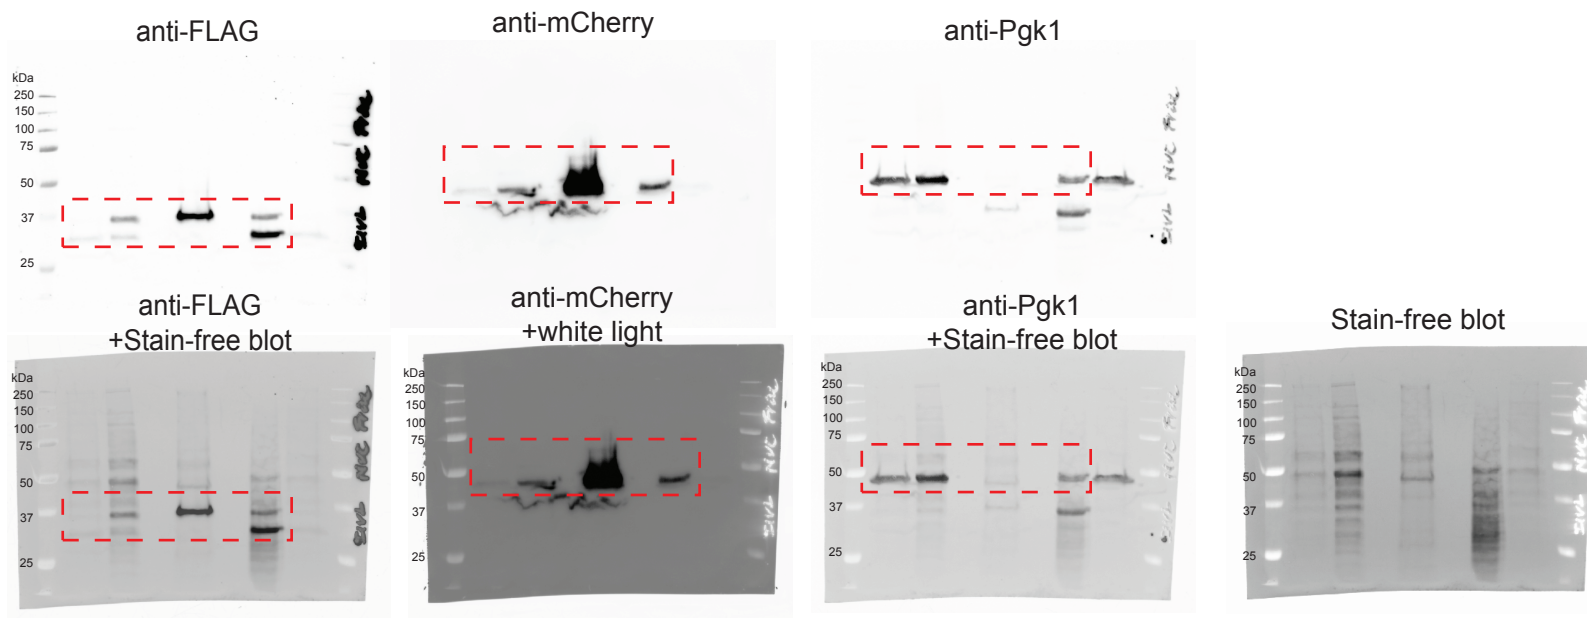

**Figure 4d**

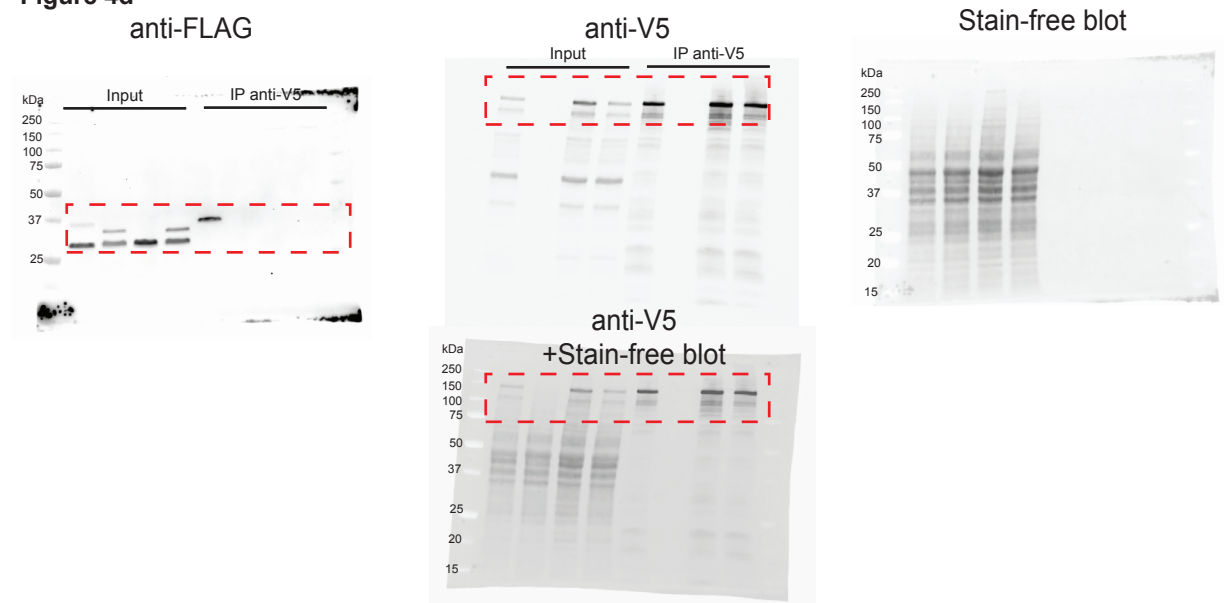

Figure 5e

Mge1<sup>R2Q</sup>

Mge1<sup>R10Q</sup>

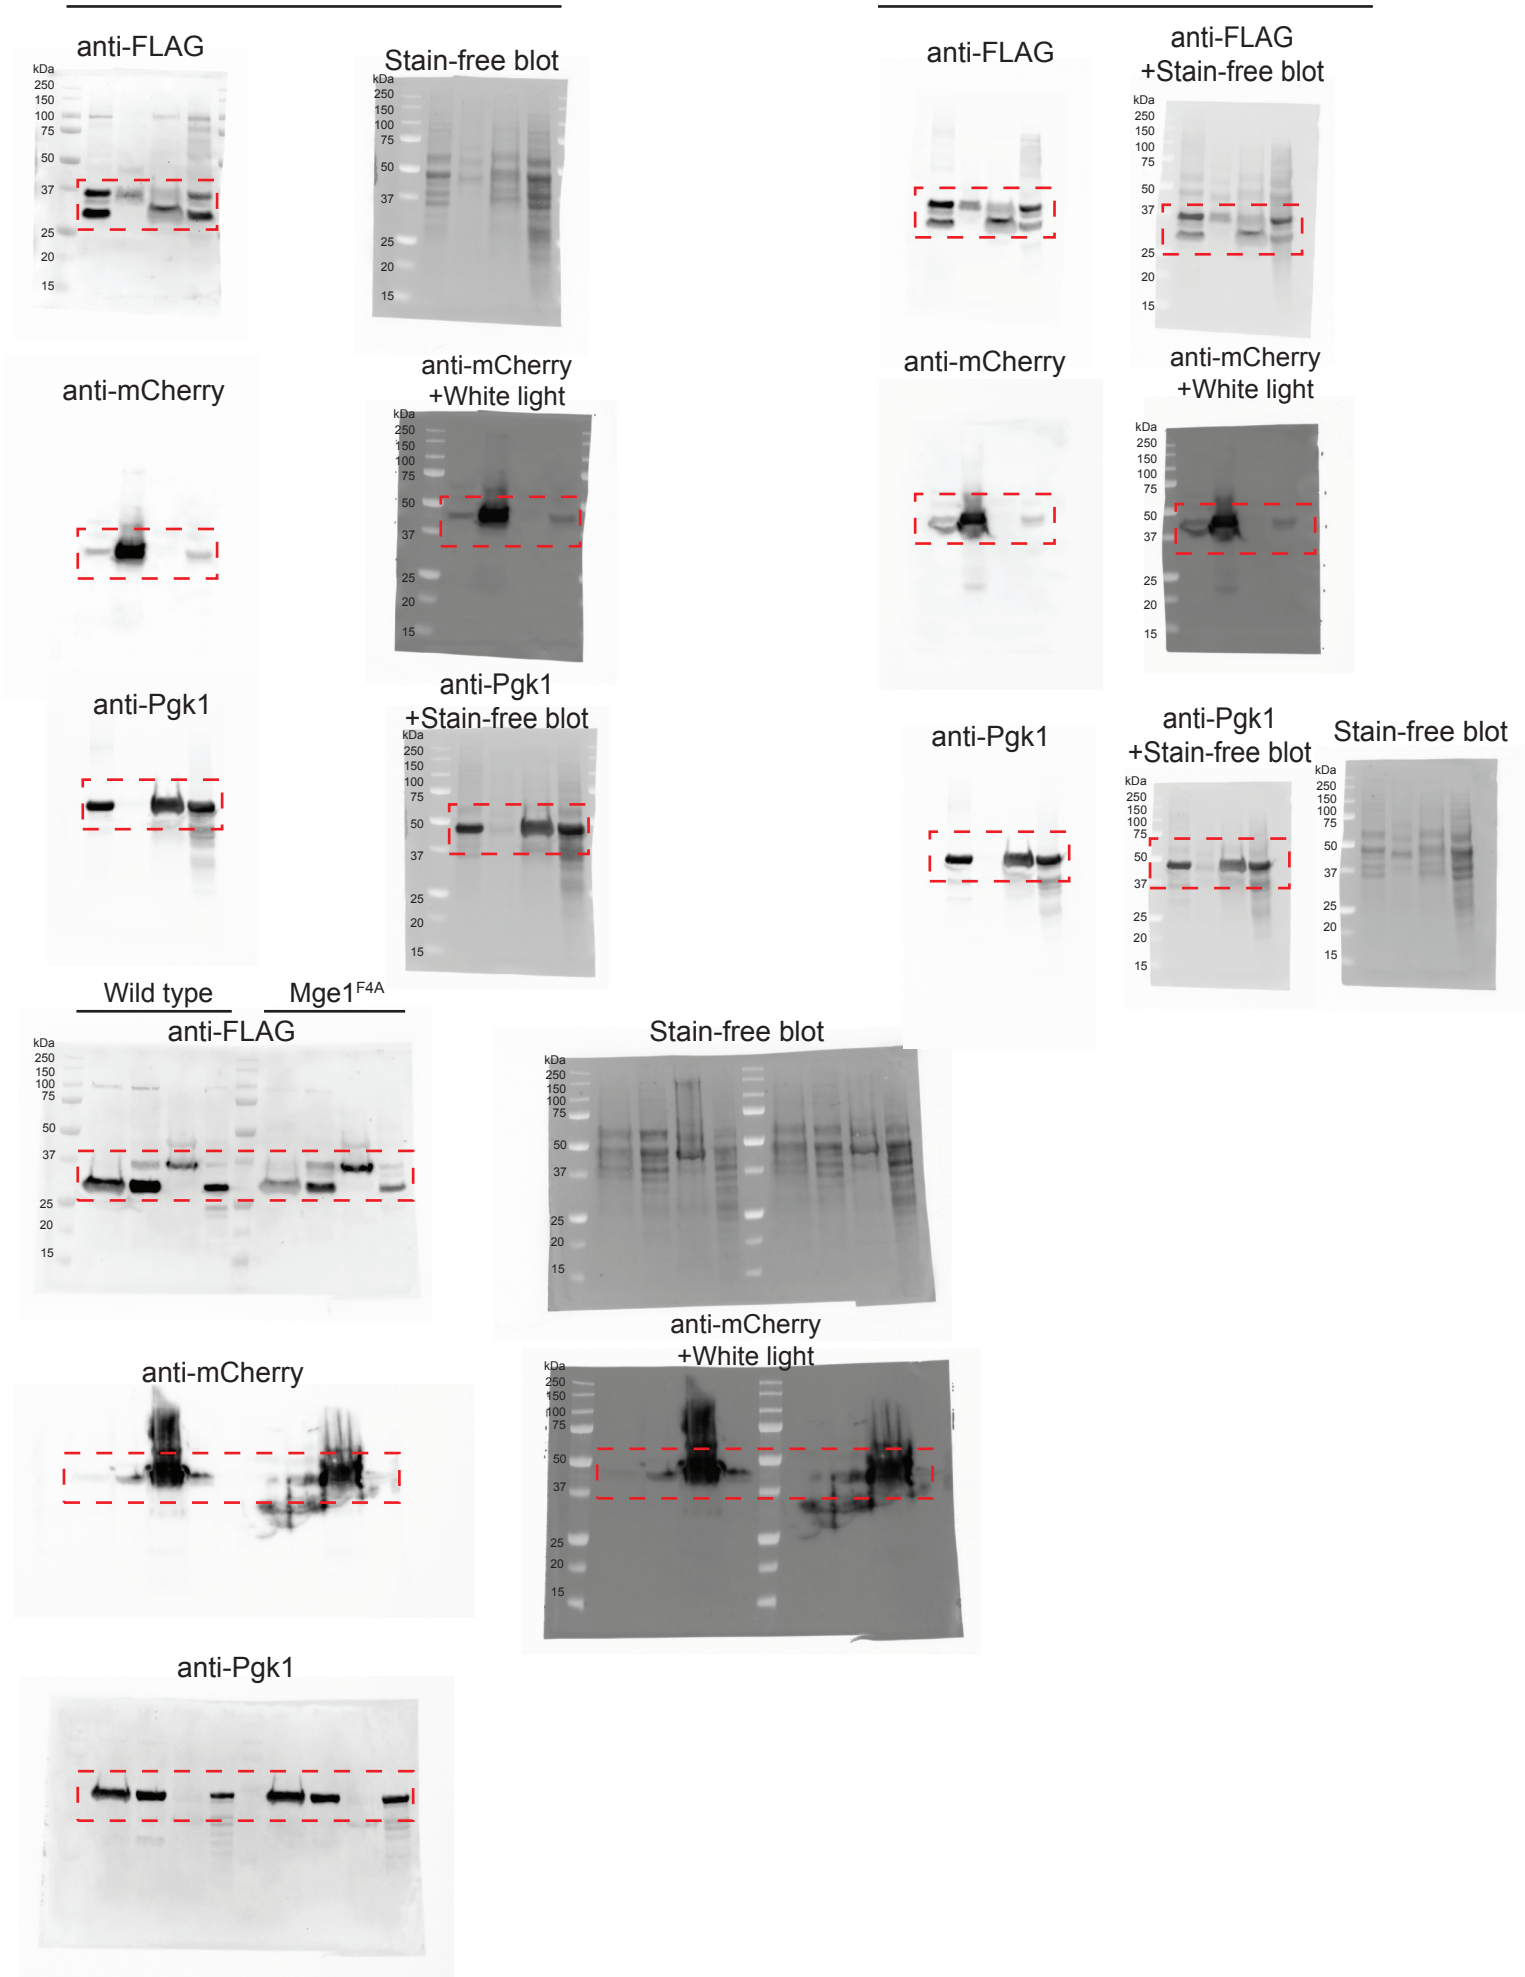

Extended Figure 1h

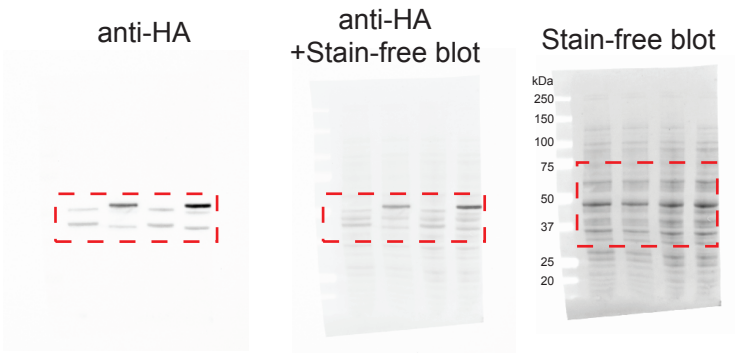

**Extended Figure 3a**

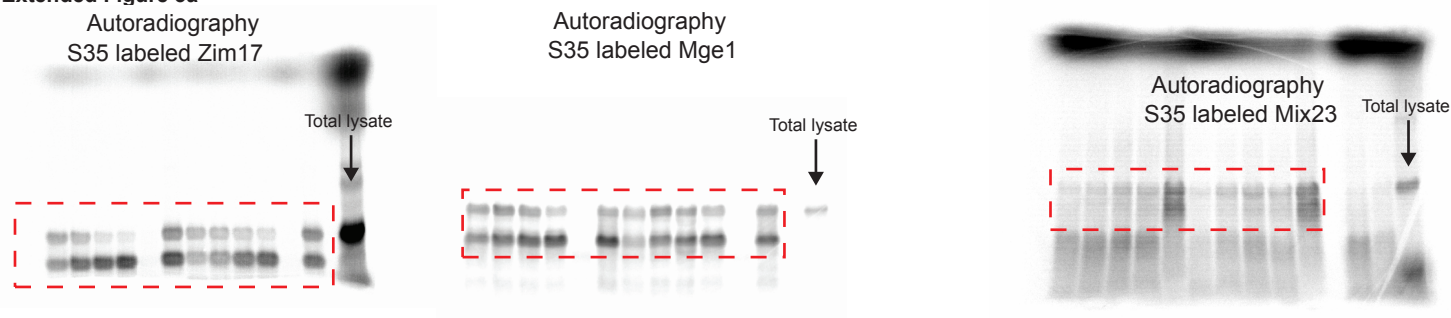

**Extended Figure 3c**

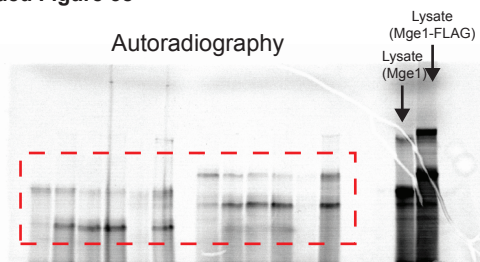

**Extended Figure 3e**

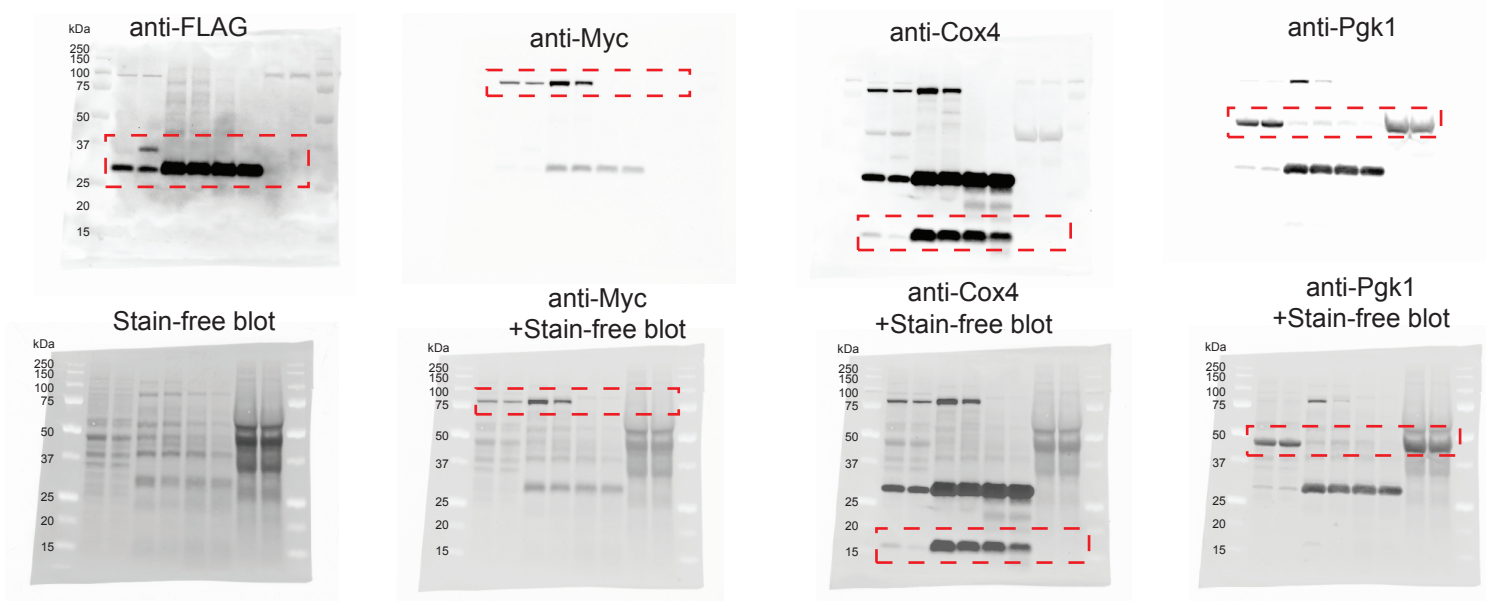

**Extended Figure 3f**

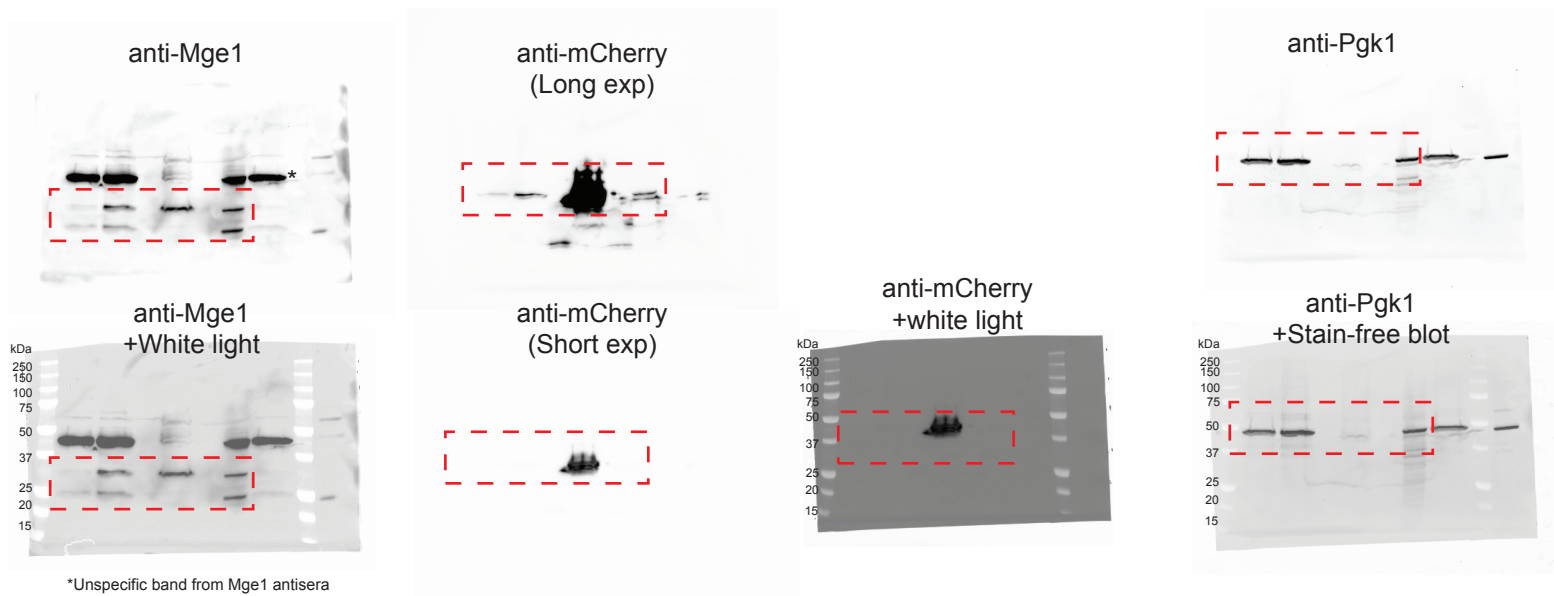

Extended figure 4h

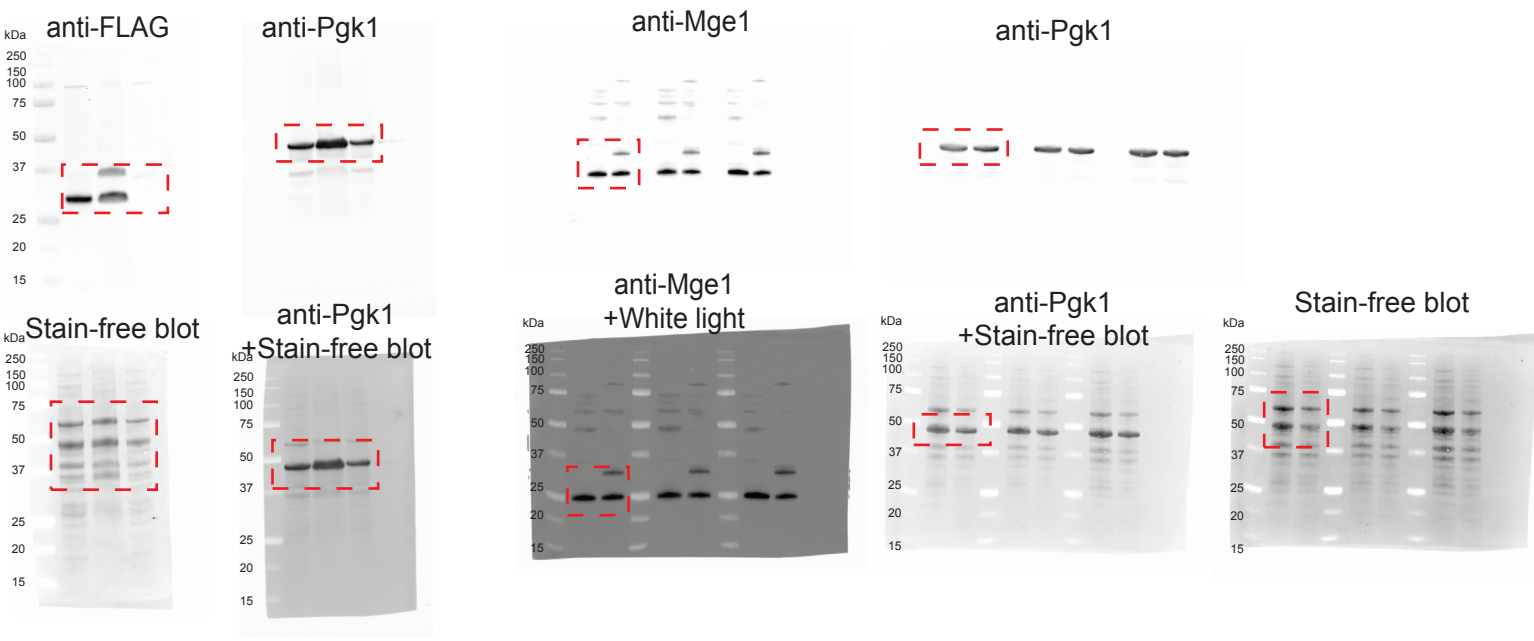

Extended figure 4i

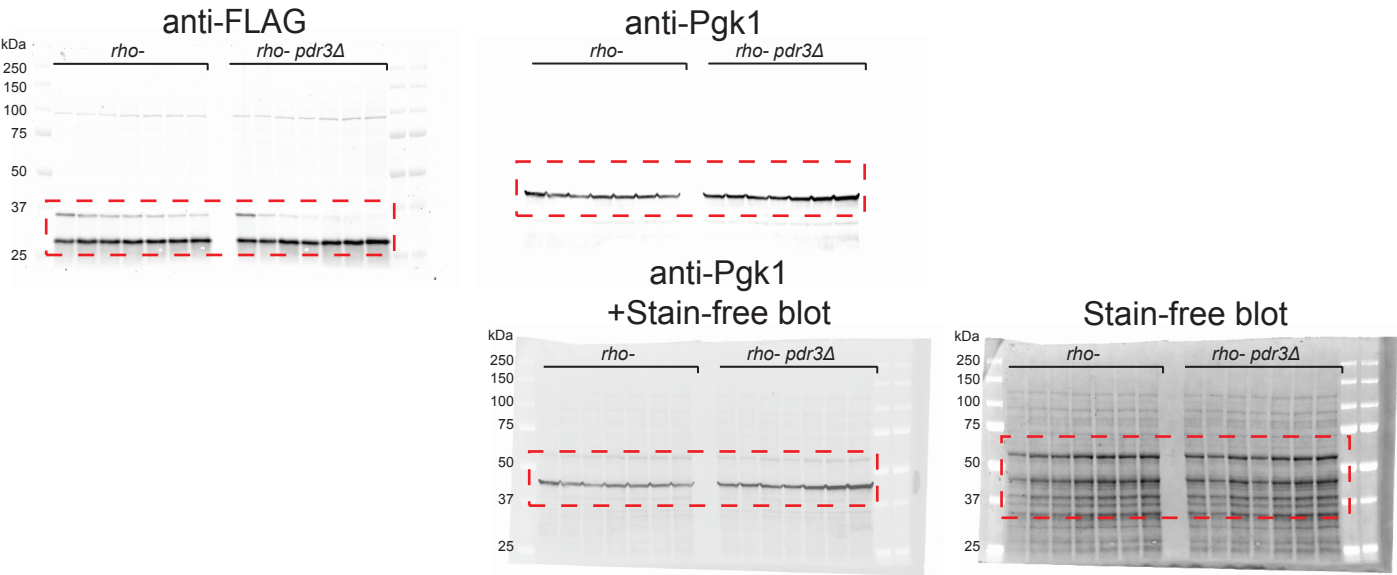

Extended figure 4j

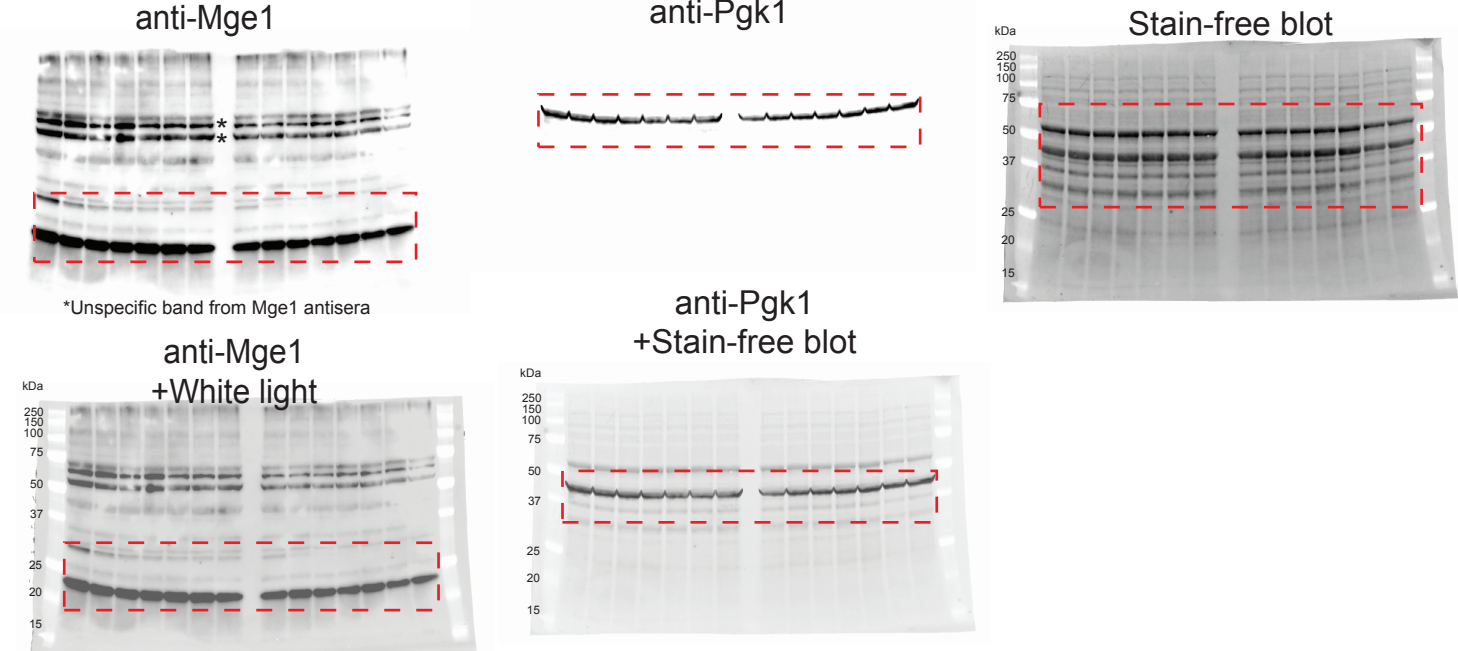

Extended figure 4k

anti-FLAG

+DMSO

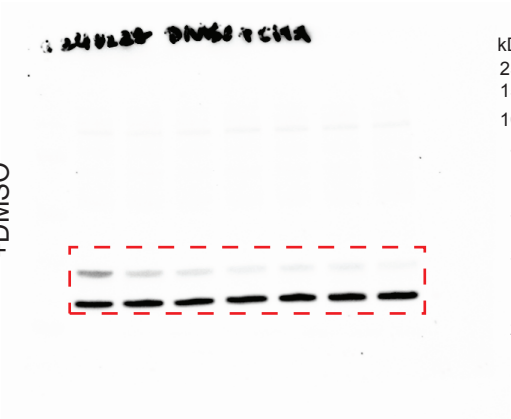

anti-FLAG  
+Stain-free blot

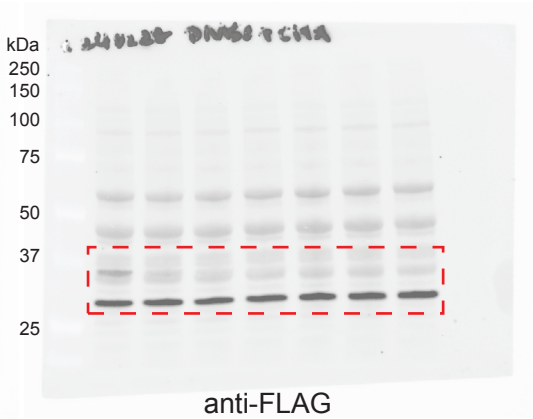

Stain-free blot

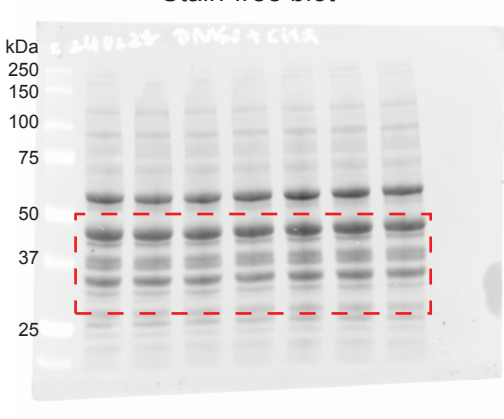

anti-FLAG

+MG132

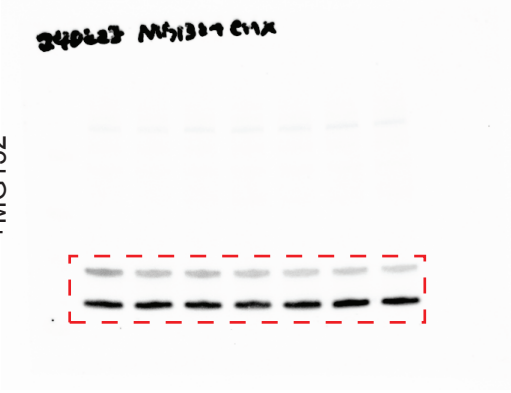

anti-FLAG  
+Stain-free blot

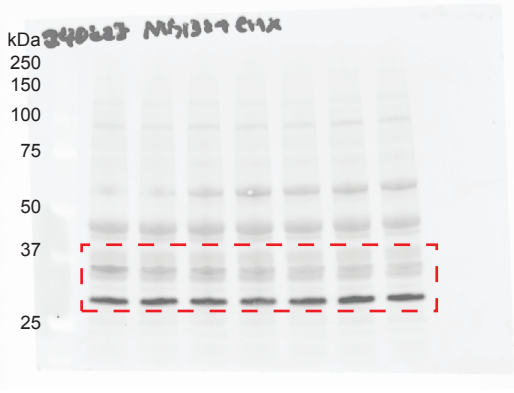

Stain-free blot

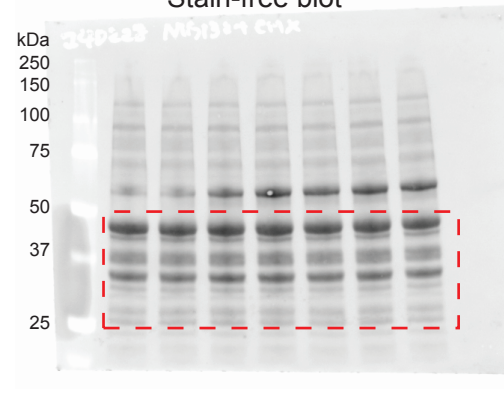

Extended figure 4b

anti-Mge1

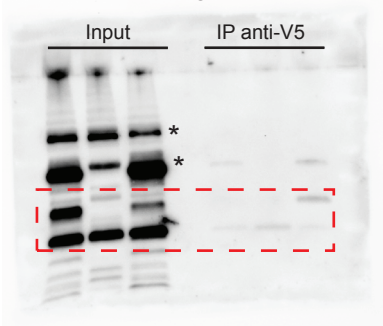

anti-V5

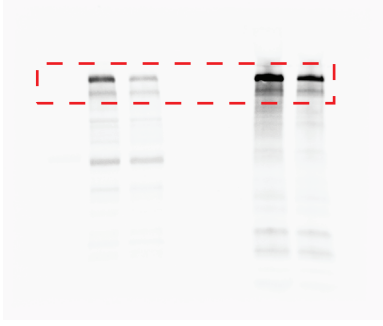

anti-Mge1  
+White light

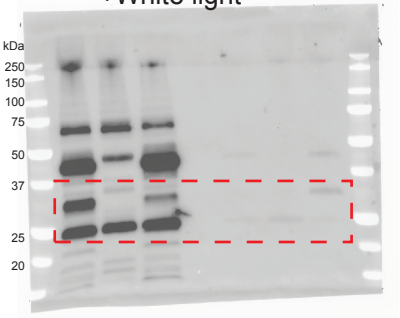

anti-V5  
+Stain-free blot

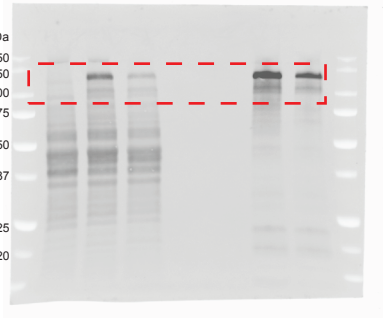

Extended figure 4c

anti-FLAG

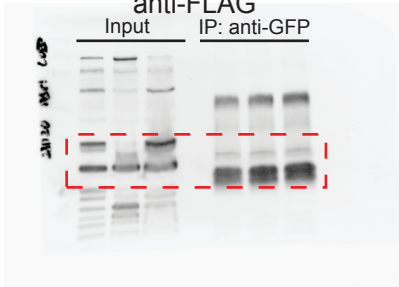

anti-FLAG  
+Stain-free blot

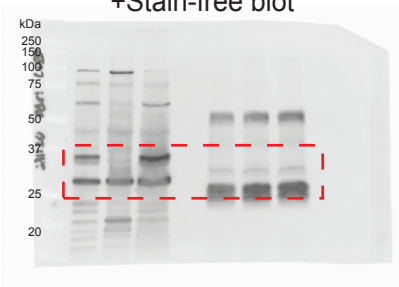

Stain-free blot

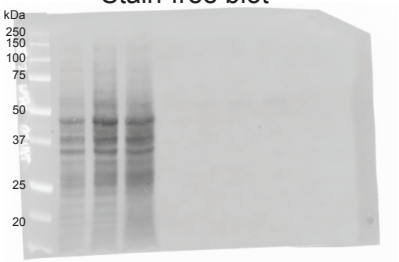

anti-GFP

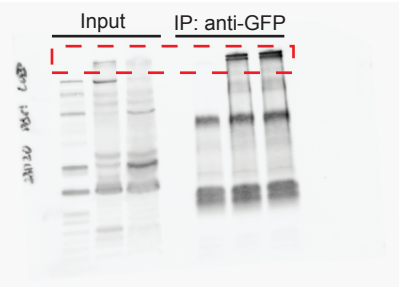

anti-GFP  
+Stain-free blot

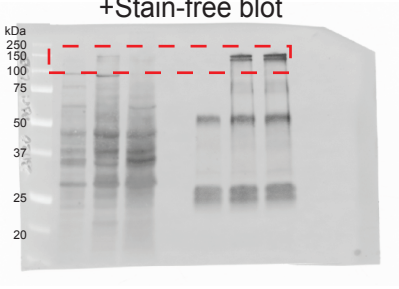

Extended figure 4g

Autoradiography  
S35 labeled Mdh1

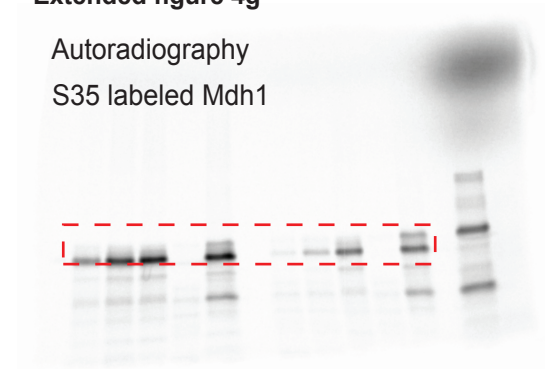

S35 labeled Mge1

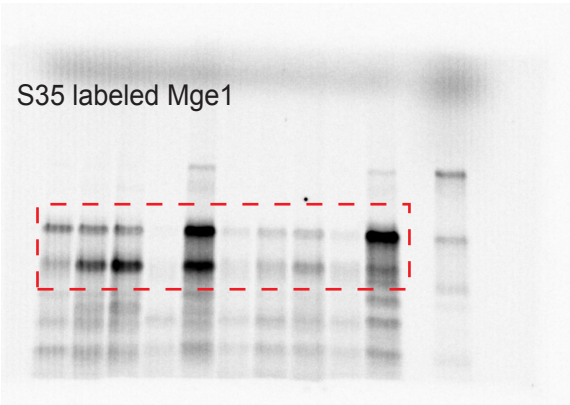

Extended Figure 5c

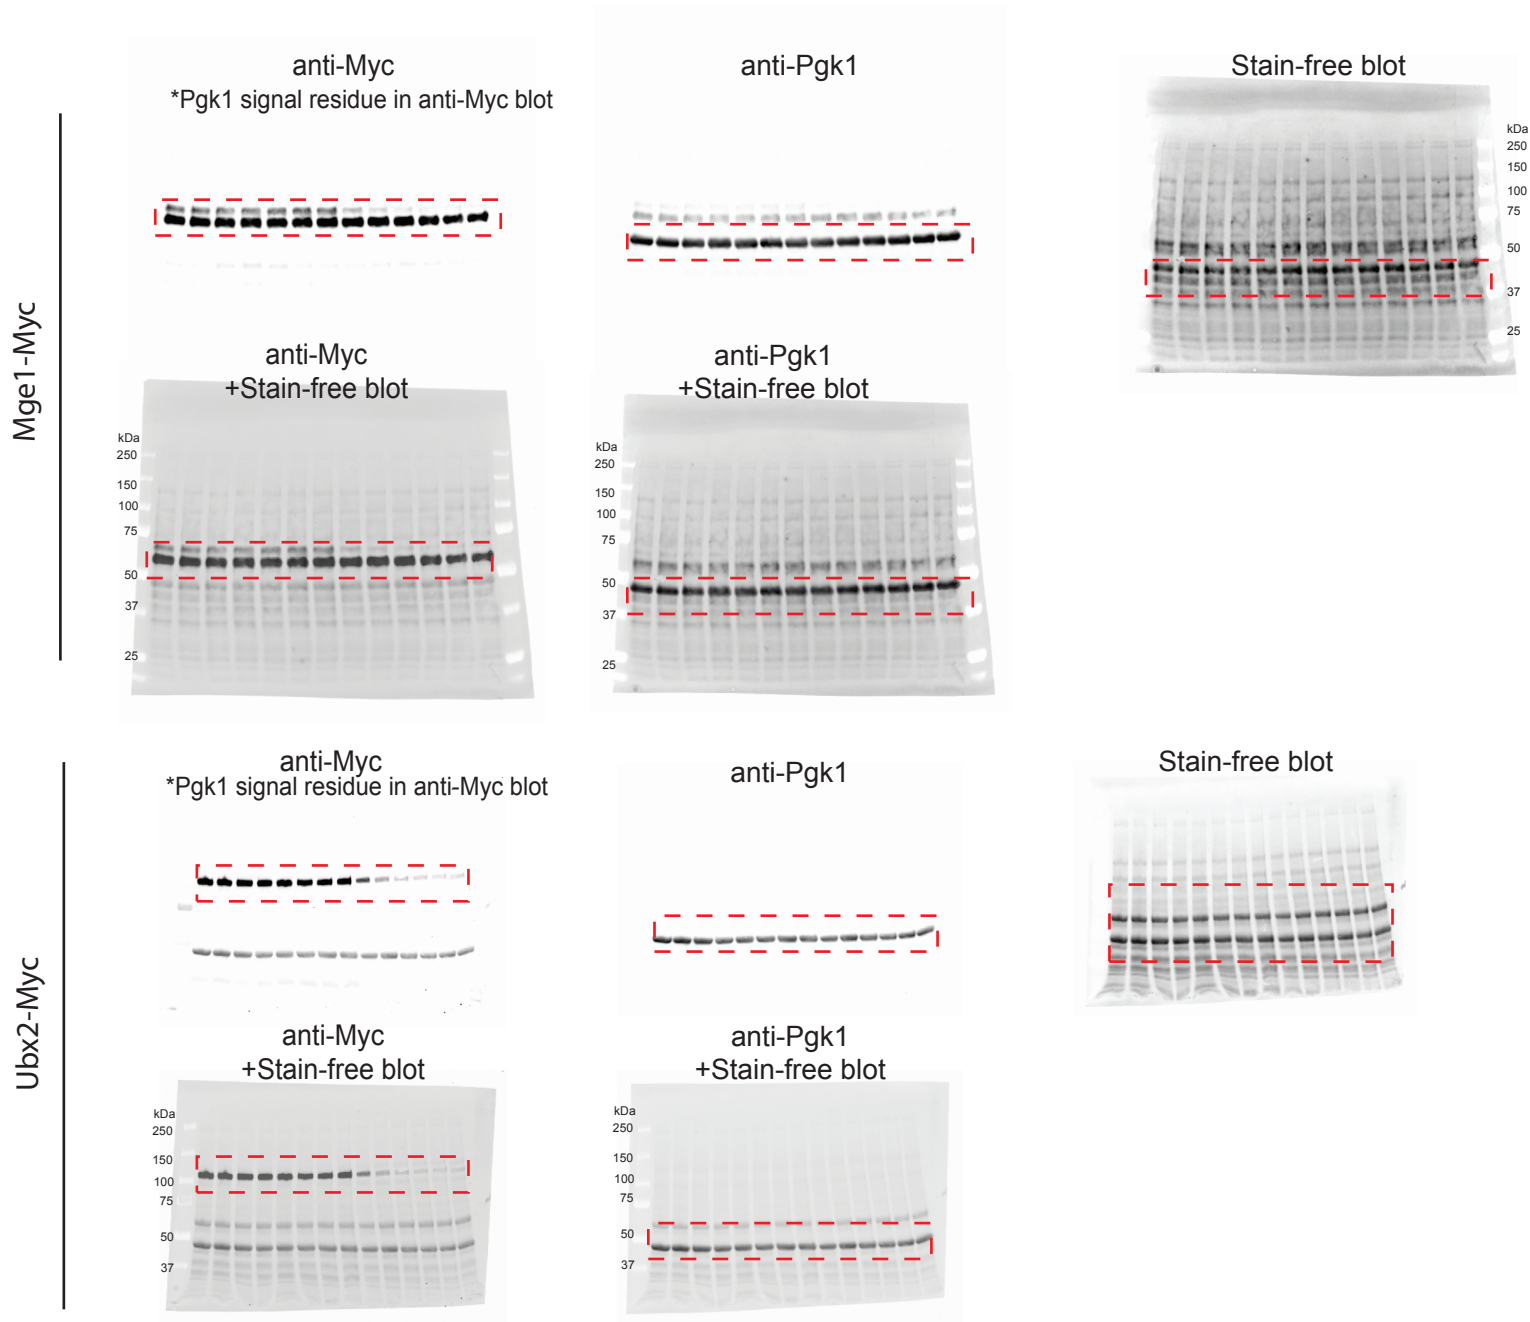

Extended Figure 5e

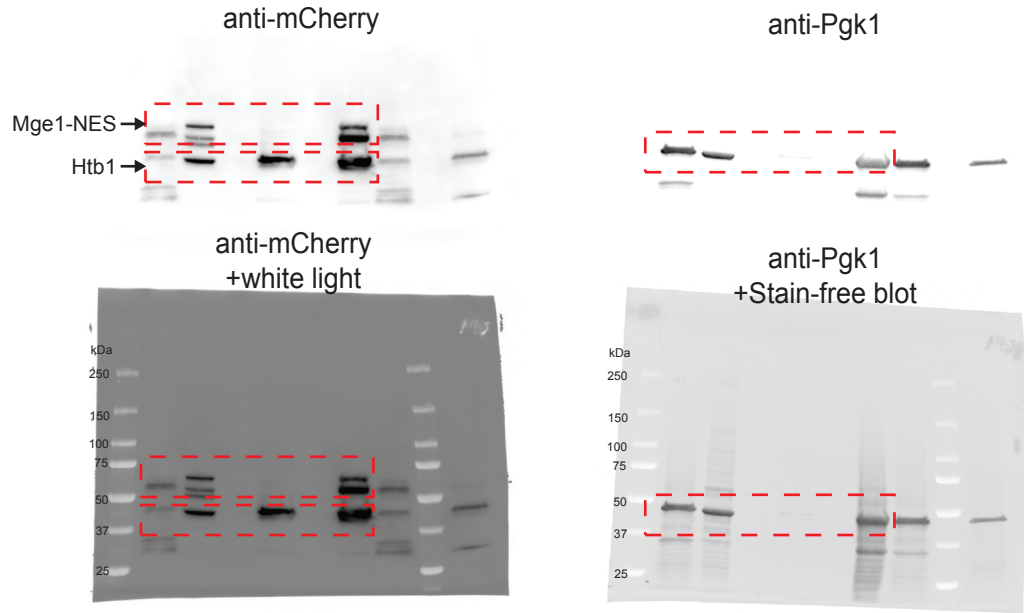

Extended Figure 6a

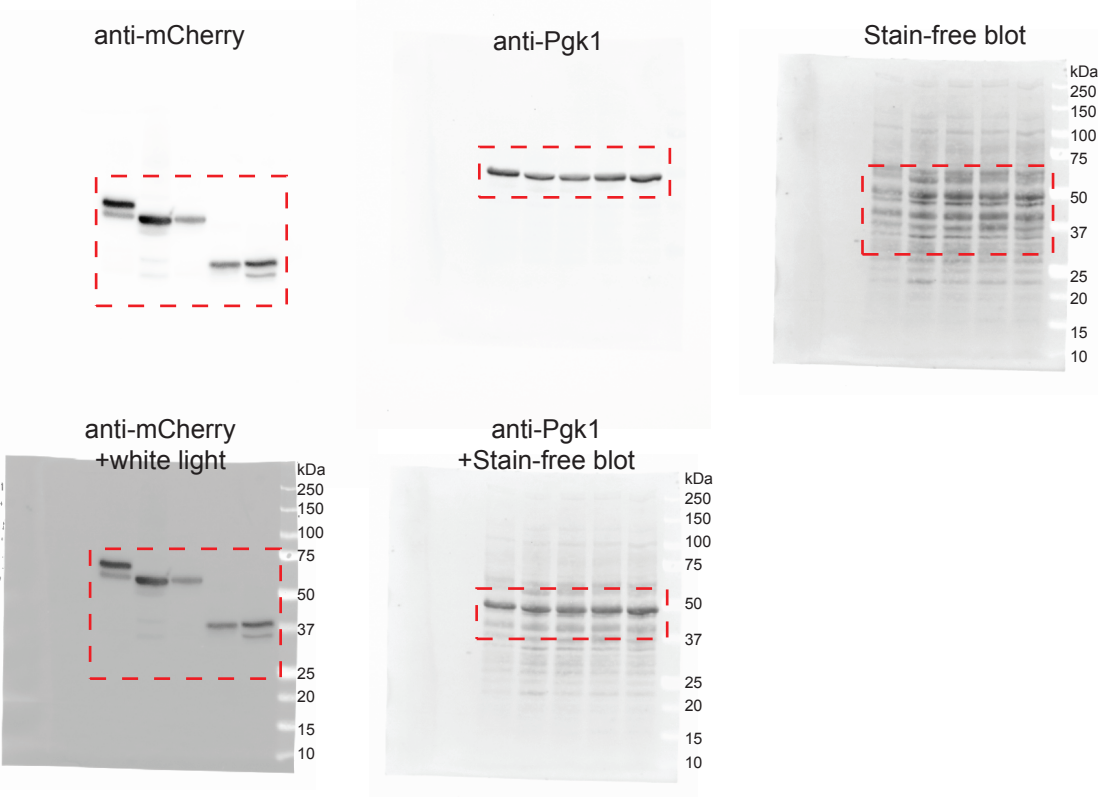

Extended Figure 6e

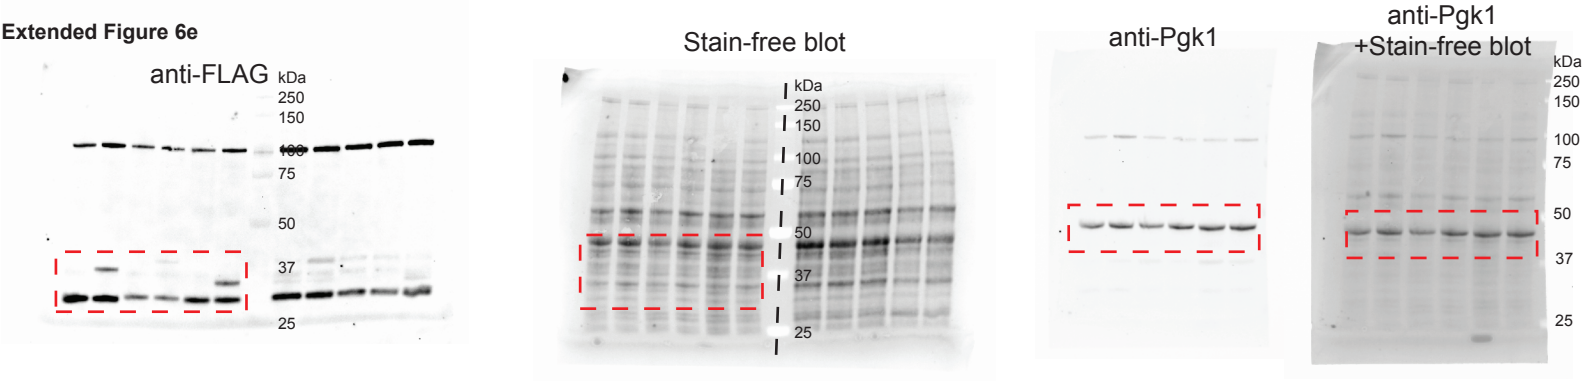

The blot was cut along the dashed line before blotting for Pgk1

Extended Figure 6g

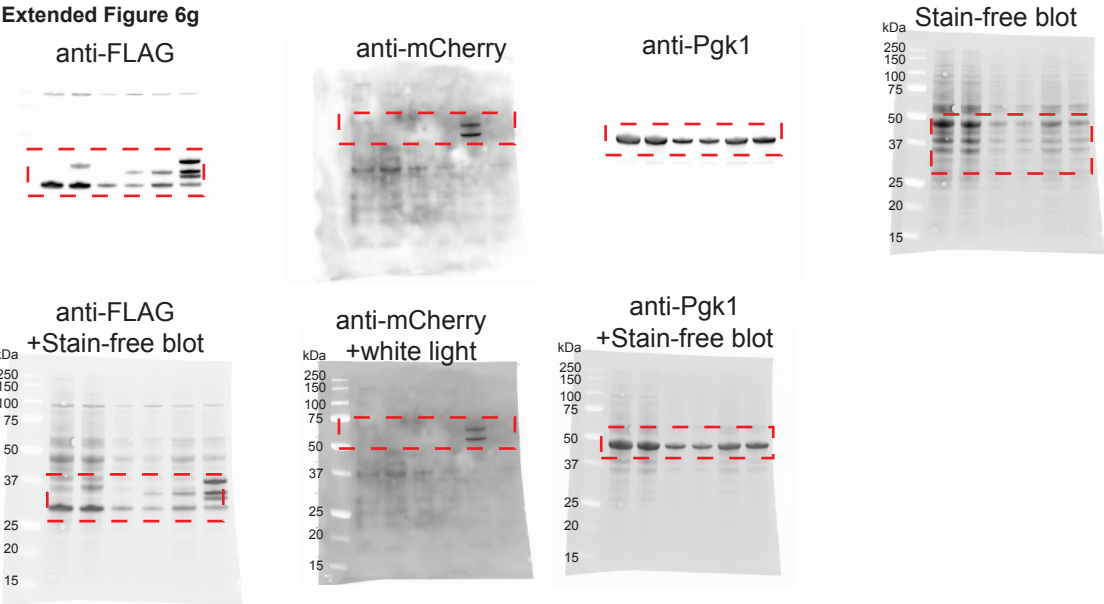

Extended Figure 6h

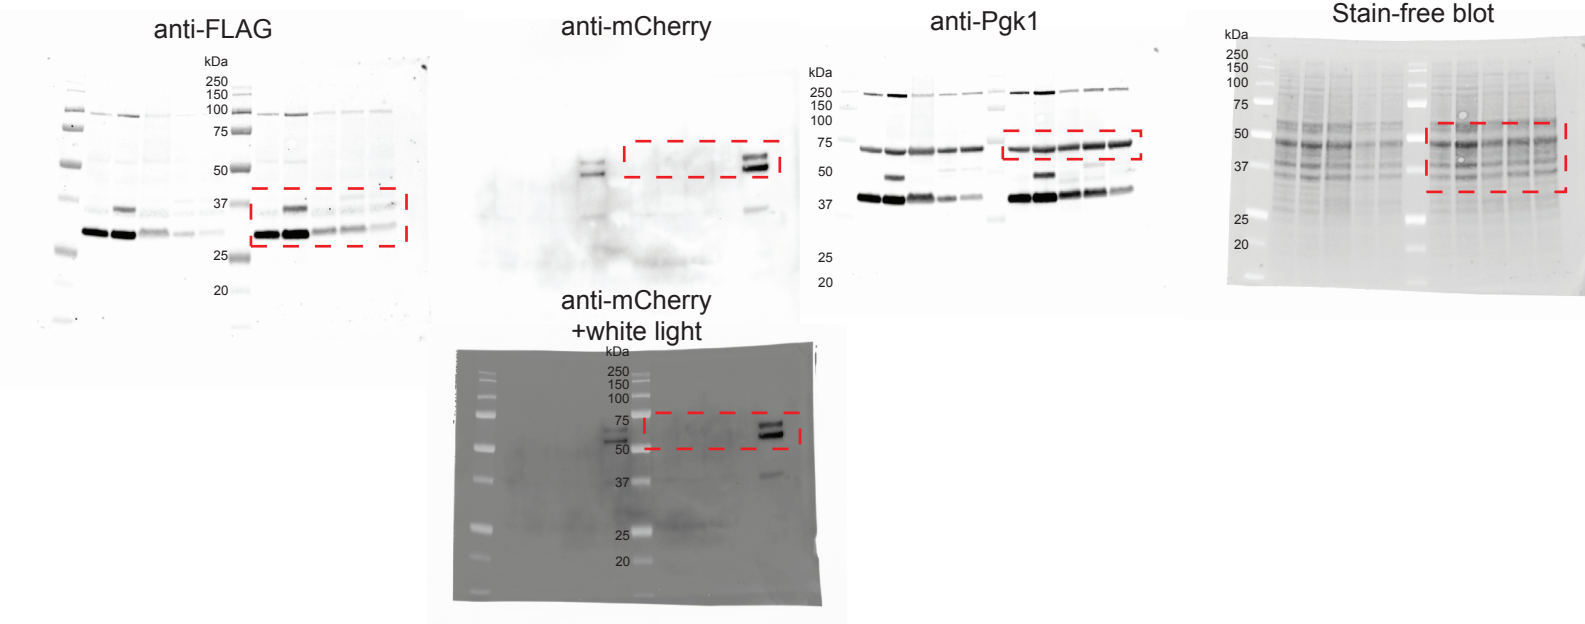

Extended Figure 6j

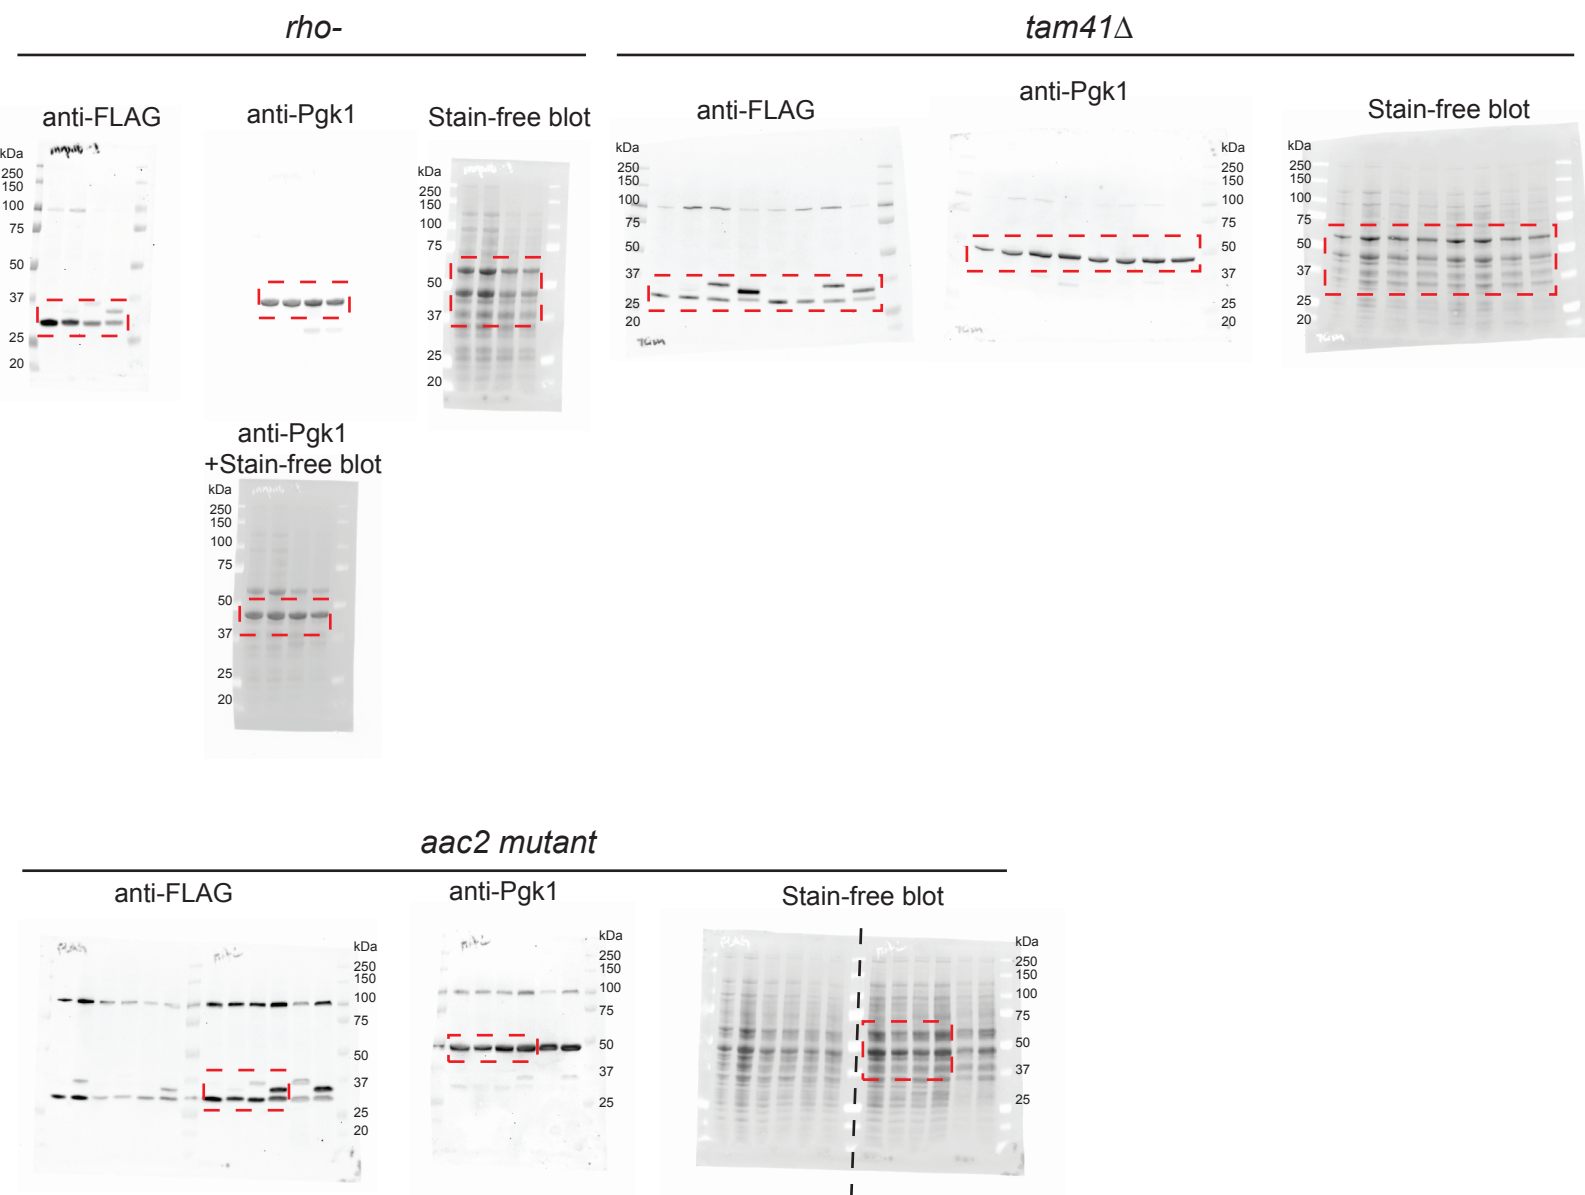

\*The blot was cut along the dashed line before blotting for Pgk1

**Extended Figure 7b**

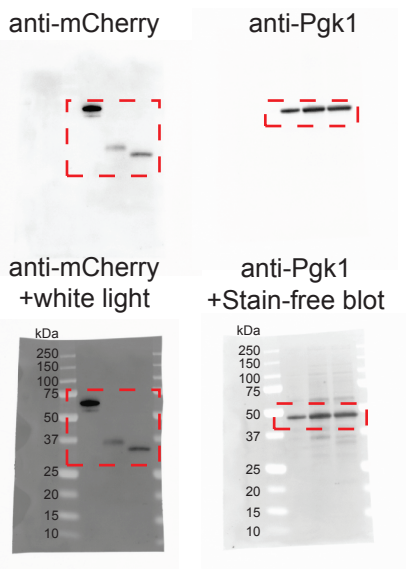

**Extended Figure 7e**

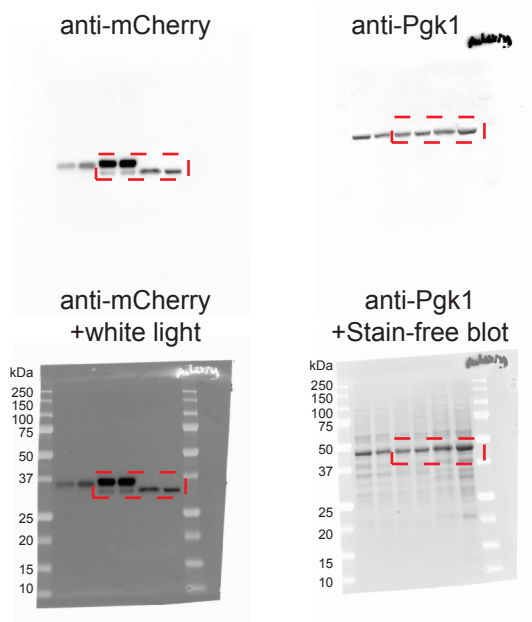

**Stain-free blot**

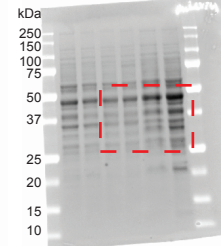

**Extended Figure 7c**

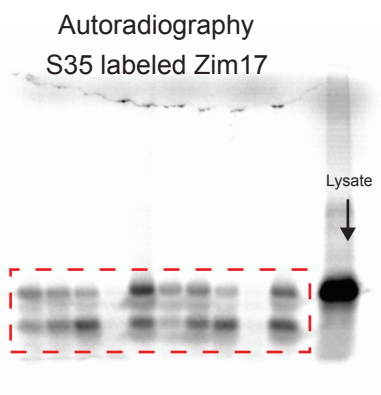

**Extended Figure 7j**

**anti-FLAG**

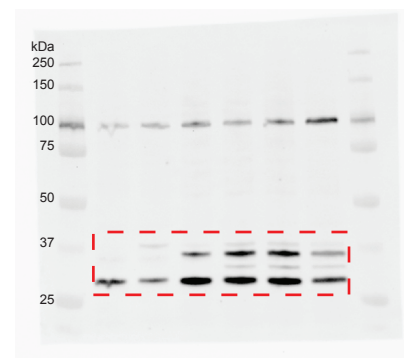

**Extended Figure 7f**

**anti-FLAG**

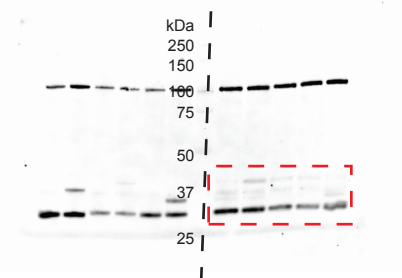

**Stain-free blot**

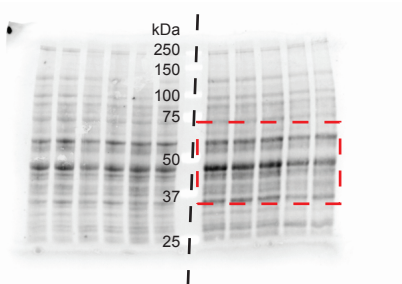

**anti-mCherry**

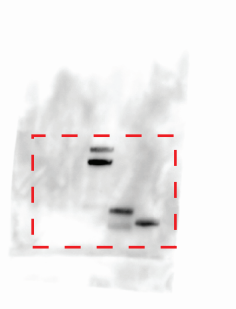

**anti-Pgk1**

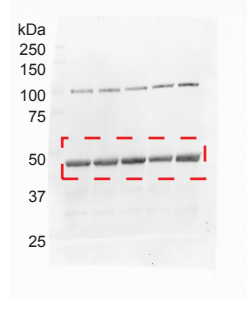

**anti-mCherry  
+white light**

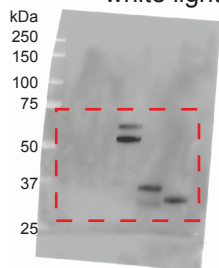

**anti-Pgk1**

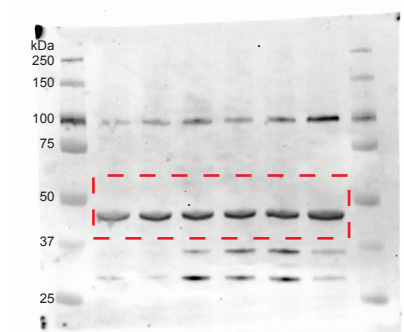

**Stain-free blot**

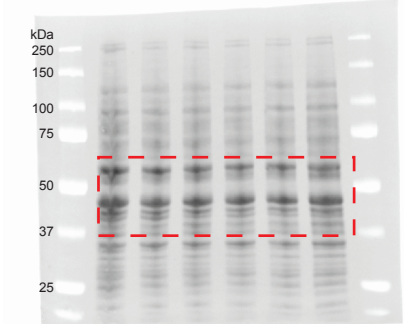

The blot was cut along the dashed line before blotting for mCherry

Supplementary Fig 1b

\*unspecific PCR product

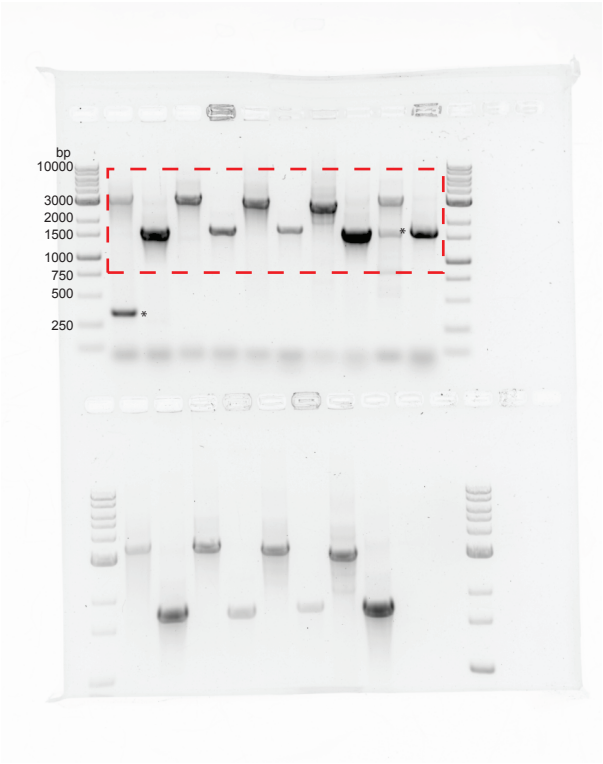

**Supplement:** Supplementary Figure 2

How the deposited data were processed for this re-analysis (not part of the article)

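The deposited data are one table of gene-level read counts for 15 libraries, 3 replicates of each of 5 groups: wild-type and *pdr3*Δ cells overexpressing MTS Mge1-mCherry, wild-type and *pdr3*Δ cells overexpressing Psd1, and wild-type cells overexpressing MTS Mss116-mCherry. Each library was mapped to its group by its label and by the strain list of the paper, and the replicate numbers are those of the labels. The authors prepared stranded mRNA libraries, sequenced them as paired reads, aligned the reads to the R64-1-1 genome with the DRAGEN RNA app, and made the counts with the featureCounts function of Rsubread. The deposited counts are whole numbers without normalization, and no other step was applied to them before deposition that the paper names. All columns of the table were used.

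From these counts, groups were compared with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F-test, TMM normalization, filterByExpr, Benjamini-Hochberg adjustment over all genes tested). Only the groups compared entered each fit. A gene was called with an adjusted p-value of 0.05 or less and a log2 fold change of at least 1 in size, as in Fig. 4b. The interaction of construct and *PDR3* genotype was tested on the 4 groups of MTS Mge1-mCherry and Psd1, with no threshold on the fold. Standard errors of log2 fold changes were derived from the F statistic. CPM values use TMM-normalized library sizes. A count of 3 was the floor for folds against libraries without reads, and such folds are lower bounds. Gene names, positions and product names come from the RefSeq annotation of R64, to which 6047 of the 7127 identifiers matched. Promoter sequences were searched, and stretches of 59 bp were compared across the genome, with Python 3.11.15, and Fisher's exact tests of promoters used scipy 1.17.1.

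Total counts ran from 9128344 to 15953662 per library, with a median of 12181171. With 3 replicates per group, an exact permutation test of a single gene cannot give a two-sided p under 0.05, so the p-values come from models fitted across all genes. The fits were tested on simulated counts for 6184 genes, 200 of which were changed. The edgeR fit recovered 81.8% of the genes changed by a log2 fold of 1 at an adjusted p of 0.05 or less and 99% of those changed by a log2 fold of 2, with 15 false calls among 195. For the replicate block these shares were 74.7% and 96%, with 6 false calls among 176. The simulated counts carried no effect of the replicate number, whereas 2266 of 6251 genes differed between replicate numbers in the real libraries. So the simulation cannot tell what the block gains or loses on the real data. False calls were counted on the adjusted p alone, without the threshold on the fold. DESeq2 recovered 89% and 100%, with 37 false calls among 226. The interaction test, on 6238 genes, recovered 76% and 93.9%, with 13 false calls among 181. With nothing changed, the edgeR fit made 0 calls among 6165 genes.

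The main settings and the alternatives were chosen before the data were examined. The alternatives were the Wald test of DESeq2 1.42.0 with default parameters, which is the paper's method in another version, the RLE size factors or total library size in place of TMM, no filter on low counts or at least 10 counts in every library, all 5 groups in one fit, a test against a 2-fold change (edgeR's glmTreat), each replicate left out in turn, and the replicate number as a block. The pairing behind this block comes from the replicate numbers in the labels, and the paper's text does not name it. The genes named in the text were set by a rule written at the same time. They are the genes of Fig. 4b, the genes labelled in Extended Data Fig. 6c, and the 5 called genes with the largest change in each direction of each comparison. The rule also took the 5 genes with the smallest adjusted p for the interaction, and the genes that check the labels, *URA3* included. The last were *GAL1*, *GAL2*, *GAL7*, *GAL10*, *PDR1* and the neighbours of *PDR3*. Not every gene of the rule is printed. Other genes called outside Fig. 4b, YOR050C, *YGP1* and the heat shock protein genes were chosen after their values were seen. Reads were not used here, so alignment and counting were not repeated.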

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

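The tests in this part were chosen after the results were seen, except the exchanges of construct labels within genotype and replicate and the splits of the *pdr3*Δ libraries.

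*SFT2* was the one gene whose Pdr3-dependent change differed between MTS Mge1-mCherry and *PSD1 OE* in the test of the interaction (log2 difference 0.60, adjusted p = 0.0453 from edgeR). It stood at 152 ± 3.48 CPM (SD, n = 3) in wild-type cells and 72.3 ± 2.35 CPM (SD, n = 3) in *pdr3*Δ cells under MTS Mge1-mCherry, and at 107 ± 1.76 CPM (SD, n = 3) and 77.2 ± 1.89 CPM (SD, n = 3) under *PSD1 OE*. The difference was between 0.58 and 0.60 over 8 settings, whereas its adjusted p ran from 6.75e-08 to 0.176. The call was lost when any single library was left out, except replicate 2 of MTS Mge1-mCherry in *pdr3*Δ cells. When the construct labels were exchanged within genotype and replicate, 3 of the 32 assignments gave at least 1 gene, the real one included. Exchanges in one genotype alone keep a difference between the constructs in the contrast, so this share cannot decide. One of them, which exchanges every *PDR3* pair and no deletion pair, gave 1359 genes. When both genotypes of a replicate were exchanged together, 1 of 4 assignments gave as many genes, the smallest share that 4 can give. These exchanges cannot tell the call apart from a grouping by chance. The gene was also significant with the replicate block (adjusted p = 0.0131 from edgeR), as 1 of 8. A stronger effect of MTS Mge1-mCherry than of *PSD1 OE* on *SFT2* may be behind the difference, and remains a hypothesis.

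Genes also differed between the constructs where *PDR3* was deleted, in a comparison the paper does not report. In *pdr3*Δ cells, 29 genes were higher under *PSD1 OE* than under MTS Mge1-mCherry and 9 were lower, of 6161 genes tested. One of the 29 is *PSD1* itself (log2 fold change -6.31 for MTS Mge1-mCherry over *PSD1 OE*) and one of the 9 is *MGE1* (4.65). The next largest decreases under MTS Mge1-mCherry were *RGI2* (-2.94), YNL277W-A (-2.65), *BTN2* (-2.40) and *TMA10* (-2.20), and the next largest increase was *YEL073C* (2.18). In the cells with *PDR3*, 51 genes were higher under *PSD1 OE* than under MTS Mge1-mCherry, and 20 of them were among the 29. In the other direction 9 were lower, of which 2 were among the 9 lower in *pdr3*Δ cells. Of 4 splits that part the 3 same-numbered pairs of *pdr3*Δ libraries, 1 gave as many genes, the real one. The other 3 gave 0 called genes, with 35 to 69 at an unadjusted p under 0.05. With 4 splits the share cannot fall under 0.05 whatever the data, so a grouping by chance cannot be told apart from the constructs by it.

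Several of these genes encode heat shock proteins. Over the 31 genes tested whose RefSeq product name includes Hsp or heat shock, a set defined after the result was seen, 25 were higher under *PSD1 OE* than under MTS Mge1-mCherry in *pdr3*Δ cells. The median log2 fold change was 0.81, and 14 of the 31 were significantly higher. None was significantly lower, and 1 was lower at an unadjusted p under 0.05. The set includes *HSP82* (log2 fold change 1.69, adjusted p = 0.0362 from edgeR), *SSA1* (1.36, adjusted p = 0.0137), *STI1* (1.28, adjusted p = 0.00857), *HSP10* (1.10, adjusted p = 0.00468) and *HSP60* (0.94, adjusted p = 0.00757). Under the replicate block the median was 0.81 and 20 genes were significant. When each library was left out in turn, the median stayed between 0.70 and 0.81, whereas the number of significant genes ran from 0 to 16 and the number higher at an unadjusted p under 0.05 from 15 to 20. With total library size as the only scaling the median was 0.77. After all 6 libraries were thinned to the smallest total, 13 genes were significant. Of 10000 random lists matched on gene length, GC content and mean level, none had a median as large (permutation p = 1e-04, the smallest that many lists can give), as a description of these libraries. Among the 27 members with at most 10% of their 59-bp stretches elsewhere in the genome, the median was 0.81, so reads shared between paralogs do not account for it. In the cells with *PDR3*, which are other strains, the median was 0.66 and 16 genes were significant. In *pdr3*Δ cells overexpressing MTS Mge1-mCherry, the median over MTS Mss116-mCherry was 0.01, with 0 genes significant and 1 at an unadjusted p under 0.05, so lower levels under MTS Mge1-mCherry do not account for the difference. Of the 4 splits of the *pdr3*Δ libraries, 1 gave a median as large, the real one, so a grouping by chance cannot be told apart on that count. Overexpression of Psd1 may raise heat shock protein genes independently of *PDR3*. This is a hypothesis, found and tested on the same libraries. A property of one *pdr3*Δ strain does not account for the difference, given the median of 0.66 in the cells with *PDR3*, whereas a property shared by both strains with *PSD1 OE* cannot be told apart from the construct.

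YOR050C, which the paper does not discuss, was lower in wild-type than in *pdr3*Δ cells under MTS Mge1-mCherry (log2 fold change -1.37, adjusted p = 0.00674 from edgeR), with 62 to 87 counts against 144 to 212. Under *PSD1 OE* its log2 fold change was -0.48 (adjusted p = 0.285 from edgeR). The test of the difference between the constructs gave -0.90 (adjusted p = 0.422 from edgeR). The gene is absent from RefSeq. By its number it lies next to *RSB1*, which was upregulated, and the 1113 bp between *RSB1* and *ETT1* hold 2 copies of TCCGYGGA (Y is C or T), the pleiotropic drug response element (PDRE). Reads of *RSB1* counted on YOR050C would make it rise with *RSB1*, but its log2 fold change was -1.37. Its low counts limit the precision. No biological explanation was tested.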

How the results depend on the processing

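None of the tests in this part was chosen after its result was seen. No result reversed its direction under any alternative.

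With the replicate block, the genes upregulated under MTS Mge1-mCherry over *pdr3*Δ cells rose from 33 to 50, those under *PSD1 OE* over *pdr3*Δ cells from 21 to 33, the genes differing between the constructs in *pdr3*Δ cells from 38 to 75, and the genes passing the interaction test from 1 to 8. The test against a 2-fold change lowered the upregulated genes to 15 for MTS Mge1-mCherry over MTS Mss116-mCherry (from 30), 17 for MTS Mge1-mCherry over *pdr3*Δ cells and 12 for *PSD1 OE* over *pdr3*Δ cells, and the genes differing between the constructs in *pdr3*Δ cells to 3. DESeq2 gave 12 genes for the interaction. Total library size gave 0, with 174 genes at an unadjusted p under 0.05. The cause of these shifts was not tested.

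The correlation of the Pdr3-dependent changes, 0.967, was 0.913 with DESeq2, 0.887 with the replicate block, 0.658 over all genes tested, 0.896 without the 10 largest changes, and 0.817 over the genes significant in one comparison alone. Without each replicate in turn it ran from 0.920 to 0.972.

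Leaving out each replicate in turn gave from 20 to 39 upregulated genes for MTS Mge1-mCherry over MTS Mss116-mCherry, from 24 to 38 for MTS Mge1-mCherry over *pdr3*Δ cells, and from 20 to 30 for *PSD1 OE* over *pdr3*Δ cells. It gave from 3 to 59 genes differing between the constructs in *pdr3*Δ cells. The interaction test had from 0 to 4 genes, with 149 to 236 at an unadjusted p under 0.05. Of the genes of Fig. 4b called with all replicates, 18 of 28 for MTS Mge1-mCherry over MTS Mss116-mCherry, 22 of 29 for MTS Mge1-mCherry over *pdr3*Δ cells and 20 of 20 for *PSD1 OE* over *pdr3*Δ cells were significant in every such fit. Of the 35 genes of Fig. 4b, from 23 to 31 were significantly Pdr3-dependent.

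The remaining alternatives kept the counts above within 1.5 times the main ones. DESeq2 gave 39, 46 and 26 upregulated genes in the 3 comparisons. Between the constructs in *pdr3*Δ cells, 9 genes were higher under MTS Mge1-mCherry and 29 lower with TMM (23.7% higher), and 11 were higher and 21 lower with total library size (34.4% higher). Between *pdr3*Δ cells overexpressing MTS Mge1-mCherry and wild-type cells overexpressing MTS Mss116-mCherry, 2 genes were higher and 2 lower, against 2 and 8 with the replicate block and 3 and 10 with DESeq2. The number of genes of Fig. 4b upregulated there was 0 under all alternatives, with 1 to 10 at an unadjusted p under 0.05 over 8 settings. Single genes were followed for 42 results, a selection that leaves out many genes named in the text and holds a few that are not named. Of 293 values under alternatives that kept all replicates, 27 became significant and 4 lost significance. Losses outside the selection, such as that of YOL150C with the replicate block, are not among the 4. The 293 values leave out the test against a 2-fold change. That test raised the genes of Fig. 4b without significance from 7 to 21 for MTS Mge1-mCherry over MTS Mss116-mCherry. For MTS Mge1-mCherry over *pdr3*Δ cells it raised them from 4 to 18. When a replicate was left out, 43 of 282 values of the same 42 results lost significance and 7 gained it.

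For each of the 3 comparisons behind Fig. 4b and Extended Data Fig. 6c, and for the Pdr3 dependence of the 35 genes, 1 of 4 splits that part the 3 same-numbered pairs gave as many genes, the real one. Each of the other 3 splits gave 0 called genes, with 29 to 86 at an unadjusted p under 0.05 for MTS Mge1-mCherry over MTS Mss116-mCherry, 28 to 70 for MTS Mge1-mCherry over *pdr3*Δ cells and 50 to 82 for *PSD1 OE* over *pdr3*Δ cells. Since 4 splits cannot give a share under 0.05 whatever the data, the share itself decides nothing. Under the filter of at least 10 counts in every library, *CIS1* and *PDR3* could not be tested between wild-type and *pdr3*Δ cells overexpressing MTS Mge1-mCherry, because their counts in *pdr3*Δ cells fall below it.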

Differences from the paper's values

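No log2 fold change computed with the main settings differed from the paper's by more than the stated errors, and no count of called genes by more than 1.5-fold. Adjusted p-values were not compared in this way, and those of genes that the paper calls and this work does not are given below. The log2 fold changes of the genes of Fig. 4b differed from the paper's by at most 0.01 for MTS Mge1-mCherry over MTS Mss116-mCherry and by at most 0.23 for MTS Mge1-mCherry over *pdr3*Δ cells. The median difference in the latter comparison was 0.007. It includes *PDR3*, which had 0 to 1 counts in those *pdr3*Δ libraries, so for this gene the comparison of fitted values decides nothing.

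The counts of genes were lower than the paper's. For MTS Mge1-mCherry over MTS Mss116-mCherry, 30 genes were upregulated, against the paper's 39 in Supplementary Table 3. For MTS Mge1-mCherry over *pdr3*Δ cells there were 33, against the paper's 47 in Supplementary Table 4, and for *PSD1 OE* over *pdr3*Δ cells 21, against the paper's 26 in Supplementary Table 5. All genes called here are among the paper's. With DESeq2, 39, 46 and 26 genes were called, all among the paper's. With the replicate block, 34, 50 and 33 genes were called, of which 32, 46 and 26 are among the paper's. With all groups in one fit, 36, 34 and 20 were called.

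The paper lists 35 genes as upregulated in Fig. 4b, from which it left out *MGE1* and dubious ORFs, and 28 of the 35 were called here. The 7 others had adjusted p-values of 0.0801 (*BDH2*), 0.351 (*GPP2*), 0.436 (*ICY1*), 0.0594 (*PUG1*), 0.198 (*RTS3*), 0.437 (*SNZ1*) and 0.245 (*VID24*) from edgeR. DESeq2 called all 7. All groups in one fit called *BDH2*, *GPP2*, *PUG1*, *RTS3* and *VID24*, and the replicate block called *BDH2*, *RTS3* and *SNZ1*. Over 8 settings the adjusted p ran from 2.50e-07 to 0.0975 for *BDH2*, from 0.0153 to 0.394 for *GPP2*, from 0.0392 to 0.494 for *ICY1*, from 2.49e-06 to 0.0759 for *PUG1*, from 0.000283 to 0.253 for *RTS3*, from 0.00585 to 0.476 for *SNZ1* and from 0.00173 to 0.252 for *VID24*, with edgeR or DESeq2.

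The paper describes all 35 genes as dependent on Pdr3, and its Supplementary Table 4 gives 32 of them an adjusted p of 0.05 or less. Here 31 were significant. *GPP2*, *IMA2*, *SNZ1* and *VID24* were not, although all were higher in wild-type cells. The replicate block made all 35 significant, DESeq2 made *GPP2* significant, and all groups in one fit made *IMA2* significant but *ICY1* not. The RLE size factors lost *PUG1* and total library size lost *ICY1*, which left 5 not significant each. Over 8 settings the adjusted p ran from 0.00406 to 0.692 for *GPP2*, from 0.0245 to 0.710 for *IMA2*, from 0.0135 to 0.962 for *SNZ1* and from 0.0184 to 0.874 for *VID24*, with edgeR or DESeq2.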

Other observations

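In this part, the test of promoters and the splits of the libraries of MTS Mge1-mCherry in *pdr3*Δ cells and MTS Mss116-mCherry were planned before the data were examined, and the other tests were chosen only after the results were seen.

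The 20 genes other than *PDR3* that were upregulated under *PSD1 OE* changed more under MTS Mge1-mCherry, with a median difference of 0.52 on the log2 scale and all 20 in this direction. Exchanging the construct labels within genotype and replicate gave a median difference as large in either direction in 6 of 32 assignments. That share decides nothing, since the constructs differed for these genes mainly in the cells with *PDR3*, and exchanges of the deletion pairs alone, or of all *PDR3* pairs, largely keep the size of the difference. Exchanging both genotypes of a replicate together gave 1 of 4, the smallest share that 4 can give. With total library size as the only scaling the difference was 0.51. Under the replicate block the direction was not shared by all genes. There, 25 of the 32 genes upregulated under *PSD1 OE* changed more under MTS Mge1-mCherry. In the cells with *PDR3*, the 20 genes of the main fit were lower under *PSD1 OE* than under MTS Mge1-mCherry by a median log2 fold change of -0.64 (16 of 20 lower), and in *pdr3*Δ cells by -0.07. A weaker action of *PSD1 OE* on Pdr3 may explain this. A grouping by chance cannot be told apart from it by these exchanges. In the cells with *PDR3*, the other 4 genes were higher under *PSD1 OE*: *RTS3* (log2 fold change 0.45, adjusted p = 0.0265 from edgeR), *CIS1* (0.35, adjusted p = 0.0752), *YGP1* (0.25, adjusted p = 0.559) and *SNQ2* (0.14, adjusted p = 0.515).

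The PDRE (TCCGYGGA) was found within 800 bp upstream of the start codon in 27 of the 35 genes of Fig. 4b (77.1%) and in 112 of 5759 other genes tested (1.94%). The odds ratio was 170.2 (two-sided Fisher's exact test, p = 2.63e-38). It was 151 within 500 bp and 153 within 1000 bp, 178 for TCCGCGGA alone, 100.01 for TCCRYGGA, and 245 for the 19 genes upregulated over *pdr3*Δ cells under both constructs. In *CIS1*, one TCCGCGGA lies on chromosome XII from 822910 to 822917, 325 bp from the start codon. *PDR5* has 4 PDREs. The genes without one were *ARE2*, *ARI1*, *ATG40*, *GPP2*, *PUG1*, *SCS7*, *SNZ1* and *VID24*. *ATG40* and *PDR5* are transcribed away from each other, with 1551 bp between them. The 4 PDREs of *PDR5* lie in this stretch, more than 800 bp from the start codon of *ATG40*, which was therefore counted as without one. Between the 26 genes with and the 8 genes without a PDRE, *PDR3* left out, the Pdr3-dependent log2 fold change under MTS Mge1-mCherry was not shown to differ in rank (medians 1.69 and 1.30, exact rank test, two-sided p = 0.11). Of these, 3 of the 8 and 1 of the 26 had no significant Pdr3-dependent change (two-sided Fisher's exact test, p = 0.0329). The p-values of these 2 tests were not adjusted. All 35 genes were significant with the replicate block, so this second contrast is limited to the fit without it. Some genes of Fig. 4b may respond to Pdr3 indirectly, but the contrast is not kept with the block and the exact rank test (p = 0.11) leaves open whether their changes are smaller.

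*SNZ1*, *VID24* and *GPP2* were higher in *pdr3*Δ cells overexpressing MTS Mge1-mCherry than in wild-type cells overexpressing MTS Mss116-mCherry (log2 fold changes 0.74, 0.56 and 0.57). Of 8 settings, the replicate block alone made them significant. Its adjusted p-values from edgeR were 0.00105 for *SNZ1*, 0.0108 for *VID24* and 0.0214 for *GPP2*, the lowest of ranges over the 8 settings that reach 0.99996 or more. Of the 4 splits that part the same-numbered pairs of these 2 groups, 1 gave as many genes called, the real one, a share that 4 splits cannot take under 0.05.

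Among 6251 genes, 2266 differed between replicate numbers over the 5 groups. Of the 7 genes of Fig. 4b not called for MTS Mge1-mCherry over MTS Mss116-mCherry, 6 were among them, against 10 of the 28 called. Levels that follow the replicate number are a candidate explanation for part of the missing calls (Fisher's exact test, p = 0.0318). *BDH2*, *RTS3* and *SNZ1* were among the 7 and were called with the replicate block, whereas the other 4 were not: *GPP2* (adjusted p = 0.0796 from edgeR), *ICY1* (0.101), *PUG1* (0.0759) and *VID24* (0.0528). What differed between the replicate numbers is not given by the labels.

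Reads shared between paralogs were weighed for the weak Pdr3-dependent changes of *IMA2* and *SNZ1*. In *IMA2*, 53.4% of the 59-bp stretches occur elsewhere in the genome, so such reads may have diluted its change and cannot be told apart from a weak response. In *SNZ1*, 0 stretches do, so reads shared between paralogs do not account for its weak change.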
